# Transcriptomics Underlying Pulmonary Ozone Pathogenesis Regulated by Inflammatory Mediators in Mice

**DOI:** 10.3390/antiox10091489

**Published:** 2021-09-18

**Authors:** Hye-Youn Cho, Anne E. Jedlicka, Frederick H. Chang, Jacqui Marzec, Alison K. Bauer, Steven R. Kleeberger

**Keywords:** ozone, mice, lung, microarray, TNF receptor, NF-κB, IL-6

## Abstract

Ozone (O_3_) is the predominant oxidant air pollutant associated with airway inflammation, lung dysfunction, and the worsening of preexisting respiratory diseases. We previously demonstrated the injurious roles of pulmonary immune receptors, tumor necrosis factor receptor (TNFR), and toll-like receptor 4, as well as a transcription factor NF-κB, in response to O_3_ in mice. In the current study, we profiled time-dependent and TNFR- and NF-κB-regulated lung transcriptome changes by subacute O_3_ to illuminate the underlying molecular events and downstream targets. Mice lacking *Tnfr1*/*Tnfr2* (*Tnfr^-/-^*) or *Nfkb1* (*Nfkb1^-/-^*) were exposed to air or O_3_. Lung RNAs were prepared for cDNA microarray analyses, and downstream and upstream mechanisms were predicted by pathway analyses of the enriched genes. O_3_ significantly altered the genes involved in inflammation and redox (24 h), cholesterol biosynthesis and vaso-occlusion (48 h), and cell cycle and DNA repair (48–72 h). Transforming growth factor-β1 was a predicted upstream regulator. Lack of *Tnfr* suppressed the immune cell proliferation and lipid-related processes and heightened epithelial cell integrity, and *Nfkb1* deficiency markedly suppressed lung cell cycle progress during O_3_ exposure. Common differentially regulated genes by TNFR and NF-κB1 (e.g., *Casp8*, *Il6*, and *Edn1*) were predicted to protect the lungs from cell death, connective tissue injury, and inflammation. *Il6*-deficient mice were susceptible to O_3_-induced protein hyperpermeability, indicating its defensive role, while *Tnf*-deficient mice were resistant to overall lung injury caused by O_3_. The results elucidated transcriptome dynamics and provided new insights into the molecular mechanisms regulated by TNFR and NF-κB1 in pulmonary subacute O_3_ pathogenesis.

## 1. Introduction

Ozone (O_3_) is a highly reactive gaseous oxidant air pollutant. Elevated levels of ambient O_3_ have been associated with increased hospital visits and respiratory symptoms, including chest discomfort, breathing difficulties, coughs, and lung function decrement [1,2,3]. Subjects with pre-existing diseases such as asthma, rhinitis, and chronic obstructive pulmonary disorder are known to be particularly vulnerable to O_3_ and are at risk of hospitalization, exacerbations, or death [4,5,6].

Controlled O_3_ exposure to healthy volunteers and experimental animals elicit a number of pathophysiological effects, which include airway inflammation accompanied by airway hyperresponsiveness, chemokine/cytokine production, mucus overproduction and hypersecretion, reactive oxygen species production, decrements in pulmonary function, altered immune status, and epithelial damage and compensatory proliferation predominantly in ciliated cells of the upper respiratory tract and club cells in terminal bronchioles [7]. Pulmonary O_3_ responses were also augmented by metabolic disorders, including obesity and diabetes in humans, as well as in experimental animals [8,9,10], and association of air pollution and increased risk of diabetes was also reported in humans and mice [11,12]. Long term exposure to O_3_ may cause lung tumors in certain strains of mice [13].

Studies have investigated the roles of various inflammatory mediators in the pathogenic airway response to O_3_. Signal transducers, including epidermal growth factor receptor, nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), mitogen activated kinases, and inflammasome proteins (e.g., Nlrp3) have been proposed to be downstream mechanisms of O_3_-induced airway inflammation [14,15,16]. Toll-like receptor 4 (*Tlr4*) has been identified as a O_3_-induced hyperpermeability susceptibility gene from murine genome-wide linkage analysis of subacute O_3_-induced airway hyperpermeability and injury [17,18]. Furthermore, tumor necrosis factor (*Tnf*) is a susceptibility gene for pulmonary inflammation induced by subacute O_3_ [19].

TNF is a master proinflammatory cytokine that causes diverse bioregulatory activities, including cell death, apoptosis, inflammation, and cell proliferation/differentiation [20]. TNF signaling activates NF-κB, as well as the mitogen activated kinase (MAPK), cascade/nuclear transactivation of activator protein (AP)-1, and receptor interacting serine/threonine kinase 1 [21,22]. Among the 27 TNF receptor (TNFR) superfamily, TNF binds to two distinct cellular membrane receptors, TNFR superfamily member 1A (TNF-R1p55) and 1B (TNF-R2p75) [23]. Inhibition or lack of TNF signaling significantly reduced O_3_-induced inflammation and airway hyperreactivity in rodent lungs [19,24,25,26]. Supporting the role for TNF in experimental O_3_ studies, lung functional changes were associated with a *TNF* -308G/A polymorphism in asthmatics [27]. NF-κB was proposed to play a key role in downstream of TNFR/TRAF-mediated lung injury caused by subacute O_3_ [14].

The current study was designed to identify the transcriptome events underlying pulmonary O_3_ pathogenesis and downstream targets of the TNFR and NF-κB signaling pathways. We determined time-dependent lung gene expression profiles changed by subacute O_3_ in wild-type mice and in *Tnfr*-deficient mice. We also identified NF-κB-dependent transcriptome changes using p50 NF-κB (NF-κB1)-deficient and -sufficient mice.

## 2. Materials and Methods

### 2.1. Animals and Inhalation Exposure

Male mice (6–8 weeks) deficient in TNF-specific TNFR1 and TNFR2 (B6.129S-*Tnfrsf1a^tm1Imx^Tnfrsf1b^tm1Imx^*/J; *Tnfr^-/-^*), NF-kB p50/p105 subunit (B6;129P-*Nfkb1^tm1Bal^*/J; *Nfkb1^-/-^*), TNF-a (B6.129S-*Tnf^tm1Gkl^*/J; *Tnf^-/-^*), and interleukin (IL)-6 (B6;129S2-*Il6^tm1Kopf^*/J; *Il6^-/-^*), and their respective wild-type mice (C57BL/6J for *Tnfr^+/+^* and *Tnf^+/+^*; B6129SF2/J for *Il6^+/+^*; B6129PF2/J for *Nfkb1^+/+^*), were purchased from Jackson Laboratories (Bar Harbor, ME, USA). On arrival in the National Institute of Environmental Health Sciences (NIEHS)/ALION animal facility, the mice were provided diet (NIH_31) and water ad libitum. After acclimation, the mice were placed in individual stainless-steel wire cages within a Hazelton 1000 chamber (Lab Products, Maywood, NJ, USA) equipped with a charcoal and high-efficiency particulate air-filtered air supply. The mice had free access to water and diet during exposure. *Tnfr^+/+^* and *Tnfr^-/-^* mice were exposed continuously for 6, 24, 48, or 72 h to 0.3-parts per million (ppm) O_3_. The other mice were exposed to 0.3-ppm O_3_ for 48 h. The O_3_ dosage used in the current study is a reasonable exposure level from which to make comparisons with humans, as rodents require 4−5-fold higher doses of O_3_ than humans in order to create an equal deposition and pulmonary inflammatory response, as indicated previously [14]. O_3_ was generated from ultra-high purity air (<1 ppm total hydrocarbons; National Welders, Inc., Raleigh, NC, USA) using a silent arc discharge O_3_ generator (Model L-11, Pacific Ozone Technology, Benicia, CA, USA). Constant chamber air temperature (72 ± 3° F) and relative humidity (50 ± 15%) were maintained. The O_3_ concentration was continually monitored (Dasibi model 1008-PC, Dasibi Environmental Corp., Austin, TX, USA). Parallel exposure to filtered air was done in a separate chamber. Immediately following the end of exposure, the mice were euthanized by sodium pentobarbital overdose (104 mg/kg). All animal use was approved by the NIEHS Animal Care and Use Committee.

### 2.2. Bronchoalveolar Lavage (BAL) Analyses and Lung Histopathology

The right lungs from each mouse were lavaged in situ with HBSS, and the BAL returns were analyzed for the total protein content and cell differentials, as described previously [24]. Left lung tissues from each mouse were inflated gently with 10% neutrally buffered formalin, fixed under constant pressure for 30 min, and proximal (around generation 5) and distal (approximately generation 11) levels of the main axial airway were sectioned for paraffin embedding. Tissue sections (5-μm thick) were stained with hematoxylin and eosin (H&E). The tissues were also processed for immunohistochemical staining using a rat monoclonal (IgG_1_) anti-macrophage receptor with collagenous structure (MARCO; 1:50 dilution of clone ED31, Hycult Biotech, Wayne, PA, U.S.A.). Briefly, deparaffinized and hydrated tissue sections on microscope slides were treated sequentially with antigen unmasking solution (Vector Laboratories, Burlingame, CA, USA), 0.1% proteinase K, and endogenous peroxidase quenching solution (5% H_2_O_2_) before blocking with 1.5% serum (Vectastain ABC kits). Tissue sections were then incubated overnight at 4 °C with the anti-MARCO antibody. After incubation with biotinylated rat secondary antibody (1:200, Vectastain ABC kits) and Avidin/Biotin solution, the antigens were detected by a 3,3′-diaminobenzidine-peroxidase substrate solution (10 min), and the slides were mounted with cover glasses after dehydration.

### 2.3. Lung RNA Isolation and cDNA Microarray Analysis

Lung tissues from *Tnfr^+/+^* and *Tnfr^-/-^* mice were homogenized in 2 mL Trizol (Thermo Fisher Scientific, Waltham, MA, USA) and the isolated total lung RNA was processed for Affymetrix GeneChip array analyses using mouse MOE430A arrays (Affymetrix, Inc., Santa Clara, CA, U.S.A.) in George Washington University (Dr. Andrea De Biase), as described previously [28]. The total lung RNAs from the *Nfkb1^+/+^* and *Nfkb1^-/-^* mice were isolated using RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA) and cDNA microarray was performed on mouse 430 2.0 arrays (Affymetrix) in the NIEHS Microarray Core Facility, as indicated previously [29]. Array raw data were filtered by a lower expression percentile (at least 1 sample had values within the 20% cut-off rage) and the expression levels normalized to the mean value of the experimental control (wild-type mice/air) for each gene by the quantile algorithm were analyzed statistically using GeneSpring GX14 software (Agilent Technologies, Inc., Santa Clara, CA, USA). O_3_ exposure time effects in *Tnfr^+/+^* lungs (*t*-test, *p* < 0.01) and genotype effects in air exposure (*t*-test, *p* < 0.05) or O_3_ exposure (two-way ANOVA, *p* < 0.05; Benjamin and Hochberg False Discovery Rate test for the multiple comparisons) were tested to identify the differentially expressed genes. Venn diagram analyses determined common genes varied by O_3_ between the genotypes. Ingenuity pathway analysis (IPA, Qiagen Inc., Valencia, CA, USA) was used to identify the potential molecular interactions and functions, as well as the downstream and upstream pathways. Microarray data were deposited in the Gene Expression Omnibus (accession numbers: GSE166399 for *Tnfr^+/+^* and *Tnfr^-/-^* mice and GSE166398 for *Nfkb1^+/+^* and *Nfkb1^-/-^* mice).

### 2.4. Quantitative Reverse Transcriptase-Polymerase Chain Reaction (qRT-PCR)

An aliquot of the total lung RNA was reverse transcribed into cDNAs using GeneAmp PCR System 9700 (Applied Biosystems), and cDNA (40 ng) was subjected to PCR in a 25 μL reaction containing 12.5 μL 2X Power SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) and 240 nM of custom-designed 18s rRNA (324F 5′-tacctggttgatcctgccag-3′ and 507R 5′-ccgtcggcatgtattagctc-3′), major urinary protein 1 (*Mup1*; 228F 5′-tattatcctggcctctgacaa-3′ and 369R 5′-agataattccgagcactcttc-3′), immunoglobulin joining chain (*Jchanin*; 313F 5′-gaacaacagggagaatatct-3′ and 520R 5′-agtggtatagcacttgtttc-3′), and serum amyloid A3 (*Saa3*; 191F 5′-tacttccatgctcgggggaacta-3′ and 322R 5′-agctcttgagtcctctgctccat-3′) primers or commercially available ones (Real Time Primers, LLC, Elkins Park, PA, USA) for mouse IL-6, IL-33, tissue inhibitor of metalloproteinase 1 (*Timp1*), D site albumin promoter binding protein (*Dbp*), and pituitary tumor-transforming gene 1 (*Pttg1*), for 10 min at 95 °C, and for up to 45 cycles of 95 °C (15 s)–60 °C (1 min) using an ABI Prism 7700 Sequence Detection System (Applied Biosystems) or CFX Connect Realtime System (Bio-Rad Laboratories, Hercules, CA, USA). The relative quantification of the target gene expression was calculated using the comparative threshold cycle (C_T_) method by subtracting the fluorescence detected C_T_ of 18s rRNA from that of target gene in the same sample (ΔC_T_).

### 2.5. Protein Isolation and Western Blot Analysis

Lung cytosolic and nuclear proteins were isolated from pulverized lungs (2 pooled sample/group and 2 lungs/sample) using a kit following the manufacturer’s direction (Active Motif, Carlsbad, CA, USA). Lung total proteins were isolated from mouse lung homogenates in a radioimmunoprecipitation assay buffer (2 pooled sample/group, 2 lungs/sample). The proteins were quantified and stored in aliquots at −80 °C. The lung total or cytosolic fractions (80–100 µg) or nuclear (20 µg) proteins were separated on 10–20% Tris-HCl SDS-PAGE gels (Bio-Rad) and were analyzed by routine Western blotting using mouse specific antibodies against MARCO (Hycult Biotech), transforming growth factor (TGF)-β1 (Abcam, Cambridge, MA, USA.), c-Fos (Santa Cruz Biotechnology, Inc., Dallas, TX, U.S.A.), MUP1 (Santa Cruz), G2/mitotic-specific cyclin-B1 (CCNB1, Santa Cruz), signal transducer and activator of transcription 1 (STAT1, Santa Cruz), Lamin-B1 (Santa Cruz), and β-actin (Santa Cruz). Protein blot images were scanned and quantified using an Amersham Imager 600 (GE Healthcare Bio-Sciences Co., Piscataway, NJ, USA).

### 2.6. Sandwich Enzyme-Linked Immunosorbent Assay (ELISA) for IL-6

Aliquots of the lung cytosolic proteins (90 μg) were used to determine IL-6 using a mouse-specific ELISA kit (R&D Systems, Minneapolis, MN, USA) according to the manufacturer instructions. The optical density was measured at 450 nm and the IL-6 concentrations were determined using a standard curve.

### 2.7. Statistics

BAL, Western blotting, and qRT-PCR data are expressed as the group mean ± standard error of the mean (S.E.M.). Two-way ANOVA was used to evaluate the effects of exposure and genotype. The Student−Newman−Keuls test was used for a posteriori comparisons of the means for all multiple comparisons (*p* < 0.05). All of the statistical analyses were performed using SigmaPlot 13.0 program (Systat Software, San Jose, CA, USA)

## 3. Results

### 3.1. Time-Dependent Changes of Lung Genes by Subacute O_3_ in C57Bl/6J Mice

O_3_ caused time-dependent changes in the lung gene expressions with peak perturbation at 48–72 h of exposure (Figure 1A), when most severe lung protein edema, inflammation, and histopathologic changes take places [24,30]. 

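Lung RNA was measured in 8 groups of 3 male mice, 1 array per mouse. Wild-type Tnfr+/+ mice (C57BL/6J) and Tnfr-/- mice, which lack both receptors for the inflammatory cytokine TNF (TNFR1, encoded by Tnfrsf1a, and TNFR2, encoded by Tnfrsf1b), breathed filtered air or 0.3 ppm O3 for 24, 48 or 72 h. Total RNA of the lung was hybridised to Affymetrix MOE430A arrays, on which each gene is read by 1 or more probe sets. The authors summarised each probe set to 1 MAS5 signal, an intensity on a linear scale, and scaled each array to a common level, so that the trimmed mean is 501 on every array. The paper's later steps (a percentile filter, quantile normalization and division by the wild-type air mean) are not contained in these values. From there, the signals were quantile normalized over the 24 arrays, values under 1 were set to 1 and log2 was taken. Probe sets at or above the 20th percentile on at least 1 of the 24 arrays were kept, as in the paper's filter, which left 20537 of the 22644 probe sets, among them at least 1 for each of 11597 genes. A gene with several probe sets is represented by the one with the highest mean, and another choice can change a gene's value. The 8 groups were fitted together with limma, which shares 1 estimate of the spread, and p-values were adjusted with the Benjamini-Hochberg method over the probe sets of a comparison. A gene is said to rise or fall at an adjusted p under 0.05. Gene lists were set against all other genes with camera, limma's competitive test, adjusted over the 51 lists of a comparison.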

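The number of arrays limits the precision of every value. Before normalization the median signal of an array was 230.0 to 232 (middle array 232) in Tnfr+/+ lungs in air, 223 to 236 (middle array 229) after 24 h of O3, 222 to 235 (middle array 233) after 48 h and 213 to 239 (middle array 237) after 72 h. In Tnfr-/- lungs it was 227 to 237 (middle array 228) in air, 227 to 247 (middle array 240.1) after 24 h, 224 to 228 (middle array 228) after 48 h and 226 to 239 (middle array 237) after 72 h. Tnfr+/+ O3 72 h replicate 1 stood apart, with a mean correlation of 0.911 to the other 23 arrays against 0.934 to 0.947 for those. Its 3'/5' ratio of the Gapdh control probe sets, a sign of RNA quality, was 4.45 against 0.890 to 1.74. Its ratio for the actin control probe sets was 1.18, within the 1.01 to 1.95 of all arrays. The Gapdh and actin controls thus disagree on the quality of its RNA. The disrupted genes were read by 3 probe sets. Tnfrsf1b (1418099_at) had a signal of 197 ± 41.9 (SD, n = 3 mice) in Tnfr-/- lungs and 382 ± 27.8 in Tnfr+/+ lungs in air, a log2 fold change of -0.98 (standard error 0.16, adjusted p = 0.018). Its second probe set, 1448951_at, had a log2 fold change of -0.24 (adjusted p = 0.96), and Tnfrsf1a (1417291_at) one of -0.44 (adjusted p = 0.74). After 24, 48 and 72 h of O3, 1418099_at had log2 fold changes of -0.72, -1.04 and -1.17 (adjusted p = 0.041, 0.0084 and 0.0032). The other probe sets, 1448951_at and 1417291_at, did not pass at any of these times. Where these probe sets lie relative to the disrupted part of each gene is not known here, so they do not check the genotype labels. Leaving out 1 array at a time, the call of Tnfrsf1b in air ended without Tnfr+/+ air replicate 2 or Tnfr-/- air replicates 1 or 2 (adjusted p up to 0.10). That at 24 h ended without any 1 of the 6 arrays (adjusted p up to 0.17). That at 48 h ended without Tnfr-/- O3 48 h replicates 1 or 2 (adjusted p up to 0.061).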

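In Tnfr+/+ lungs Mt2, Ch25h and Osmr were among the few genes that rose by 24 h of O3, and by 48 and 72 h many more genes had changed. Mt2, which encodes a metal-binding metallothionein, was at 5580.4 ± 633 (SD, n = 3 mice) after 24 h of O3 and 1471 ± 241 in air, a log2 fold change of 1.93 (standard error 0.30, adjusted p = 0.013). Ch25h, the enzyme that makes 25-hydroxycholesterol, and Osmr, the receptor of oncostatin M, also rose at 24 h (log2 fold changes of 1.32 and 0.81, adjusted p = 0.018 and 0.022). After 48 h the largest rises included S100a14 (2.12), the calcium-binding protein gene, and Sprr1a (2.05), a component of the cornified envelope of squamous epithelium, and after 72 h these were 2.45 and 2.51 (adjusted p between 1.2e-05 and 0.0010). By 72 h the largest falls included Snhg11, a long noncoding RNA (-2.59), Cd37, a tetraspanin of leukocytes (-1.72), Car14, a carbonic anhydrase (-1.65), and Myh11, the myosin heavy chain of smooth muscle (-1.44), with adjusted p between 0.011 and 0.040. Tsc22d3, a gene that glucocorticoids induce, and Phactr1, a phosphatase and actin regulator, fell by 1.52 and 1.43 on the log2 scale (adjusted p = 0.0067 and 0.0066), and Gstt2, a glutathione S-transferase, by 1.30 (adjusted p = 0.048). In all, limma called 14 probe sets higher and 3 lower than in air at 24 h, 185 higher and 56 lower at 48 h, and 378 higher and 258 lower at 72 h. At the paper's threshold, an unadjusted p under 0.01, 206 were higher and 148 lower at 24 h, 559 and 371 at 48 h, and 843 and 771 at 72 h. The 3 O3 values and the 3 air values did not overlap in 11.9% of the probe sets at 24 h, 16.7% at 48 h and 19.7% at 72 h, where chance gives 10%. From its own counts (Figure 1A) the paper states that the change in gene expression depended on the time of exposure and peaked at 48 to 72 h. With 1 array left out, the 17 calls at 24 h became 7 without Tnfr+/+ air replicate 2, 6 without Tnfr+/+ O3 24 h replicate 2 and 9 without replicate 3, and the 354 became 223 without Tnfr+/+ O3 24 h replicate 2. The 241 calls at 48 h became 134 without Tnfr+/+ air replicate 2 and 140 without Tnfr+/+ O3 48 h replicate 2, and the 636 calls at 72 h became 419, 341 and 294 without Tnfr+/+ air replicates 1, 2 and 3. Without Tnfr+/+ O3 72 h replicate 1 in the fit, the alternative chosen after seeing the data, the calls were 28 at 24 h, 358 at 48 h and 520 at 72 h. Fitted over the 6 arrays of a comparison alone the adjusted calls were 0, 24 and 14 (282, 539 and 637 at an unadjusted p under 0.01), and with array quality weights 34 at 24 h and 449 at 48 h. The methods' t-test called 0, 0 and 2 after adjustment and 295, 536 and 687 at the paper's threshold. Among the genes named at 24 h, the call of Mt2 ended without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 24 h replicates 2 or 3 (adjusted p up to 0.092), that of Ch25h without Tnfr+/+ air replicates 1 or 3 or Tnfr+/+ O3 24 h replicates 2 or 3 (adjusted p up to 0.13) and that of Osmr without Tnfr+/+ air replicates 1 or 2 or Tnfr+/+ O3 24 h replicates 1 or 2 (adjusted p up to 0.17). At 72 h the call of Snhg11 ended without Tnfr+/+ air replicates 1, 2 or 3 or Tnfr+/+ O3 72 h replicate 1 (adjusted p up to 0.11), that of Cd37 without Tnfr+/+ air replicate 2 (adjusted p = 0.060) and that of Car14 without Tnfr+/+ air replicates 1, 2 or 3 (adjusted p up to 0.14). The call of Myh11 ended without Tnfr+/+ air replicates 1 or 3 or Tnfr+/+ O3 72 h replicate 2 (adjusted p up to 0.085) and that of Gstt2 without any 1 of the 6 arrays (adjusted p up to 0.14).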

Venn diagram analyses determined that most of the significantly changed genes were unique at each time (Figure 1A, and Table 1 and Table S1), and the number of common O_3_ responsive genes throughout the exposure (75 upregulated and 45 downregulated) were limited (Figure 1A). 

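Timp1, Retnla, Lrg1 and Tnfrsf12a were among the genes that rose at all 3 times in Tnfr+/+ lungs. Timp1 (1460227_at), the tissue inhibitor of matrix metalloproteinases, went from 311 ± 105 (SD, n = 3 mice) in air to 1613 ± 277 after 24 h of O3, log2 fold changes of 2.41, 2.68 and 2.51 at 24, 48 and 72 h (adjusted p = 1.6e-05, 3.9e-06 and 3.2e-06). Retnla, a product of alternatively activated macrophages and lung epithelium, had log2 fold changes of 2.37, 2.95 and 2.98 (adjusted p = 5.1e-06, 1.3e-07 and 1.1e-07). Lrg1, a leucine-rich glycoprotein of the acute phase, had 1.64, 2.24 and 2.69, and Tnfrsf12a, the receptor of the cytokine TWEAK, 1.23, 1.95 and 2.20. At an unadjusted p under 0.01, 78 probe sets were higher and 23 lower at all 3 times. Of the 2195 that passed at any time, 1593 did so at 1 time only, 72.6%. By adjusted p, 12 probe sets were higher and 1 lower at all 3 times among 702 called at any time. Pairs of times shared 355 higher probe sets at 48 and 72 h, 113 at 24 and 48 h and 96 at 24 and 72 h, and 162, 39 and 39 lower ones. The 3 comparisons share the same air arrays. In 100 simulated draws of unchanged O3 groups against shared controls, 4.36 probe sets were higher at all 3 times on average (at most 10) and 4.62 lower (at most 12), and independent lists of the observed sizes would share 0.230 and 0.100. With 3 air arrays the controls cannot be split into sets of 2, so part of the excess may come from the shared controls. Random splits of the 12 Tnfr+/+ arrays reached larger counts than the simulated draws, up to 94 higher and 28 lower. Of 100 such splits, 2 gave as many as the 78 and 3 as many as the 23. The 78 became 47 without Tnfr+/+ O3 24 h replicate 2, and the 23 became 12 without that array and 13 without Tnfr+/+ air replicate 2. Over the arrays of each comparison alone the counts were 38 and 10, and with the methods' t-test 27 and 7. A fold of at least 1.5 in addition left 11 of the lower ones. At 24 h the call of Tnfrsf12a ended without any 1 of the 6 arrays (adjusted p up to 0.11).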

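Relative to all other genes, those induced by glucocorticoids were higher and markers of neutrophils lower in Tnfr+/+ lungs at 24 h of O3, and markers of alveolar macrophages were higher at 48 and 72 h. At 24 h 1 of 19 glucocorticoid-induced genes rose and 18 did not pass (2 rose when adjusted over the list alone), with a median log2 fold change of 0.34 (camera, adjusted p = 1.2e-05, and adjusted p = 0.18 with an estimated correlation). At 48 and 72 h the median was 0.12 and -0.14 (adjusted p = 0.32 and 0.84). Of the neutrophil markers, 0 of 13 passed with limma (5 fell when adjusted over the list alone, and 0 were higher and 6 lower at an unadjusted p under 0.05) at 24 h, and their median was -0.42 (adjusted p = 3.1e-04, and adjusted p = 0.11 with an estimated correlation). It was -0.20 and 0.13 at the later times (adjusted p = 0.23 and 0.60). Of the B cell markers, 0 of 15 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 3 lower at an unadjusted p under 0.05), and of the genes of antigen presentation, 0 of 15 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 2 lower at an unadjusted p under 0.05). They had medians of -0.33 and -0.18 at 24 h (adjusted p = 6.7e-04 and 3.1e-04, each adjusted p = 0.30 with an estimated correlation). Alveolar macrophage markers had a median of 0.09 at 24 h (adjusted p = 0.18). At 48 h 5 of 14 rose and 9 did not pass (8 rose when adjusted over the list alone), with a median of 0.66 (adjusted p = 1.5e-10, and adjusted p = 0.018 with an estimated correlation), and at 72 h 5 again passed (8 when adjusted over the list alone), with a median of 0.50 (adjusted p = 3.0e-06, and adjusted p = 0.058 with an estimated correlation). Marco, the scavenger receptor of alveolar macrophages, was at 528 ± 111 (SD, n = 3 mice) after 48 h of O3 and 127 ± 10.7 in air, a log2 fold change of 2.03 (standard error 0.29, adjusted p = 9.2e-04). Across 11597 genes the log2 fold changes at 48 and 72 h correlated with r = 0.66, those at 24 and 48 h with r = 0.51 and those at 24 and 72 h with r = 0.46, where genes are not independent replicates. Their covariances were 0.130, 0.078 and 0.078, of which the shared air arrays alone give 0.060. The change from 24 h to 48 or 72 h itself was not tested.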

Representative canonical pathways of the enriched genes also dissociated between 24 h and 48–72 h (Figure 1B).

After 24 h of O_3_ exposure, inflammatory mediators represented by TNF and NF-κB were predicted to be upstream regulators of O_3_-altered genes (Figure 1C), and acute phase and inflammatory response (e.g., *Alb*, *Saa3*, *Myd88*, *Socs3*, *Ccl17*, and *Cxcl14*) and Nrf2-mediated oxidative stress response (e.g., *Nrf2*, *Maff*, *Gclc*, *Gpx2*, and *Sod2*) were predominantlyactivated pathways (Figure 1B,C, and Table 1 and Table S1). 

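After 24 h of O3, transcripts of acute phase and inflammatory mediators were higher than in air in Tnfr+/+ lungs relative to all other genes, and so were those of the NRF2 antioxidant response. Of the acute phase and inflammatory mediators, 2 of 26 rose and 24 did not pass (8 rose when adjusted over the list alone), with a median log2 fold change of 0.39 (camera, adjusted p = 8.4e-12, and adjusted p = 0.0022 with an estimated correlation). Saa3, an acute phase apolipoprotein, was at 437 ± 25.0 (SD, n = 3 mice) after 24 h of O3 and 196 ± 4.30 in air, a log2 fold change of 1.15 (standard error 0.23, adjusted p = 0.083). Socs3, a feedback inhibitor of cytokine signaling, had a log2 fold change of 1.11 (adjusted p = 0.25), and Myd88, the adaptor of toll-like receptors, one of 0.36 (adjusted p = 0.56). Among chemokines, 1 of 24 rose and 23 did not pass (3 rose when adjusted over the list alone), with camera's adjusted p = 4.6e-05 (adjusted p = 0.031 with an estimated correlation). Ccl17, a chemokine that attracts T helper cells, was the one that rose, from 369 ± 14.3 (SD, n = 3 mice) in air to 841 ± 182, a log2 fold change of 1.17 (standard error 0.19, adjusted p = 0.018), while Ccl22 and Cxcl14 had 1.44 and 0.51 (adjusted p = 0.40 and 0.75). Of the NRF2 genes, 0 of 29 passed with limma (2 rose when adjusted over the list alone, and 9 were higher and 1 lower at an unadjusted p under 0.05), with a median of 0.20 (adjusted p = 2.1e-05, and adjusted p = 0.0022 with an estimated correlation). Gclc, the rate-limiting enzyme of glutathione synthesis, and Gpx2, a glutathione peroxidase, had log2 fold changes of 0.68 and 0.74 (adjusted p = 0.21 and 0.42). Nfe2l2, which encodes NRF2 itself, had 0.32, its partner Maff 0.66 and Sod2, the mitochondrial superoxide dismutase, 0.35 (adjusted p = 0.79, 0.73 and 0.83). Of the NF-kB target genes, 0 of 29 passed with limma (0 passed when adjusted over the list alone, and 8 were higher and 3 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.012 (adjusted p = 0.18 with an estimated correlation). Alb, serum albumin, whose main source is the liver, had a log2 fold change of -1.07 (adjusted p = 0.43). It is 1 of 35 liver markers, of which 0 passed with limma (1 fell when adjusted over the list alone, and 1 was higher and 6 lower at an unadjusted p under 0.05) at 24 h, with a median of -0.34 (adjusted p = 2.1e-05, and adjusted p = 0.074 with an estimated correlation). Each Tnfr+/+ air array had a higher mean signal of these markers than any other array. The paper predicts from its significantly changed genes, with an enrichment tool, that TNF and NF-κB lie upstream of this response. With 1 array left out, the call of the NF-kB targets ended without Tnfr+/+ air replicate 3 or Tnfr+/+ O3 24 h replicate 1 (adjusted p up to 0.093), and that of Ccl17 ended without Tnfr+/+ air replicates 1, 2 or 3 or Tnfr+/+ O3 24 h replicates 1 or 2 (adjusted p up to 0.13).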

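Genes of cell division were higher as a list in Tnfr+/+ lungs at 48 and 72 h of O3, and the difference between these 2 times was not tested. The list of DNA replication was also called higher at 24 h. Its mean log2 signal relative to air was then 0.15 to 0.21, against -0.03 to 0.02 on the air arrays. That call ended without Tnfr+/+ air replicate 3 or Tnfr+/+ O3 24 h replicate 1 (adjusted p up to 0.060). Of the genes of mitosis and cell division, 0 of 40 passed with limma (0 passed when adjusted over the list alone, and 1 was higher and 3 lower at an unadjusted p under 0.05) at 24 h (camera, adjusted p = 0.68). At 48 h 16 of 40 rose and 24 did not pass (29 rose when adjusted over the list alone), with a median log2 fold change of 1.04 (adjusted p = 1.5e-31, and adjusted p = 0.0010 with an estimated correlation), and at 72 h 28 of 40 rose and 12 did not pass (33 rose and 1 fell when adjusted over the list alone), with a median of 1.50 (adjusted p = 8.2e-43, and adjusted p = 2.8e-04 with an estimated correlation). Cdk1, the kinase that drives entry into mitosis, was at 627 ± 119 (SD, n = 3 mice) after 72 h of O3 and 33.5 ± 4.06 in air, a log2 fold change of 4.22 (standard error 0.78, adjusted p = 0.0054). The air signal of Cdk1 lay below the 20th percentile of each of the 3 arrays, so that this fold is against a low signal, and its log2 value was 3.69 with a pseudocount of 16. At 48 h its log2 fold change was 2.81 (adjusted p = 0.096). Ube2c, a ubiquitin-conjugating enzyme of the end of mitosis, and Mki67, a marker of cycling cells, rose by 1.42 and 1.50 at 48 h and by 2.31 and 2.04 at 72 h on the log2 scale (adjusted p between 1.1e-06 and 0.0032). Plk1, a mitotic kinase, had 0.77 and 1.24 (adjusted p = 0.0086 and 5.3e-05), and Cks2, a subunit of cyclin-dependent kinases, 0.67 and 1.05 (adjusted p = 0.085 and 0.0029). Of the genes of DNA replication, 8 of 42 rose and 34 did not pass (15 rose when adjusted over the list alone) at 48 h, with camera's adjusted p = 1.3e-15 (adjusted p = 1.0e-03 with an estimated correlation) and 13 of 42 rose and 29 did not pass (26 rose when adjusted over the list alone) at 72 h, with camera's adjusted p = 2.3e-21 (adjusted p = 1.8e-04 with an estimated correlation). The helicase subunits Mcm2, Mcm5 and Mcm7 rose at both times (log2 fold changes of 0.96, 0.99 and 0.66 at 48 h and of 0.96, 1.35 and 0.85 at 72 h), and Mcm4 and Mcm6 at 72 h (0.83 and 1.11; 0.62 and 0.74 at 48 h, adjusted p = 0.074 and 0.062). Mcm3 had 0.68 at 72 h (adjusted p = 0.059). Pcna, the sliding clamp of DNA polymerase, had 0.69 and 0.64 (adjusted p = 0.036 and 0.031). Of the factors that license replication, Cdt1 had 0.60 and 0.95 (adjusted p = 0.11 and 0.0041) and Cdc6 1.43 and 1.00 (adjusted p = 0.58 and 0.61). Of the genes of DNA damage response and repair, 1 of 37 rose and 36 did not pass (1 rose when adjusted over the list alone) at 48 h, with camera's adjusted p = 0.049 (adjusted p = 0.11 with an estimated correlation) and 4 of 37 rose and 33 did not pass (5 rose and 1 fell when adjusted over the list alone) at 72 h, with camera's adjusted p = 0.0088 (adjusted p = 0.044 with an estimated correlation), and over all probe sets none of this list fell at either time. The 3'/5' ratio of the actin control probe sets was 1.10 to 1.18 after 72 h of O3 and 1.26 to 1.55 in air, without overlap. At 48 h, with 1 array left out, the call of Pcna ended without any 1 of the 6 arrays (adjusted p up to 0.13), that of Mcm2 without Tnfr+/+ air replicates 2 or 3 or Tnfr+/+ O3 48 h replicates 2 or 3 (adjusted p up to 0.075) and that of Mcm7 without Tnfr+/+ air replicate 1 or Tnfr+/+ O3 48 h replicate 2 (adjusted p up to 0.057). That of the list of DNA damage genes ended without Tnfr+/+ air replicates 1 or 3 or Tnfr+/+ O3 48 h replicates 1 or 3 (adjusted p up to 0.18). At 72 h the call of Pcna ended without Tnfr+/+ air replicates 1, 2 or 3 or Tnfr+/+ O3 72 h replicates 2 or 3 (adjusted p up to 0.11). 

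**Figure D1:**
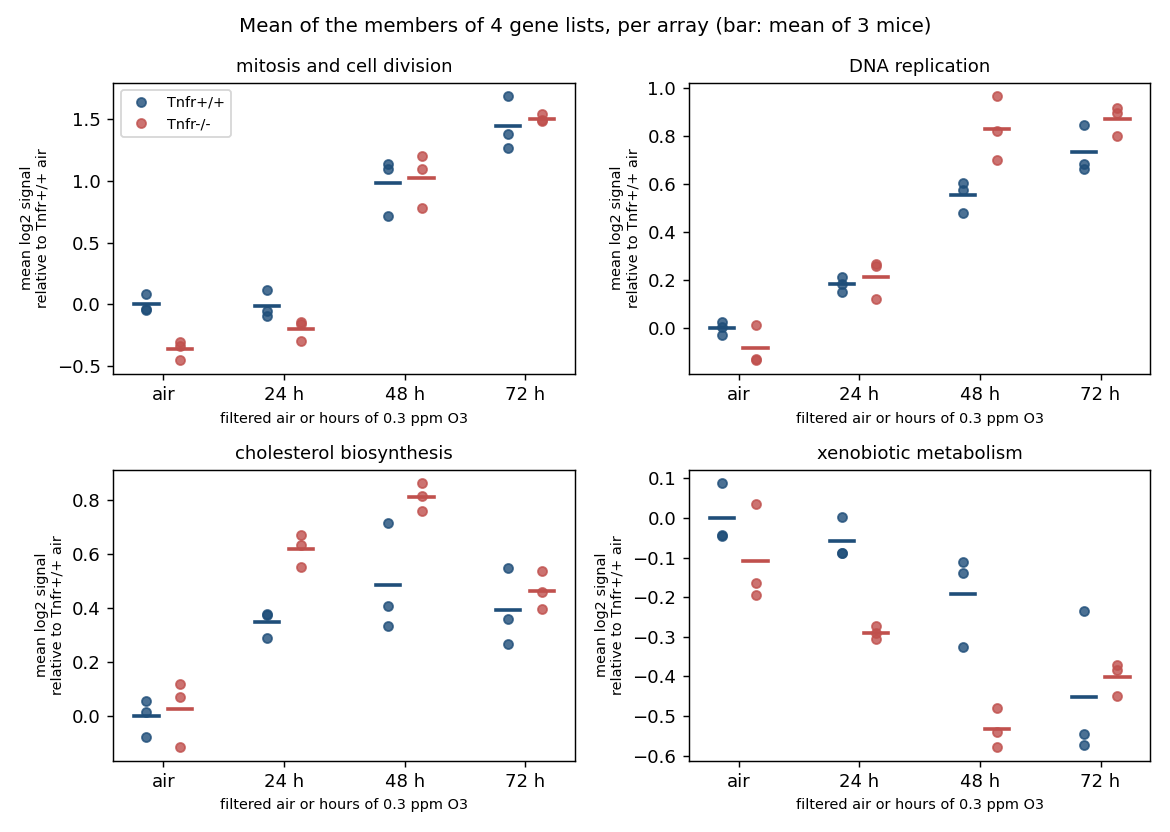
Mean log2 signal of the members of 4 gene lists on each array, relative to the mean of the Tnfr+/+ air arrays, against hours of O3 in Tnfr+/+ and Tnfr-/- mice. Each point is 1 mouse and each bar the mean of 3 mice. For mitosis and cell division the Tnfr+/+ mice sit between -0.05 and 0.09 in air, between 0.72 and 1.14 after 48 h and between 1.26 and 1.69 after 72 h, and for xenobiotic metabolism between -0.57 and -0.24 after 72 h.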

At later times of exposure (48 and 72 h), O_3_ most markedly activated cell cycle and inhibited DNA damage repair responses (e.g., *Ccnb1*, *Cdc6*, *Cdt1*, *Cdk1*, *Plk1*, *Mcm* family, *Cks2*, and *Pcna*; Figure 1B,D and Table S1). 

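After 48 h of O3, enzymes of cholesterol synthesis and chemokines were higher as lists in Tnfr+/+ lungs, and markers of smooth muscle were lower. Of the genes of cholesterol biosynthesis, 2 of 19 rose and 17 did not pass (10 rose when adjusted over the list alone), with a median log2 fold change of 0.46 (camera, adjusted p = 1.9e-08, and adjusted p = 0.019 with an estimated correlation). Cyp51, lanosterol demethylase, was at 513 ± 56.9 (SD, n = 3 mice) after 48 h of O3 and 208 ± 19.2 in air, a log2 fold change of 1.30 (standard error 0.19, adjusted p = 0.0015). At 24 h it had a log2 fold change of 0.95 (adjusted p = 0.090). Of the list, 0 of 19 passed with limma (4 rose when adjusted over the list alone, and 7 were higher and 0 lower at an unadjusted p under 0.05) at 24 h, with camera's adjusted p = 1.2e-06 (adjusted p = 0.060 with an estimated correlation). The chemokine Ccl17 rose by 1.54 on the log2 scale (adjusted p = 3.5e-04) and Sele, the endothelial E-selectin that slows leukocytes, by 0.82 (adjusted p = 0.036). Of the chemokines, 1 of 24 rose and 23 did not pass (6 rose when adjusted over the list alone), with camera's adjusted p = 4.8e-04 (adjusted p = 0.026 with an estimated correlation), and of the NF-kB target genes, 2 of 29 rose and 27 did not pass (8 rose and 1 fell when adjusted over the list alone), with camera's adjusted p = 7.8e-05 (adjusted p = 0.019 with an estimated correlation). Lcn2, a siderophore-binding protein of the acute phase, and Socs3 rose by 1.81 and 1.71 (adjusted p = 3.4e-04 and 0.0034). Of the acute phase and inflammatory mediators, 7 of 26 rose and 19 did not pass (13 rose when adjusted over the list alone), with camera's adjusted p = 7.3e-14 (adjusted p = 1.0e-03 with an estimated correlation). Thbs1, an inhibitor of angiogenesis, had a log2 fold change of 1.17 and Vldlr, a lipoprotein receptor, -0.56 (adjusted p = 0.074 and 0.32). Of the smooth muscle markers, 2 of 12 fell and 10 did not pass (4 fell when adjusted over the list alone), with camera's adjusted p = 7.6e-06 (adjusted p = 0.075 with an estimated correlation), and of the endothelial markers, 1 of 17 fell and 16 did not pass (1 fell when adjusted over the list alone), with camera's adjusted p = 0.0077 (adjusted p = 0.17 with an estimated correlation). In fits without 1 array, the call of Sele ended without Tnfr+/+ air replicates 1 or 2 or Tnfr+/+ O3 48 h replicates 1, 2 or 3 (adjusted p up to 0.19). That of the endothelial markers ended without Tnfr+/+ O3 48 h replicate 2 (adjusted p = 0.15). Markers of adipose tissue were also called higher as a list at 48 h. That call ended without Tnfr+/+ air replicate 2 (adjusted p = 0.075), and without Tnfr+/+ O3 48 h replicate 2 their median was -0.05.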

Distinctively, after 48 h of O_3_, the enriched genes were predicted to activate cholesterol biosynthesis and affect leucocyte migration (e.g., *Ccl17*, *Retnla*, and *Timp1*) and blood vessel lesion/vaso-occlusion (e.g., *Thbs1*, *Spp1*, and *Vldlr*; Figure 1B,E). Transcriptomics changes at 72 h of O_3_ may suppress xenobiotic degradation (e.g., *Cyp4b1*, *Fmo3*, and *Aox3*) and tissue repair (e.g., *Timp1*, *Mmp12*, and *Sdc2*) and induce lung tumorigenesis (e.g., *Rrm2*, *Birc5*, and *Areg*; Figure 1B,E). 

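After 72 h of O3, genes of xenobiotic metabolism were lower and genes of the extracellular matrix higher as lists in Tnfr+/+ lungs. Of the xenobiotic genes, 7 of 28 fell and 21 did not pass (14 fell when adjusted over the list alone), with a median log2 fold change of -0.38 (camera, adjusted p = 1.5e-07, and adjusted p = 0.036 with an estimated correlation). Aox3, an aldehyde oxidase, was at 754 ± 167 (SD, n = 3 mice) after 72 h of O3 and 1619.8 ± 240.1 in air, a log2 fold change of -1.12 (standard error 0.17, adjusted p = 0.0011). Cyp4b1, a cytochrome P450 of the lung, had a log2 fold change of -0.46 (adjusted p = 0.071). Of the genes of extracellular matrix and tissue repair, 7 of 29 rose and 22 did not pass (9 rose and 3 fell when adjusted over the list alone), with camera's adjusted p = 7.2e-04 (adjusted p = 0.044 with an estimated correlation). Mmp12, macrophage elastase, rose by 1.64 on the log2 scale (adjusted p = 0.031) and Sdc2, a heparan sulfate proteoglycan, had -0.62 (adjusted p = 0.096). Rrm2, the ribonucleotide reductase subunit of dividing cells, rose by 2.02 and Birc5, survivin, by 1.59 (adjusted p = 1.0e-05 and 0.0061). Clu, a secreted chaperone, rose by 0.88 (adjusted p = 0.0029). Markers of several lung cell types were lower at 72 h. Of the ciliated cell markers, 2 of 11 fell and 9 did not pass (3 fell when adjusted over the list alone), with camera's adjusted p = 0.0032 (adjusted p = 0.065 with an estimated correlation), of the endothelial markers, 3 of 17 fell and 14 did not pass (7 fell when adjusted over the list alone), with camera's adjusted p = 1.1e-04 (adjusted p = 0.065 with an estimated correlation), of the smooth muscle markers, 3 of 12 fell and 9 did not pass (4 fell when adjusted over the list alone), with camera's adjusted p = 4.8e-04 (adjusted p = 0.14 with an estimated correlation), and of the alveolar type 1 markers, 2 of 12 fell and 10 did not pass (3 fell when adjusted over the list alone), with camera's adjusted p = 0.026 (adjusted p = 0.065 with an estimated correlation). Of the liver markers, 2 of 35 fell and 33 did not pass (8 fell when adjusted over the list alone), with camera's adjusted p = 4.6e-05 (adjusted p = 0.058 with an estimated correlation), and their mean signal was higher on each Tnfr+/+ air array than on any other array. The actin 3'/5' ratios of these arrays lay below those of the air arrays. When single arrays were left out, the call of Mmp12 ended without Tnfr+/+ air replicates 1 or 2 or Tnfr+/+ O3 72 h replicates 2 or 3 (adjusted p up to 0.13). That of the alveolar type 1 markers ended without Tnfr+/+ air replicate 1 or Tnfr+/+ O3 72 h replicate 2 (adjusted p up to 0.10). The list of extracellular matrix and tissue repair was also called higher at 24 h. That call ended without Tnfr+/+ air replicate 3 or Tnfr+/+ O3 24 h replicate 1 (adjusted p up to 0.17).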

Upstream molecules including TGF-β1 and P53 were indicated to affect O_3_-induced transcriptome changes at later times (Figure 1F). 

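TGF-β1 target genes were higher as a list in Tnfr+/+ lungs at 72 h, while p53 target genes showed no common direction. The TGF-beta list was also called higher at 24 h. That call ended without Tnfr+/+ air replicates 2 or 3 or Tnfr+/+ O3 24 h replicates 1 or 2 (adjusted p up to 0.14). Of the TGF-beta target genes at 72 h, 3 of 19 rose and 16 did not pass (5 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.26 (camera, adjusted p = 0.0090, and adjusted p = 0.092 with an estimated correlation). At 48 h 2 of 19 rose and 17 did not pass (4 rose and 2 fell when adjusted over the list alone), with camera's adjusted p = 0.068 (adjusted p = 0.25 with an estimated correlation). As a list at 48 h, the call was made only without Tnfr+/+ air replicate 1 or Tnfr+/+ O3 48 h replicate 2 (adjusted p down to 0.012). Of the p53 target genes, 1 of 18 fell and 17 did not pass (1 fell when adjusted over the list alone), with a median of 0.05, a mean of -0.03, a camera direction that was up and camera's adjusted p = 0.97. The one that fell was Btg2, which slows cell proliferation. Taken in either direction, the p53 targets did change at 72 h (fry, which does not set a list against other genes, adjusted p = 9.3e-04). At 48 h 0 of 18 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 2 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.96 (adjusted p = 0.96 with an estimated correlation).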

Among the upstream regulators of O_3_-responsive transcriptome (24–72 h), chemical drugs including simvastatin, acetaminophen, and sulforaphane (Table S2) were suggested as therapeutic intervention to reverse O_3_ toxicity, such as reducing inflammation, reactive oxygen species, and lipids. 

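Genes of xenobiotic metabolism and of plasma proteins made by the liver were among those that fell in Tnfr+/+ lungs. Cyp1a1, a cytochrome P450 induced through the aryl hydrocarbon receptor, was at 245 ± 168 (SD, n = 3 mice) after 48 h of O3 and 1106 ± 227 in air, a log2 fold change of -2.37 (standard error 0.45, adjusted p = 0.011). At 72 h its log2 fold change was -1.31 (adjusted p = 0.12). Igfbp3, which binds insulin-like growth factors, had -1.33 at 48 h (adjusted p = 0.067) and -1.54 at 72 h (adjusted p = 0.017). Aox3 had -0.19 at 48 h (adjusted p = 0.75). Alb fell by 1.37 at 48 h and by 1.95 at 72 h on the log2 scale (adjusted p = 0.035 and 0.0018), and Apoa2, an apolipoprotein, by 2.68 at 72 h (adjusted p = 0.045). The signal of Apoa2 after 72 h of O3 was low, at 36.3 to 64.4, so the size of its fall is imprecise. At 48 h 2 of 35 liver markers fell and 33 did not pass (7 fell when adjusted over the list alone), with a median log2 fold change of -0.47 (camera, adjusted p = 2.6e-06, and adjusted p = 0.023 with an estimated correlation). The mean log2 signal of the liver markers was 6.71 to 7.39 on the Tnfr+/+ air arrays, which serve as the control here, and lower on the other 21 arrays, among them those of Tnfr-/- lungs in air at 6.04 to 6.43. Of the xenobiotic genes, 2 of 28 fell and 26 did not pass (1 rose and 4 fell when adjusted over the list alone) at 48 h, with camera's adjusted p = 0.023 (adjusted p = 0.25 with an estimated correlation). On the list of extracellular matrix and tissue repair, 5 of 29 rose and 24 did not pass (11 rose and 3 fell when adjusted over the list alone) at 48 h, with camera's adjusted p = 2.1e-04 (adjusted p = 0.019 with an estimated correlation). Thbs3, a thrombospondin that is not on that list, fell at 48 and 72 h (-1.39 and -0.94, adjusted p = 1.4e-04 and 0.0024). The largest falls at 48 h also included Aplnr, the apelin receptor of endothelium (-1.02), Tril, a co-receptor of toll-like receptors (-1.01), Tnfrsf19 (-1.00), the amino acid transporter Slc38a5 (-0.94), the laminin Lama3 (-0.94) and the collagen chaperone Serpinh1 (-0.89), with adjusted p between 7.2e-04 and 0.048. Mup1, a major urinary protein, is not analysed here. Probe sets with several genes or none in the annotation are not named, and of these 4 fell at 48 h and 16 at 72 h, with log2 fold changes down to -3.91 and -4.90. At 48 h, with 1 array left out, the call of Cyp1a1 ended without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 48 h replicates 2 or 3 (adjusted p up to 0.069), that of Alb without Tnfr+/+ air replicates 1 or 2 or Tnfr+/+ O3 48 h replicates 1, 2 or 3 (adjusted p up to 0.19) and those of Aplnr, Tnfrsf19 and Slc38a5 without Tnfr+/+ air replicates 1, 2 or 3 or Tnfr+/+ O3 48 h replicates 2 or 3 (adjusted p up to 0.18). The call of Serpinh1 ended without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 48 h replicate 2 (adjusted p up to 0.060). The call of the xenobiotic genes ended without Tnfr+/+ air replicate 3 or Tnfr+/+ O3 48 h replicate 3 (adjusted p up to 0.15). At 72 h the call of Igfbp3 ended without Tnfr+/+ air replicates 2 or 3 or Tnfr+/+ O3 72 h replicate 3 (adjusted p up to 0.072) and that of Apoa2 without any 1 of the 6 arrays (adjusted p up to 0.14).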

Downregulated lung genes by O_3_ included clusters of *Mup*; insulin-like growth factor binding protein 3 (*Igfbp3*); and xenobiotic metabolizing enzymes including cytochrome P450, family 1, subfamily a, polypeptide 1 (*Cyp1a1*), and aldehyde oxidase 3 (Table 1 and Table S1). 

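Heat shock genes were lower as a list than other genes at 48 h of O3 in Tnfr+/+ lungs, and no member passed the test by itself. Of the heat shock proteins and co-chaperones, 0 of 23 passed with limma (1 rose and 9 fell when adjusted over the list alone, and 1 was higher and 9 lower at an unadjusted p under 0.05), with a median log2 fold change of -0.31 (camera, adjusted p = 0.014, and adjusted p = 0.30 with an estimated correlation). Hspa12b, an HSP70 family member of endothelium that is not on that list, fell from 502 ± 10.6 (SD, n = 3 mice) in air to 274 ± 11.8, a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.0042). Hsph1, an HSP110 chaperone, was at 2383 ± 645 (SD, n = 3 mice) after 48 h of O3 and 4945 ± 1543 in air, a log2 fold change of -1.04 (standard error 0.31, adjusted p = 0.14), and Hspb1, a small heat shock protein, had a log2 fold change of -0.85 (adjusted p = 0.23). The inducible HSP70 genes Hspa1a and Hspa1b had log2 fold changes of 1.76 and 1.14 at 24 h, 1.10 and 0.47 at 48 h and 1.39 and 0.88 at 72 h (adjusted p between 0.25 and 0.83). These 2 genes are near-identical, so their probe sets may read both. At 72 h 0 of 23 passed with limma (0 passed when adjusted over the list alone, and 3 were higher and 1 lower at an unadjusted p under 0.05), with a median of 0.12 (adjusted p = 0.24). The call of the list at 48 h ended without Tnfr+/+ air replicates 1 or 2 or Tnfr+/+ O3 48 h replicate 3 (adjusted p up to 0.13). It was also not met over the 6 arrays of the comparison alone (adjusted p = 0.070) or with fry (adjusted p = 0.12). Of the 10 splits of the 6 arrays, the real one included, 3 gave an unadjusted camera p as small as the real 0.0056. The lowest of the others was 1.1e-05. In air the list was also lower in Tnfr-/- than in Tnfr+/+ lungs, and the Tnfr+/+ air arrays are the control here. Whether high values on those arrays gave the fall was not tested.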

While *Hspa1a* and *Hspa1b* encoding TLR4-dependent heat shock protein 70 (HSP70) [28] were upregulated by O_3_, many other HSP genes (e.g., *Hspb1*, and *Hsph1*) were significantly decreased at 48 h of O_3_ (Table S1).

### 3.2. TNFR-Dependent Lung Transcriptome Changes

#### 3.2.1. Air-Exposed Lungs

Lung genes basally expressed lower in *Tnfr^-/-^* mice than in *Tnfr^+/+^* mice (Table 2 and Table S3) were represented by *Mup* clusters, *Pttg1*, HSPs (*Hsph1* and *Hspa4l*), S100 calcium binding proteins (*S100a8* and *S100a9*), chemokines (*Ccl5* and *Ccl17*), cytochrome P450 family (*Cyp1a1* and *Cyp3a11*), and apolipoproteins (*Apoa2* and *Apoa1*). In contrast, basally overexpressed lung genes in *Tnfr^-/-^* mice compared with *Tnfr^+/+^* mice (Table 2 and Table S3) included *Dbp* and nicotineamide nucleotide transhydrogenase (*Nnt*). 

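Among the named genes that passed in air, Pttg1 had the largest fall in Tnfr-/- lungs. Pttg1 (securin, the inhibitor of sister chromatid separation; 1438390_s_at) was at 781 ± 194 (SD, n = 3 mice) in Tnfr-/- lungs and 6297 ± 427 in Tnfr+/+ lungs, a log2 fold change of -3.04 (standard error 0.16, adjusted p = 1.8e-09). Rab6b, a small GTPase of Golgi transport, fell by 1.92 on the log2 scale (adjusted p = 0.0017). The Mup cluster is not analysed here. Genes of plasma proteins had lower means. Apoa2 was at 64.6 ± 55.8 (SD, n = 3 mice) in Tnfr-/- lungs and 305 ± 122 in Tnfr+/+ lungs, a log2 fold change of -2.48 (standard error 0.71, adjusted p = 0.31). Apoa1 had a log2 fold change of -1.63 and Alb of -1.62 (adjusted p = 0.31 and 0.055). These are transcripts of hepatocytes, and of the liver markers, 0 of 35 passed with limma (4 fell when adjusted over the list alone, and 0 were higher and 15 lower at an unadjusted p under 0.05), with a median of -0.63 (camera, adjusted p = 4.9e-13, and adjusted p = 0.0033 with an estimated correlation). Their mean log2 signal was 6.71 to 7.39 on the Tnfr+/+ air arrays and 6.04 to 6.69 on the other 21. S100a8 and S100a9, which encode the subunits of the neutrophil protein calprotectin, had log2 fold changes of -1.49 and -1.47, the chemokines Ccl5 and Ccl17 -0.82 and -0.48, the cytochrome P450 genes Cyp1a1 and Cyp3a11 -0.89 and -0.50, and the heat shock genes Hsph1 and Hspa4l -0.97 and -0.46 (adjusted p between 0.26 and 0.84). Of the heat shock proteins and co-chaperones, 0 of 23 passed with limma (1 fell when adjusted over the list alone, and 0 were higher and 9 lower at an unadjusted p under 0.05), with a median of -0.38 (adjusted p = 1.9e-09, and adjusted p = 0.073 with an estimated correlation). Of the neutrophil markers, 0 of 13 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 5 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.0024 (adjusted p = 0.21 with an estimated correlation), and of the markers of NK and cytotoxic cells, 0 of 11 passed with limma (2 fell when adjusted over the list alone, and 0 were higher and 3 lower at an unadjusted p under 0.05), with camera's adjusted p = 6.1e-06 (adjusted p = 0.12 with an estimated correlation). Pttg1 was the one gene of the mitosis list that fell. Of that list, 1 of 40 fell and 39 did not pass (2 fell when adjusted over the list alone), with camera's adjusted p = 2.7e-06 (adjusted p = 0.22 with an estimated correlation). 

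**Figure D2:**
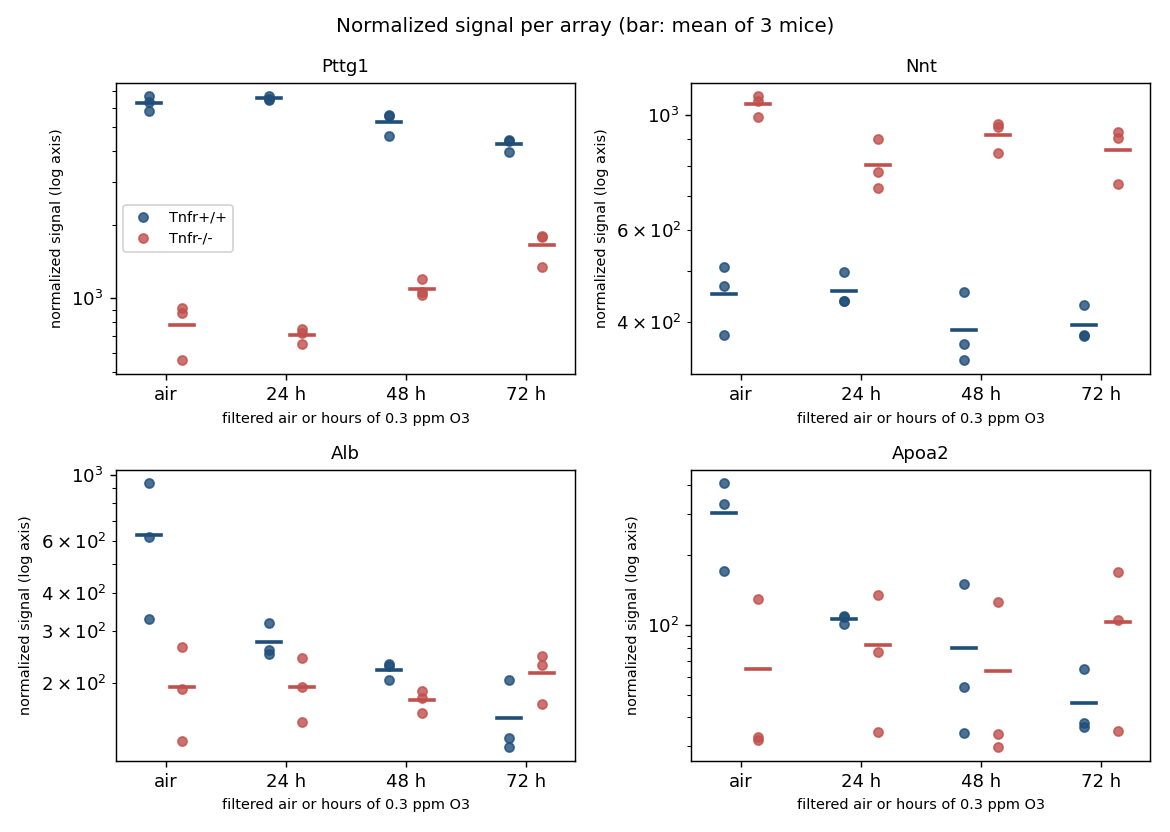
Normalized signal of Pttg1, Nnt, Alb and Apoa2 on each array (log axis) against hours of O3 in Tnfr+/+ and Tnfr-/- mice. Each point is 1 mouse and each bar the mean of 3 mice. In air, Pttg1 lies between 558 and 912 in Tnfr-/- and between 5845 and 6695 in Tnfr+/+ mice, Nnt between 995 and 1089.6 and between 377 and 511, Alb between 128 and 265 and between 328 and 936, and Apoa2 between 32.0 and 129 and between 171 and 409.6.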

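Dbp and Nnt were among the 5 genes that rose in Tnfr-/- lungs in air. Dbp, a transcription factor whose level follows the circadian clock, was at 1001 ± 199 (SD, n = 3 mice) in Tnfr-/- lungs and 342 ± 101 in Tnfr+/+ lungs, a log2 fold change of 1.57 (standard error 0.24, adjusted p = 0.0069). Nnt, the nicotinamide nucleotide transhydrogenase of mitochondria, was at 1051 ± 49.5 (SD, n = 3 mice) in Tnfr-/- lungs and 452 ± 68.4 in Tnfr+/+ lungs, a log2 fold change of 1.23 (standard error 0.14, adjusted p = 3.6e-04). Wdfy1, an endosomal adaptor of toll-like receptor signaling, rose by 0.94 on the log2 scale and A430005L14Rik, an uncharacterised gene, by 0.88 (adjusted p = 0.0038 and 0.022). Of the circadian clock genes, 1 of 16 rose and 15 did not pass (5 rose and 2 fell when adjusted over the list alone), with camera's adjusted p = 0.13 (adjusted p = 0.44 with an estimated correlation). As a list, the call was made only without Tnfr+/+ air replicate 3 (adjusted p = 0.038). Dbp was also higher after 24 and 72 h of O3 (log2 fold changes of 1.60 and 1.62, adjusted p = 0.0023 and 0.0055), and at 48 h it had 0.73 (adjusted p = 0.27). Nnt had 0.80, 1.26 and 1.12 at 24, 48 and 72 h (adjusted p = 0.010, 2.4e-04 and 0.0012). The wild-type strain carries a deletion in Nnt, so strain background may give its difference. A430005L14Rik lies within 10 Mb of a targeted gene, where DNA of the donor strain may contribute. For Dbp, lungs taken at different times of the day and a clock of another phase in Tnfr-/- mice cannot be told apart. An effect of receptor loss on these genes was not tested. Leaving out 1 array at a time, the call of Dbp ended without Tnfr+/+ air replicates 1 or 2 or Tnfr-/- air replicate 3 (adjusted p up to 0.063) and that of A430005L14Rik without Tnfr+/+ air replicates 1 or 2 or Tnfr-/- air replicates 1, 2 or 3 (adjusted p up to 0.13). At 24 h the call of Nnt ended without Tnfr-/- O3 24 h replicate 1 (adjusted p = 0.063).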

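The genes that Table 3 lists for vascular disorders and for the inflammatory response in air were lower as lists in Tnfr-/- than in Tnfr+/+ lungs. Both lists were chosen by the study on these samples, so their direction is not independent evidence. Of the genes listed for peripheral vascular disease, 0 of 12 passed with limma (1 rose and 10 fell when adjusted over the list alone, and 1 was higher and 10 lower at an unadjusted p under 0.05), with a median log2 fold change of -0.93 (camera, adjusted p = 3.0e-11, and adjusted p = 0.0027 with an estimated correlation). Of those listed for the inflammatory response, 0 of 10 passed with limma (2 rose and 8 fell when adjusted over the list alone, and 2 were higher and 8 lower at an unadjusted p under 0.05), with a median of -0.90 (adjusted p = 1.3e-04, and adjusted p = 0.017 with an estimated correlation). The next lists were not taken from Table 3, though the chemokines include Ccl17, which the article names for air. Of the acute phase and inflammatory mediators, 0 of 26 passed with limma (1 fell when adjusted over the list alone, and 0 were higher and 1 lower at an unadjusted p under 0.05). Camera's adjusted p was 0.13 (adjusted p = 0.49 with an estimated correlation). Of the chemokines, 0 of 24 passed with limma (1 fell when adjusted over the list alone, and 0 were higher and 3 lower at an unadjusted p under 0.05). Camera's adjusted p was 0.14 (adjusted p = 0.44 with an estimated correlation). Gzma, a protease of cytotoxic lymphocytes, was at 391 ± 109.5 (SD, n = 3 mice) in Tnfr-/- lungs and 1199.8 ± 284 in Tnfr+/+ lungs, a log2 fold change of -1.63 (standard error 0.41, adjusted p = 0.22), and Nnmt, nicotinamide N-methyltransferase, had a log2 fold change of -1.91 (adjusted p = 0.13). Alb on the first list and Fgg on the second are also liver markers, whose transcripts were lower in the same comparison.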

Basally *Tnf*-dependently expressed genes were related to vascular disorders, as well as to the inhibition of inflammatory cell response (Figure 2A,B and Table 3).

#### 3.2.2. O_3_-Exposed Lungs

*Tnfr*-dependent variation of lung gene expression was more marked at 24–48 h than at 72 h of O_3_ exposure (Figure 2A). 

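After O3, Pttg1 and Rab6b stayed lower in Tnfr-/- lungs at all 3 times, and Wdfy1 was higher at 48 and 72 h. Pttg1 had log2 fold changes of -3.21, -2.26 and -1.38 at 24, 48 and 72 h and Rab6b -2.16, -2.29 and -1.78 (adjusted p between 6.8e-10 and 0.0034). Wdfy1 had 0.46 at 24 h, 1.17 at 48 h and 1.41 at 72 h (adjusted p = 0.12, 2.5e-04 and 4.4e-05). Limma called 120 probe sets higher and 86 lower in Tnfr-/- than in Tnfr+/+ lungs at 24 h, 20 and 14 at 48 h and 24 and 9 at 72 h, against 11 and 7 in air. At an unadjusted p under 0.05 there were 1452 higher and 1433 lower at 24 h, 1179 and 1033 at 48 h, 1193 and 1079 at 72 h, and 678 and 743 in air. The 3 Tnfr-/- values and the 3 Tnfr+/+ values did not overlap in 23.1% of the probe sets at 24 h, 19.0% at 48 h, 13.0% at 72 h and 15.4% in air, where chance gives 10%. Whether the response to O3 differed between the genotypes was tested as an interaction, with 2 probe sets called at 24 h, 0 at 48 h and 1 at 72 h by limma (1278, 1131 and 1090 at an unadjusted p under 0.05). The Gapdh 3'/5' ratio was 1.03 to 1.22 in Tnfr-/- and 1.53 to 1.74 in Tnfr+/+ lungs at 24 h, and 1.01 to 1.13 against 1.30 to 1.33 at 48 h. With 1 array left out, the 206 calls at 24 h became 48 without Tnfr-/- O3 24 h replicate 1, 63 without Tnfr-/- O3 24 h replicate 2, 84 without Tnfr+/+ O3 24 h replicate 2, 85 without Tnfr+/+ O3 24 h replicate 1 and 113 without Tnfr+/+ O3 24 h replicate 3. The 34 at 48 h became 14 without Tnfr-/- O3 48 h replicates 1 or 2 and 16 without Tnfr-/- O3 48 h replicate 3, and the 33 at 72 h 12 without Tnfr-/- O3 72 h replicate 2, 16 without Tnfr-/- O3 72 h replicate 1 and 74 without Tnfr+/+ O3 72 h replicate 3. The 2272 at an unadjusted p under 0.05 at 72 h became 1475 without Tnfr+/+ O3 72 h replicate 1. Of the interactions, the count at 24 h became 4 without Tnfr+/+ air replicate 3, Tnfr+/+ O3 24 h replicate 2 or Tnfr-/- O3 24 h replicate 1 and 5 without Tnfr-/- air replicate 1. That at 48 h became 1 without Tnfr+/+ air replicate 2 or Tnfr-/- air replicate 2 and 3 without Tnfr+/+ O3 48 h replicate 1. That at 72 h became 0 without Tnfr+/+ air replicate 2, Tnfr+/+ O3 72 h replicates 1 or 2 or Tnfr-/- O3 72 h replicate 2, 2 without Tnfr+/+ O3 72 h replicate 3 or Tnfr-/- O3 72 h replicate 1 and 3 without Tnfr+/+ air replicate 3, Tnfr-/- air replicate 2 or Tnfr-/- O3 72 h replicate 3. Without Tnfr+/+ O3 72 h replicate 1 in any comparison, an alternative chosen after seeing the data, the calls were 42 in air, 359 at 24 h and 68 at 48 h. Over the arrays of a comparison alone there were 28, 15 and 0 calls, and with array quality weights 99 in air and 428, 106 and 20 after O3. The methods' t-test gave 2 in air and 8, 0 and 0 after O3 once adjusted.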

Transcriptome changes that occurred in *Tnfr^-/-^* mice at 24 h were predicted to potentiate immune and inflammatory systems (Figure 2C, and Table 2, Table 3 and Table S4), suggesting a compensatory or adaptive immune response in the absence of TNFR1 and TNFR2 signaling. 

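At 24 h of O3, immediate early genes and markers of B cells were higher in Tnfr-/- than in Tnfr+/+ lungs, and heat shock genes and genes induced by glucocorticoids were lower. As lists, markers of alveolar type 2 cells were also higher. Those of alveolar type 1 cells, ciliated cells, cardiac muscle, and NK and cytotoxic cells were lower. Of the B cell markers, 7 of 15 rose and 8 did not pass (12 rose when adjusted over the list alone), with a median log2 fold change of 0.99 (camera, adjusted p = 1.0e-13, and adjusted p = 0.017 with an estimated correlation). Cd79a, a subunit of the B cell receptor, was at 1247 ± 228 (SD, n = 3 mice) in Tnfr-/- lungs and 420.4 ± 19.2 in Tnfr+/+ lungs, a log2 fold change of 1.55 (standard error 0.30, adjusted p = 0.018), and Cd22, an inhibitory co-receptor of B cells, rose by 0.99 (adjusted p = 0.022). Of the immediate early genes, 8 of 27 rose and 19 did not pass (11 rose when adjusted over the list alone), with camera's adjusted p = 6.2e-13 (adjusted p = 0.017 with an estimated correlation). Egr1, a transcription factor induced within minutes of a stimulus, was at 5351 ± 313 (SD, n = 3 mice) in Tnfr-/- lungs and 1069 ± 70.4 in Tnfr+/+ lungs, a log2 fold change of 2.32 (standard error 0.19, adjusted p = 1.7e-06), and Nr4a1 and Fos, transcription factors of the same kind, rose by 2.03 and 1.56 (adjusted p = 0.010 and 0.041). Of the heat shock proteins and co-chaperones, 7 of 23 fell and 16 did not pass (18 fell when adjusted over the list alone), with camera's adjusted p = 1.0e-16 (adjusted p = 0.011 with an estimated correlation), with Hsph1 at a log2 fold change of -2.68 and the co-chaperones Dnaja1 and Chordc1 at -1.56 and -1.71 (adjusted p between 2.6e-04 and 0.0044). Among glucocorticoid-induced genes, 1 of 19 rose and 3 fell and 15 did not pass (1 rose and 9 fell when adjusted over the list alone), with camera's adjusted p = 6.4e-07 (adjusted p = 0.097 with an estimated correlation). Zbtb16, a transcription factor, fell by 3.87 and Klf15, another, by 1.71 on the log2 scale (adjusted p = 0.0031 and 0.0012). The size of the fall of Zbtb16 is imprecise, with a replicate SD of 1.08 on the log2 scale. It came within the error of the paper's 5.56-fold decrease with a pseudocount of 16 or the mean of all its probe sets. The same held without Tnfr-/- O3 24 h replicate 1. Of the acute phase and inflammatory mediators, 2 of 26 rose and 24 did not pass (3 rose when adjusted over the list alone), with camera's adjusted p = 0.0066 (adjusted p = 0.15 with an estimated correlation), among them the cytokine Il1b at 1.14 (adjusted p = 0.019), and of the NF-kB target genes, 2 of 29 rose and 27 did not pass (4 rose and 1 fell when adjusted over the list alone), with camera's adjusted p = 0.0093 (adjusted p = 0.11 with an estimated correlation). Table 3's lists for this time were chosen by the study on these samples and are not independent evidence. Of the genes for the quantity of immune cells, 5 of 15 rose and 10 did not pass (10 rose when adjusted over the list alone), with camera's adjusted p = 3.5e-10 (adjusted p = 0.011 with an estimated correlation), of those for the immune response of leukocytes and phagocytes, 4 of 37 rose and 1 fell and 32 did not pass (12 rose and 3 fell when adjusted over the list alone), with camera's adjusted p = 9.8e-06 (adjusted p = 0.011 with an estimated correlation), and of those for lung permeability, 0 of 7 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 0 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.77 (adjusted p = 0.86 with an estimated correlation). The actin 3'/5' ratio was 1.01 to 1.16 in Tnfr-/- and 1.31 to 1.95 in Tnfr+/+ lungs at this time. From these genes the paper proposes a compensatory or adaptive immune response where both receptors are missing. In fits without 1 array, the call of Cd79a ended without Tnfr+/+ O3 24 h replicate 1 or Tnfr-/- O3 24 h replicates 1 or 2 (adjusted p up to 0.097), that of Cd22 without Tnfr+/+ O3 24 h replicates 1 or 3 or Tnfr-/- O3 24 h replicates 1, 2 or 3 (adjusted p up to 0.097) and that of Nr4a1 without Tnfr-/- O3 24 h replicate 2 (adjusted p = 0.061). The call of Fos ended without any 1 of the 6 arrays (adjusted p up to 0.14) and that of Il1b without Tnfr+/+ O3 24 h replicates 1 or 3 (adjusted p up to 0.067). As lists, the call for acute phase and inflammatory mediators ended without Tnfr-/- O3 24 h replicate 1 (adjusted p = 0.052). That for NK and cytotoxic cells ended without Tnfr-/- O3 24 h replicate 1 or Tnfr+/+ O3 24 h replicate 3 (adjusted p up to 0.29). That for alveolar type 2 cells ended without Tnfr-/- O3 24 h replicate 1 or Tnfr+/+ O3 24 h replicate 1 (adjusted p up to 0.20).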

Upstream regulators of this TNFR-dependent early transcriptome response may include tyrosine kinase-binding protein (TYROBP), APOA1, and arrestin beta-2 (ARRB2) in *Tnfr^-/-^* mice (Figure 2C). 

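Tyrobp, Apoa1 and Arrb2 did not pass the test between the genotypes at 24 h of O3 after adjustment. The paper proposes their products as possible upstream regulators, predicted from its enriched genes. The transcript levels of the regulators themselves do not test that prediction. Tyrobp, a signaling adaptor of myeloid and NK cell receptors, was at 2445 ± 706 (SD, n = 3 mice) in Tnfr-/- lungs and 1567 ± 92.2 in Tnfr+/+ lungs, a log2 fold change of 0.61 (standard error 0.19, adjusted p = 0.14). Apoa1, the main protein of high-density lipoprotein, had a log2 fold change of -0.98 and Arrb2, an arrestin of G protein-coupled receptors, 0.02 (adjusted p = 0.35 and 0.97). Tyrobp and Apoa1 had an unadjusted limma p under 0.05 (0.0050 and 0.049). Itgb2, the integrin subunit of leukocytes, rose by 0.84, Ptpn6, a phosphatase of immune receptors, by 0.85, and Plcg2, a phospholipase of the B cell receptor, by 0.64 on the log2 scale (adjusted p between 0.041 and 0.047). Ptpn6 lies within 10 Mb of Tnfrsf1a, one of the targeted genes. When single arrays were left out, the call of Itgb2 ended without Tnfr+/+ O3 24 h replicates 1, 2 or 3 or Tnfr-/- O3 24 h replicates 1 or 2 (adjusted p up to 0.18) and those of Ptpn6 and Plcg2 without any 1 of the 6 arrays (adjusted p up to 0.22).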

At 48 h of O_3_ the pulmonary epithelial proliferation, inflammatory cell influxes, and epithelial injury were significantly more suppressed in *Tnfr^-/-^* mice than in *Tnfr^+/+^* mice [24]. TGF-β1 and protein O-GlcNAcase or P53 were potential key upstream regulators, and TNFR-dependently enriched genes in *Tnfr^-/-^* mice were predicted to inhibit lymphocyte proliferation/eicosanoid synthesis (e.g., *H2-Q4*, *Il33*, *Nfkbia*, and *Tgfbi*) and macromolecule oxidation (e.g., multiple cytochrome P450 subfamilies) and activate epithelial cell spreading/integrity (e.g., *Fn1* and *Flna*; Figure 2D, and Table 2, Table 3 and Table S4). 

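At 48 h of O3, TGF-beta target genes were higher as a list in Tnfr-/- than in Tnfr+/+ lungs, while p53 target genes were not set apart. Of the TGF-beta target genes, 1 of 19 rose and 18 did not pass (4 rose when adjusted over the list alone), with a median log2 fold change of 0.18 (camera, adjusted p = 1.5e-04, and adjusted p = 0.076 with an estimated correlation). Tgfbi, a matrix protein induced by TGF-beta, was at 3216 ± 115 (SD, n = 3 mice) in Tnfr-/- lungs and 2025 ± 341 in Tnfr+/+ lungs, a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.032). Of the p53 targets, 0 of 18 passed with limma (0 passed when adjusted over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.36 (adjusted p = 0.55 with an estimated correlation). Fn1, fibronectin, and Flna, an actin crosslinker, had log2 fold changes of 0.47 and 0.31, the cytokine Il33 0.43, the NF-kB inhibitor Nfkbia -0.10 and the cytochrome P450 Cyp1b1 -0.35 (adjusted p between 0.38 and 0.85). Fn1 and Il33 had an unadjusted limma p under 0.05 (0.026 and 0.022). Of the genes of xenobiotic metabolism, 1 of 28 fell and 27 did not pass (1 fell when adjusted over the list alone), with camera's adjusted p = 7.4e-04 (adjusted p = 0.18 with an estimated correlation). The one that fell was Nnmt, at 35.1 ± 32.8 (SD, n = 3 mice) in Tnfr-/- lungs and 306 ± 74.2 in Tnfr+/+ lungs, a log2 fold change of -3.49 (standard error 0.44, adjusted p = 7.3e-04). The signal of Nnmt in Tnfr-/- lungs was low, with an SD close to its mean, so the size of this fall is imprecise. Of the T cell markers, 0 of 12 passed with limma (2 fell when adjusted over the list alone, and 0 were higher and 2 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.16 (adjusted p = 0.57 with an estimated correlation), and of the markers of NK and cytotoxic cells, 0 of 11 passed with limma (5 fell when adjusted over the list alone, and 0 were higher and 8 lower at an unadjusted p under 0.05), with camera's adjusted p = 1.8e-05 (adjusted p = 0.11 with an estimated correlation). Table 3's lists were chosen by the study on these samples and are not independent evidence. Of the genes for epithelial cell spreading, 1 of 9 rose and 8 did not pass (6 rose and 1 fell when adjusted over the list alone), with camera's adjusted p = 1.7e-05 (adjusted p = 0.076 with an estimated correlation). Of those for oxidation of hormones, lipids and amino acids, 0 of 8 passed with limma (0 passed when adjusted over the list alone, and 2 were higher and 0 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.86 (adjusted p = 0.89 with an estimated correlation), and of those for reactive oxygen species, 0 of 13 passed with limma (1 rose and 1 fell when adjusted over the list alone, and 2 were higher and 2 lower at an unadjusted p under 0.05), with a median of -0.09, a mean of 0.07 and a camera direction that was down (adjusted p = 0.97, and adjusted p = 0.98 with an estimated correlation). At 48 h the actin 3'/5' ratio was 1.03 to 1.10 in Tnfr-/- and 1.13 to 1.29 in Tnfr+/+ lungs. The paper names TGF-β1 and p53 as possible upstream regulators of these genes. Leaving out 1 array at a time, the call of Tgfbi ended without Tnfr+/+ O3 48 h replicates 2 or 3 or Tnfr-/- O3 48 h replicates 1, 2 or 3 (adjusted p up to 0.15). As lists, the call for T cells was made only without Tnfr+/+ O3 48 h replicate 3 (adjusted p = 0.0086).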

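At 48 h of O3, Fdps, Sgms1, Got2, Alox12 and Alb did not pass the test between the genotypes after adjustment, and genes of cholesterol synthesis were higher as a list in Tnfr-/- than in Tnfr+/+ lungs. Fdps, farnesyl diphosphate synthase of the cholesterol pathway, was at 2409 ± 309.7 (SD, n = 3 mice) in Tnfr-/- lungs and 1261 ± 225 in Tnfr+/+ lungs, a log2 fold change of 0.94 (standard error 0.38, adjusted p = 0.38). Sgms1, a sphingomyelin synthase, had a log2 fold change of 0.90 and Got2, the mitochondrial aspartate aminotransferase, 0.01 (adjusted p = 0.11 and 0.98). Of the cholesterol genes, 0 of 19 passed with limma (0 passed when adjusted over the list alone, and 6 were higher and 0 lower at an unadjusted p under 0.05), with a median of 0.29 (camera, adjusted p = 2.4e-05, and adjusted p = 0.11 with an estimated correlation). Alox12, a lipoxygenase of platelets and epithelium, had -0.21, Alb -0.34 and Fads2, a fatty acid desaturase, 1.12 (adjusted p = 0.91, 0.74 and 0.10). Of these genes Fdps, Sgms1 and Fads2 had an unadjusted limma p under 0.05 (0.025, 4.9e-04 and 2.7e-04). Of the enzymes of eicosanoid synthesis, 0 of 19 passed with limma (0 passed when adjusted over the list alone, and 1 was higher and 2 lower at an unadjusted p under 0.05), with a median of -0.21 (adjusted p = 0.14, and adjusted p = 0.29 with an estimated correlation). Table 3's lists were chosen by the study on these samples. Of its genes for lipid metabolism and transport, 0 of 13 passed with limma (1 rose and 1 fell when adjusted over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05), with camera's adjusted p = 0.35 (adjusted p = 0.57 with an estimated correlation), and of those for eicosanoid synthesis, 0 of 29 passed with limma (1 rose when adjusted over the list alone, and 4 were higher and 1 lower at an unadjusted p under 0.05), with a median of -0.10, a mean of 0.02 and a camera direction that was up (adjusted p = 0.46, and adjusted p = 0.57 with an estimated correlation).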

Many lipid metabolism (e.g., *Fdps*, *Got2,* and *Sgms1*) and eicosanoid synthesis (e.g., *Alb*, *Alox12*, and *Ptgs1*) genes were also relatively suppressed in *Tnfr^-/-^* mice compared with *Tnfr^+/+^* mice at 48 h O_3_ (Figure 2D, and Table 2, Table 3, and Table S4). 

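At 72 h of O3, Slc26a4, Epor, Nmnat1, Chrm4, App and Kcnj9 did not pass the test between the genotypes, and the circadian clock genes Tef and Arntl were among those that changed. Slc26a4, the anion exchanger pendrin, was at 612 ± 77.6 (SD, n = 3 mice) in Tnfr-/- lungs and 537 ± 73.6 in Tnfr+/+ lungs, a log2 fold change of 0.19 (standard error 0.24, adjusted p = 0.79). Epor, the erythropoietin receptor, had a log2 fold change of 0.29 and Nmnat1, an enzyme of NAD synthesis, 0.55, while Chrm4, a muscarinic acetylcholine receptor, had -0.15, App, the amyloid precursor protein, -0.02 and Kcnj9, a potassium channel, 0.50 (adjusted p between 0.60 and 0.97), and their unadjusted p was at least 0.18. Of the genes that Table 3 lists for neurodegeneration, chosen by the study on these samples, 0 of 22 passed with limma (1 rose and 1 fell when adjusted over the list alone, and 1 was higher and 3 lower at an unadjusted p under 0.05), with a median of 0.02, a mean of -0.04 and a camera direction that was up (adjusted p = 0.68, and adjusted p = 0.85 with an estimated correlation), and of those for efflux of amino acids, likewise chosen, 0 of 8 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 1 lower at an unadjusted p under 0.05), with a median of -2.6e-03, a mean of -0.07 and a camera direction that was up (adjusted p = 0.86, and adjusted p = 0.89 with an estimated correlation). Tef, a transcription factor of the clock's output, rose by 1.03 on the log2 scale and Arntl, the clock's core activator, fell by 1.47 (adjusted p = 0.036 and 0.043). Among the circadian clock genes, 2 of 16 rose and 1 fell and 13 did not pass (7 rose and 3 fell when adjusted over the list alone), with camera's adjusted p = 0.029 (adjusted p = 0.53 with an estimated correlation). Ctse, cathepsin E, had 3.46 (adjusted p = 0.015), and its other probe set had -0.31. Actin 3'/5' ratios were 1.02 to 1.09 in Tnfr-/- and 1.10 to 1.18 in Tnfr+/+ lungs at 72 h. In fits without 1 array, the call of Tef ended without Tnfr+/+ O3 72 h replicate 1 or Tnfr-/- O3 72 h replicates 1, 2 or 3 (adjusted p up to 0.16), that of Arntl without Tnfr+/+ O3 72 h replicates 1, 2 or 3 or Tnfr-/- O3 72 h replicates 1 or 3 (adjusted p up to 0.19) and that of Ctse without Tnfr-/- O3 72 h replicate 2 (adjusted p = 0.095). As lists, the call for circadian clock genes ended without Tnfr-/- O3 72 h replicates 2 or 3 or Tnfr+/+ O3 72 h replicates 1, 2 or 3 (adjusted p up to 0.092).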

At 72 h O_3_, lack of TNFR signaling inhibited transcriptomes of neurodegeneration (e.g., *Slc26a4*, *Epor*, and *Nmnat1*) and transport for neurotransmitters, acidic amino acids, and anions (e.g., *Chrm4*, *App*, and *Kcnj9*; Figure 2E, Table 2, Table 3 and Table S4).

### 3.3. Nfkb1-Dependent Lung Transcriptome Changes

#### 3.3.1. Air-Exposed Lungs

NF-κB1 (p50/p105) forms the most abundant heterodimer with RelA, but it also forms a p50−p50 homodimer. The NF-κB1 homodimer is known to work as a transcriptional activator, similar to other NF-κB heterodimer complexes (e.g., RelA-p50 and c-Rel-p50), as well as a transcriptional repressor by inhibiting the binding of other NF-κB dimers to lead to the suppression of NF-κB target gene expressions during innate immune responses [31,32]. Supporting the transcriptional repressor role of NF-κB1, basally different lung genes in *Nfkb1^-/-^* mice compared with *Nfkb1^+/+^* mice (*t*-test *p* < 0.05 *n* = 1395 genes; Table 4 and Table S5) were predominantly enriched to increase leukocyte extravasation/adhesion genes (e.g., CCL and CXCL chemokines, *Ccr2*, claudins, integrins, *Tnfrsf1b*, *Sell*, *Cd14*, and *Lbp*). In addition, enriched genes for the antigen presentation to CD8^+^ T lymphocytes (e.g., *B2m*, *Hla-G*, *Nlrc5*, *Psmb8*, *Psmb9*, and *Tap1*) were overexpressed in *Nfkb1^-/-^* lungs compared with *Nfkb1^+/+^* lungs (Table 4 and Table S5). Furthermore, the downregulation of other sets of immune genes (e.g., *Jchain*, *Cxcl13*, *Pcdhb3*, and *Marco*) were also marked in *Nfkb1^-/-^* mice compared with in *Nfkb1^+/+^* mice (Table 4 and Table S5). Activation of interferon (IFN) regulatory factors (IRF3 and IRF7) has been predicted to serve as upstream regulators of NF-κB1-dependent genes (e.g., *Ifit3*, *Stat1*, and *Oas1*), which would cause IFN-mediated decrease in infectivity in basal lungs deficient in *Nfkb1* (Table 4 and Table S5). This is consistent with the known *Nfkb1^-/-^* mouse phenotypes such as defective responses to infection and specific antibody production [33].

#### 3.3.2. O_3_-Exposed Lungs

After 48 h of O_3_, lack of *Nfkb1* predominantly suppressed lung cell cycle progression and enhanced DNA damage checkpoint regulation pathways through downregulation of multiple genes in the families of cyclin, cell division cycle, centromere protein, and centrosomal protein (Figure 3A, and Table 4 and Table S6). This corresponded to the significant decrease in O_3_-induced centriacinar cell proliferation in *Nfkb1^-/-^* mice compared with *Nfkb1^+/+^* mice [14]. Similar to basal lung transcriptomics, pathway analyses indicated heightened IFN signaling genes (e.g., *Irf1*, *Psmb8*, *Oas1*, *Tap1*, and *Stat1*) and activated upstream regulators, IRF7 and IFN type I receptor (IFAR), in O_3_-exposed *Nfkb1^-/-^* mice compared with *Nfkb1^+/+^* mice (Figure 3A, and Table 4 and Table S6). The results demonstrated suppressed lung cell proliferation and heightened antimicrobial and immune response transcriptomes noticeable in *Nfkb1^-/-^* mice relative to *Nfkb1^+/+^* mice after O_3_. Certain inflammatory genes bearing potential or confirmed NF-kB binding sites were (e.g., *Ccl20*, *Saa3*, *Fos*, *Il6*, *Ido1*, *Mmp9*, and *Psmb9*) more heightened in *Nfkb1^-/-^* mice than in *Nfkb1^+/+^* mice (Table 4 and Table S6), which is suggestive of p50−p50 homodimer-mediated suppression.

### 3.4. Common Differentially Expressed Genes in Tnfr^-/-^ and Nfkb1^-/-^ Mice Exposed to O_3_

Venn diagram analysis determined the common genes (n = 341) differentially expressed between *Tnfr^+/+^* and *Tnfr^-/-^*, and *Nfkb1^+/+^* and *Nfkb1^-/-^* genotypes after O_3_ exposure (Table S7). These common differentially regulated genes were enriched in host defense functions through activation of cell survival and the inhibition of cell death/mortality and oxidative stress (Figure 3B). A subset of genes suppressed in both *Tnfr^-/-^* and *Nfkb1^-/-^* mice relative to their wild-type controls may be modulated by the axis of TNFR and p50−p65 NF-κB heterodimers (i.e., transcription activator), while the genes suppressed in *Tnfr^-/-^* mice but heightened in *Nfkb1^-/-^* mice may include the ones regulated by TNFR and p50−p50 NF-κB homodimer (i.e., transcription suppressor) signaling axis. Among them, mouse *Col1a2*, *Gclc*, *Il6*, *Ido1*, *Junb*, *Lcn2*, *Mmp9*, *Psmb9*, and *Psme1* are known to possess functional NF-κB binding sites, and the human homology of many other genes (e.g., *CCL20*, *EDN1*, *HSP90AA1*, *TNC*) are known to be direct NF-κB downstream targets (https://www.bu.edu/nf-kb/gene-resources/target-genes; https://bioinfo.lifl.fr/NF-KB, searched on 30 July 2017). We searched the DECODE database (SAbiosciences.com, searched on 30 July 2017) to find potential NF-κB p50−p65 target genes (bearing NF-κB binding consensus sequences 5′-GGGRNYYYCC-3′ or 5′-GGAATTYCCC-3′; R is A/G, Y is T/C, N is any nucleotide) in the promoter of selected common differentially regulated genes (i.e., genes > 1.5-fold lower in O_3_-*Nfkb1^-/-^* than in O_3_-*Nfkb1^+/+^* genotypes in Table S7). Genes including endothelin 1 (*Edn1*), prostate stem cell antigen (*Psca*), *Dbp*, and chemokine (C-C motif) ligand 22 (*Ccl22*) had predicted consensus sequences indicating potential TNFR-NF-κB target genes during O_3_-induced pulmonary pathogenesis (Table 5).

### 3.5. Effects of Tnf and Il6 on O_3_-Induced Lung Injury

As seen in *Tnfr^-/-^* mice [24], the mice deficient in *Tnf* cluster genes (*Tnf*, *Lta*, and *Ltb*) [34], and the mice treated with the TNF antibody [19], BAL fluids from *Tnf^-/-^* mice had significantly reduced numbers of lung neutrophils and epithelial cells and amounts of proteins compared with those from *Tnf^+/+^* mice at 48 h of O_3_ (Figure 4A). The histopathologic analysis indicated that O_3_-induced centriacinal proliferation indicated by thickened bronchiolar and terminal bronchiolar epithelium (arrows) were also less marked in *Tnf^-/-^* mice compared with *Tnf^+/+^* mice (Figure 4B). 

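Il6 (interleukin 6) was higher in Tnfr-/- lungs at 24 h of O3 at an unadjusted p under 0.05. It did not pass at 24, 48 or 72 h after adjustment. It was at 117 ± 28.2 (SD, n = 3 mice) in Tnfr-/- lungs and 63.5 ± 13.8 in Tnfr+/+ lungs after 24 h of O3, a log2 fold change of 0.87 (standard error 0.31, adjusted p = 0.20). Its unadjusted p from limma was 0.011 at 24 h, 0.18 at 48 h and 0.42 at 72 h. After 48 and 72 h the log2 fold changes were 0.43 and -0.26 (adjusted p = 0.64 and 0.78), so that its mean was higher in Tnfr-/- lungs at 24 and 48 h and lower at 72 h. Nfkb1-/- mice are not analysed here.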

The current microarray analysis and a previous study [14] demonstrated that the abundance of *Il6* mRNA was higher in both *Tnfr^-/-^* and *Nfkb1^-/-^* mice compared with their corresponding wild-type mice after O_3_ (Table 2, Tables S4 and S6). In *Il6^-/-^* mice, lung protein hyperpermeability determined by the BAL protein concentration was significantly higher than that in *Il6^+/+^* mice (Figure 4C). However, the numbers of O_3_-induced neutrophils or epithelial cells in BAL fluids were not significantly different between the two genotypes (data not shown). Consistent with the heightened BAL protein level in *Il6^-/-^* mice, H&E-stained lung tissue sections depicted more marked edema and permeability in the perivascular region (arrows), which accompanied protein exudation (pink staining) and congestion (red blood cells) into the alveolar air space in *Il6^-/-^* mice compared with *Il6^+/+^* mice after O_3_ (Figure 4D). Gene expression data and BAL analysis suggested a potential protective role for IL-6 in this model. ELISA determined significantly increased levels of IL-6 in *Tnf^+/+^* (48 h) and *Nfkb1^+/+^* (24 and 48 h) mouse lungs after O_3_ exposure (Figure 4E). The O_3_-enhanced IL-6 protein amounts were significantly higher in *Tnfr^-/-^* and *Nfkb1^-/-^* mice compared with their corresponding wild-type mice (Figure 4E), which supported TNFR- and NF-κB1-dependent *Il6* mRNA abundance.

### 3.6. Validation of Microarray Results

qRT-PCR determined TNFR-dependently increased tissue inhibitor of metalloproteinase (*Timp1*) and *Il33* or decreased *Mup1* after air and O_3_ exposure (Supplemental Figure S1A). *Timp1* and *Il33* mRNAs were significantly upregulated in O_3_-resistant *Tnfr^-/-^* mice compared with susceptible *Tnfr^+/+^* mice. A significant decline of *Mup1* mRNA abundance by O_3_ was greater in *Tnfr^-/-^* mice than in *Tnfr^+/+^* mice. Differential expression of NF-κB1-dependent genes, *Jchain*, *Dbp*, and *Saa3*, were also significantly different between two genotypes at baseline and/or after 48 h O_3_ (Figure S1B). The mRNA expressions of common differentially regulated genes *Pttg1* and *Il6* were significantly lower or higher, respectively, in both *Tnfr^-/-^* and *Nfkb1^-/-^* mice compared with their corresponding wild-type mice (Figure S1C). Western blot analyses found TNFR-dependent variations of the total TGF-β1 and MUP1 proteins and NF-κB1-dependent level of nuclear CCNB1 and STAT1 proteins in the lungs exposed to O_3_ (Figure 5A). The amount of total MARCO and nuclear c-Fos proteins, common differentially regulated gene products, were also varied similarly in *Tnfr^-/-^* and *Nfkb1^-/-^* mice compared with their corresponding wild-type mice (Figure 5A). The total lung protein levels of c-Fos were time-dependently increased by O_3_ in all mice, while the cytoplasmic c-Fos abundances were marginally changed or decreased by O_3_ (Figure 5A). MARCO was detected in alveolar macrophages and was localized mostly in their plasma membranes and/or cytoplasm (Figure 5B). Consistent with the differential protein levels detected by Western blotting, lower levels of MARCO localization were found in *Tnfr^-/-^* and *Nfkb1^-/-^* mouse lungs relative to their wild-type mice after 48 h of O_3_ exposure (Figure 5B).

## 4. Discussion

We elucidated murine lung transcriptional profiles that were time-dependently changed by subacute O_3_ exposure. Comparative analyses between wild-type and gene knockout mice enriched pulmonary genes modulated via TNFR and/or p50 NF-κB pathways during O_3_ exposure. Supporting our previous findings that *Tnf* is a susceptibility gene for subacute O_3_-induced pulmonary inflammation [19] and that lack of *Tnfr* and *Nfkb1* alleviated pulmonary O_3_-induced injuries [14,24], the enriched genes may play key roles in pulmonary O_3_ pathogenesis in mice.

There are limited resources of global cDNA expression data in O_3_-exposed airways. In humans, the microRNA (miRNA) profile on sputum samples exposed to controlled O_3_ (0.4 ppm for 2 h during exercise) disrupted immune and inflammatory-related miRNAs including neutrophil-specific miR-143 and myeloid cell specific miRNA-223, which supported an increased number of neutrophils in the sputum [35]. The O_3_-responsive miRNAs were also predicted to post-transcriptionally alter the genes involved in cell cycle (e.g., *Ccnd1*) and cellular growth and survival (e.g., *Arhgdia*, *Sod2*) [35]. In rodents, Gohil et al. [36] first demonstrated microarray profiles after acute exposure to O_3_ (1 ppm, 8 h/day for 3 days) in adult C57BL/6J mice predominantly upregulated multiple cell cycle progression genes (e.g., *Septin5*, *Nap1*, and *Cdc2a*) and NF-κB-activated genes such as *Saa3* and plate-derived growth factor receptor alpha (*Pdgfra*) in the lungs. In contrast, the suppression of families of transcripts encoding contractile proteins such as troponins, myosins, and actins; cytochrome P450s; and antigen presenting and immune surveillance molecules (e.g., cluster of MHC class and immunoglobulins) were found after O_3_ exposure [36]. O_3_-induced repression of the muscle-specific proteins and cytochrome P450 transcription may activate NF-κB [37,38]. Acute O_3_ (0.8 ppm, 8 h/day for 2 days) also altered the genes involved in oxidative stress and defense, including NRF2 target antioxidants (e.g., *Gclc*, *Gst*, and *Homx1*) in C57BL/6J mouse lungs [39]. The authors did not find significant differences in the lung inflammation and gene expression profiles between mice that lacked *Ercc6*, the DNA excision repair protein gene, and their heterozygous controls [39]. A recent RNA-seq analysis of acute O_3_ exposure (1 or 2 ppm for 3 h) was done in two compartments of the lung, dissected conducting airways (no parenchyma) and macrophages collected from BAL, from adult female C57BL/6J mice, in order to segregate transcriptomics in inflammation and tissue injury. Concentration- and compartment-specific profile comparisons indicated more dynamic transcriptional changes in the conducting airways than in the macrophages [40]. Alteration of antioxidant (e.g., *Gsta1*), immune (e.g., *Cx3cl1*), cell cycle (e.g., *Mcm* family and *Cdk1*), and acute phase (e.g., *Saa3* and *Lcn2*) genes were common in both compartments of the airways, while decreases in the epithelium barrier and marker genes (e.g., *Foxj1*, *Cyp2f2*, and *Scgb1a1*) were distinct in conducting airway compartments, supporting epithelial cell sloughing and metaplasia/hyperplasia in the conducting airways [40]. Neutrophil activation/degranulation and immune signaling genes (e.g., *Ccl17* and *Retnla*) were the most enriched in alveolar macrophage transcriptome after O_3_ [40]. Another RNA-seq analysis on three compartments of C57BL/6J lungs (i.e., tracheobronchial epithelium, lung parenchyma, and CD11b^+^ BAL macrophages) exposed to subchronic levels of O_3_ (0.8 ppm, 4 h/day for total 14 days) determined that lung parenchyma and macrophages were enriched with inflammatory pathway genes (e.g., *Ccl2*, *Ccl17*, *Timp1*, *Saa3*, *Lcn2*, and *Mmp14*) [41]. Transcriptomes of tracheobronchial epithelium and parenchyma, on the other hand, had predominant changes in cell cycle and DNA repair genes (e.g., *Cdc20b*, *Cdk1*, and *Retnla*) in response to subchronic O_3_ [41]. In this study, most transcriptome changes by subchronic O_3_ were common in male and female mice, while female mice were more susceptible to inflammatory cell influx, epithelial loss, and compensatory proliferation, which was supported by the more robust changes of the gene expression in females mice [41]. In Fischer rat lungs, acute O_3_ (5 ppm, 2 h) altered genes with similar functions reported in mouse studies, and upregulation of inflammatory and redox (e.g., *Jun*, *Cxcl2*, *Nos2*, *Hsp27*, and *Nfkb1*), cell cycle and DNA repair (*Ccne1*, *Cdc2*, and Arrb15b), and lipid metabolism (e.g., *Faah* and *Plaa*) genes were evident [42]. In developmental mouse lung at 3 days postnatal (transition from saccular to alveolar stage), transcriptome changes by acute O_3_ (1 ppm, 3 h) exposure were less robust than those seen in adult mice, and the global suppression of cell cycle-related lung genes (e.g., *Cenpf*, *Cdca8*, *Cdk1*, *Cntn14*, *Cdc45*, *Mki67*, and *Pcna*) was rather marked until 24 h postexposure [43]. These results indicate that acute O_3_ exposure disturbs cellular proliferation and differentiation of lungs undergoing development.

Although the current study demonstrated whole lung transcription profiles without dissection of compartment- or cell-specific transcriptomics, our results characterized multiphasic transcriptome changes by O_3_ exposure time, and only 18% genes were altered commonly in more than two time points. 

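Genes that changed at 2 or more times in Tnfr+/+ lungs included Saa3 and Lcn2, both products of the acute phase. Saa3 had log2 fold changes of 1.39 at 48 h and 1.11 at 72 h (adjusted p = 0.0034 and 0.011), and Lcn2 1.43 at 72 h (adjusted p = 0.0012). Of the probe sets with an unadjusted p under 0.01 at any time, 602 passed at 2 or 3 times in 1 direction, 27.4%, and 4.60% at all 3. In the simulated draws of unchanged O3 groups against shared air arrays, 12.7% passed at 2 or 3 times on average. By adjusted p, 179 probe sets did so.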

Subacute O_3_ responsive genes likely have roles in oxidative injury and antioxidant induction, chemotaxis, and immune cell development during early exposure (at 24 h); cell cycle progress, blood vessel lesions, and cholesterol biosynthesis during peak lung injury (at 48 h); and xenobiotic metabolic process, tumorigenesis, and tissue injury/repair at a later time (72 h). After comparison with compartmental transcriptome studies, we predicted the cellular or tissue origin for reproducible O_3_ responsive genes across multiple transcriptome studies; for example, increased lipocalin 2 (*Lcn2*) and small proline-rich protein 1A (*Sprr1a*) and decreased *Igfbp3* may be mainly from the parenchyma [41]; increased matrix metalloproteinase 14 (*Mmp14*) from the macrophages [41]; increased resistin like alpha (*Rentnla*)*,* leucine-rich alpha-2-glycoprotein 1 (*Lrg1*), and *Timp1* from both the macrophages and parenchyma [40,41]; increased *Saa3* from all compartments of airways [40,41]; and increased chromatin licensing and DNA replication factor 1 (*Cdk1*) and ubiquitin-conjugating enzyme E2C (*Ube2c*), as well as decreased *Cyp1a1*, *Mup* family, and serine (or cysteine) peptidase inhibitor, clade A, member 3K (*Serpina3k*) from the conducting airways [40,41].

The NF-κB family of proteins has an important role in inflammatory responses initiated by TNF [44]. Despite the identification of a few well-accepted NF-κB target genes in humans and mice (e.g., *NFKBIA*, *TNFAIP3*, and *MYC*), transcriptional outputs through NF-kB are not well understood due to the complexity of NF-κB dynamics and the NF-κB-binding landscape in the gene expression. NF-κB responses in gene transcription are known to vary depending on the cell type as well as the initiating stimulus [45]. In addition, p50 and p52, among five NF-kB family proteins, do not have a transactivation function, and they can activate transcription through heterodimerization with p65 or others [46]. Importantly, the p50−p50 homodimer binding to NF-κB motif inhibits other NF-κB dimer complex binding, and thus it often, but not always, serves as a transcriptional suppressor for NF-κB target genes [47]. The p50−p50 homodimer has thus been shown to have anti-inflammatory functions through repression of proinflammatory genes and enhancement of anti-inflammatory genes [48,49]. TNF I triggered a strong, sustained p65−p50 activation with a relatively lower level of p50−p50 [47]. Therefore, common differentially regulated genes by TNFR and NF-κB1 in the current study may include NF-κB target genes inducible by the TNFR-NF-κB (p50−p65) axis, as well as those suppressible by the p50−p50 homodimer. That is, the genes suppressed in *Tnfr*^-/-^ and *Nfkb1^-/-^* mice (e.g., *Pttg1*, *Mmp3*, and *Marco*) are likely p50−p65-inducible genes. Genes downregulated in *Tnfr*^-/-^ mice but overexpressed in *Nfkb1^-/-^* mice after O_3_ exposure (e.g., *Gzma*, *Cyp1a1*, *Nkg7*, *Il6*, *Ccl20*, and *Kit*) are possibly p50−p50-repressed genes. Functional NF-κB motifs have been discovered in the murine *Il6* promoter [50]. Therefore, together with augmented pulmonary protein hyperpermeability in *Il6*-deficient mice, IL-6 was predicted as an anti-inflammatory cytokine in the current subacute O_3_ pathogenesis and p50−p50 homodimer may modulate its transcription. We elucidated the potential NF-κB binding motifs from several common differentially regulated genes (e.g., *Psca* and *Edn1*), and these genes are postulated as direct downstream targets of the TNFR-NF-κB signaling pathways.

One of the genes modulated by both TNFR and NF-κB1 is *Marco*. 

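Marco did not pass the test between Tnfr-/- and Tnfr+/+ lungs at 24, 48 or 72 h of O3 after adjustment. After 48 h of O3 it was at 336 ± 119 (SD, n = 3 mice) in Tnfr-/- lungs, a log2 fold change of -0.69 against Tnfr+/+ (adjusted p = 0.39). At 24 and 72 h it had -0.21 and -0.57 (adjusted p = 0.80 and 0.47). The unadjusted limma p of Marco was under 0.05 at 48 h (0.027) and not at the other times (0.47 and 0.063). In Tnfr+/+ lungs it had a log2 fold change of 1.28 after 72 h of O3 relative to air (adjusted p = 0.019). When single arrays were left out, the call of Marco ended without Tnfr+/+ air replicates 1, 2 or 3 (adjusted p up to 0.065). Nfkb1-/- mice are not analysed here.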

MARCO expressed in alveolar macrophages recognizes oxidized lipids and provides innate defense against inhaled pathogens [51]. As a downstream effector of TLR4, which is a murine susceptibility gene for subacute O_3_-induced pulmonary hyperpermeability [17,28], MARCO plays a protective role in subacute O_3_-exposed mouse lungs through the inhibition of oxidized surfactant lipid production and inflammation [52]. As TLR4 and TNFR are key immune receptors in subacute O_3_ pathogenesis, and the NF-κB pathway is also known to play an important role in the TLR4-mediated immune responses [53,54], we compared the current transcriptome profiles with TLR4-dependent O_3_ transcriptomics (GEO accession # GSE20715, [28]). Commonly regulated genes by TLR4 and NF-κB1 were enriched in lipid derangement, including the disruption of membrane phospholipids, reaction with unsaturated fatty acids in airway lining fluids, interruption of fatty acid/steroid metabolism (e.g., *Dbp* and *Cpt1a*), as well as in cell-mediated immunity and lymphoid tissue hyperplasia (e.g., *Cxcl1*, *Ccl20*, and *Ptpn2*; Figure S2). Common gene transcripts regulated by TNFR and TLR4 were enriched in the engulfment of phagocytes (e.g., *Marco*, *Icam1*, *Lcn2*, and *Il33*), protein ubiquitination (e.g., *Dnaja1*, *Hspd1*, and *Psma3*), fatty acid metabolism (e.g., *Acot7*, *Ptges*, *Elovl1*, and *Lpin1*), and glutathione homeostasis/redox (e.g., *Gsr*, *Gstm1*, and *Gltx*; Figure S3). Overall, the TNFR-NF-κB and TLR4-NF-κB pathways or crosstalk modulated distinct transcriptomes during the development of O_3_-induced lung injury in mice. Further studies are warranted for these common genes regulated by these three critical immune and inflammatory mediators (Table S7).

Increasing evidence and TNFR-/TLR4-enriched pathways indicate an association of airway O_3_ responses with extracellular and/or cellular lipid biology. On airway epithelium lining fluids rich in surfactant, inhaled O_3_ chemically reacts with cholesterol or phospholipids and generates cytotoxic ozonolysis products represented by 5β,6β-epoxycholesterol (β-epoxide) [55,56]. These lipid-ozonized products are proinflammatory and are known to contribute to O_3_-induced airway inflammation [57,58]. Eicosanoids (e.g., prostaglandins, leukotrienes, and thromboxanes) synthesized by peroxidation of arachidonic acid by lipoxygenases, cyclooxygenases, and cytochrome P450 are also inflammatory mediators increased by O_3_ leading to airway hyperresponsiveness and extrapulmonary outcomes, including vasoconstriction [59,60]. O_3_ exposure-released adrenal-derived stress hormones (e.g., epinephrine and corticosterone) disrupted lipid and carbohydrate metabolism, leading to hyperglycemia, glucose intolerance, and lung injury in rats [61,62]. Further rodent studies demonstrated that obesity augmented acute O_3_-induced airway hyperresponsiveness and inflammation [63,64,65], and diabetes caused early and exacerbated lung inflammation and fibrotic changes in response to subchronic O_3_ (0.5 ppm, 4 h/day for 13 weeks) [10]. Epidemiological studies also showed a positive association between O_3_ exposure and adult insulin resistance and preexisting lipid disorders and metabolic conditions (e.g., obesity and diabetes) [66,67,68]. Metabolomic analysis of human serum revealed that acute O_3_ exposure markedly increased lipid mobilization and catabolism products (e.g., monoacylglycerol and medium- and long-chain free fatty acids) [69]. Interestingly, human population studies indicated an association of gain-of-function *TNF* −304G/A polymorphism with obesity-related airway hyperresponsiveness in asthmatics [70]. In obese mice, *Tnfr2* deficiency reduced body weight and acute O_3_-induced inflammation and obesity-related airway hyperresponsiveness [64,71]. Overall, these studies suggested a role of lipid derangement in airway and extrapulmonary O_3_ pathogenesis.

Our transcriptomic and pathway analyses results suggested direct effects of known or potential NF-κB motif-bearing genes in O_3_-induced pulmonary edema (e.g., *Il6*), T cell immunity (e.g., *Ccl17*, *Ccl22*, and *Il27ra*), cardiac mortality and vasoconstriction (e.g., *Edn1*), extracellular matrix degeneration (e.g., *Col1a2* and *Mmp9*), and interruption of lipid metabolism (e.g., *Dbp* and *Tef*) via the TNFR-NF-κB signaling axis. However, these TNFR-or NF-κB-dependent genes may be affected by multiple transcription factors or be regulated indirectly by other intracellular signaling pathways during O_3_ pathogenesis. We previously demonstrated that AP-1 and c-Jun NH2-terminal kinase 1 MAPK are associated with TNFR signaling [14]. The presence of functional AP-1 binding sites in many of the TNFR-or NF-κB1-dependent genes determined in the current study, such as chemokines, cyclins, and E2F transcription factors [72,73,74], supports indirect effects or complex interplays. p38 MAPK and its upstream epidermal growth factor receptor are also known to play key roles in transcriptional activity directly and/or via crosstalk with NF-κB for inflammation and airway hyperreactivity response by O_3_ [75].

In summary, the time-dependent gene expression and pathway analyses in the current study provided important insight into the downstream molecular events during the development of multi-phasic lung injury by subacute O_3_. Comparative transcriptome analyses defined common transcriptional profiles and potential cross talk between critical O_3_-related inflammatory mediators, TNFR and NF-κB, as well as TLR4. Our results increase the understanding of the molecular mechanisms of pulmonary O_3_ toxicity for further research.

## Figures and Tables

**Figure 1:**
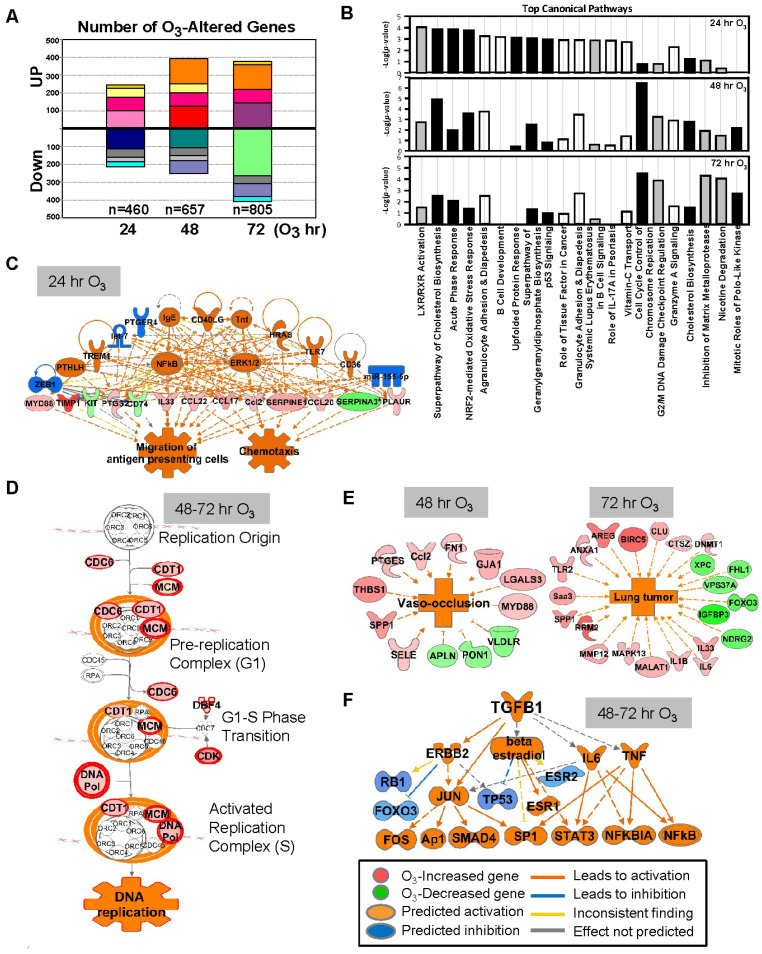
Effect of ozone (O_3_) on lung transcriptomics in C57BL/6J mice. (**A**) The number of lung genes significantly increased or decreased (*p* < 0.01 with moderated t-test) at 24 (*n* = 460), 48 (*n* = 657), and 72 (*n* = 805) h of 0.3-ppm O_3_ exposure relative to the air controls. Matching colors of stacks in the graph indicate overlapping genes between different times of exposure. (**B**) Top-ranked canonical pathway categories of the O_3_-altered genes at 24, 48, and 72 h are depicted against -log2(*P*). Black bars = positive z-score (activation); gray bars = negative z-score (inhibition); white bars = no activity pattern available. (**C**) Pathway analysis determined that tumor necrosis factor (TNF) and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) were potential key upstream regulators for the O_3_-responsive lung genes, which contribute to acute inflammatory and immune responses (e.g., migration of antigen presenting cells) at 24 h. (**D**) Cell cycle control of chromosome replication was the top canonical pathway of lung genes significantly upregulated by O_3_ (in red) at 48–72 h. (**E**) Top disease and biological functions of the genes altered by O_3_ included blood vessel lesion and vaso-occlusion at 48 h and lung tumor development at 72 h. (**F**) Transforming growth factor (TGF)-β1 and P53 are predicted to be one of the key upstream regulators orchestrating the lung transcriptome changes at later times (48–72 h) of O_3_ exposure. Gene or molecule colors indicate upregulation/activation (red/orange) or downregulation/inhibition (green/blue) after O_3_ exposure compared with air exposure. Analyses were done using ingenuity pathway analysis and GeneSpring software.

**Figure 2:**
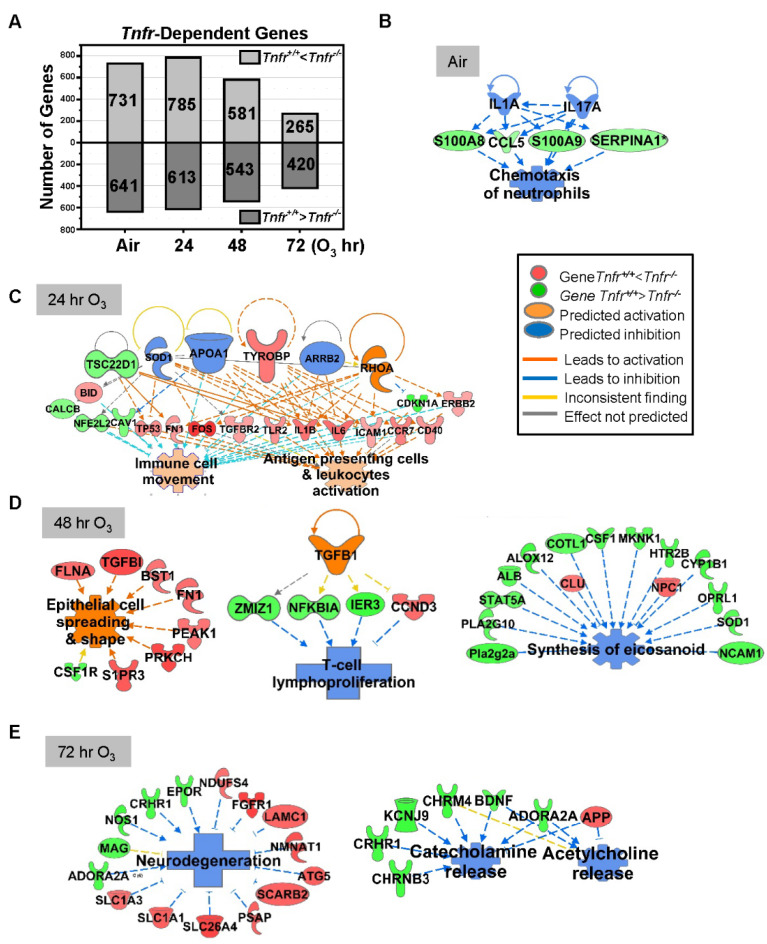
Tumor necrosis receptor (TNFR)-dependently regulated lung genes. (**A**) The number of lung transcripts significantly (*p* < 0.05) upregulated (light gray) or downregulated (dark gray) different *Tnfr*-deficient (*Tnfr^-/-^*) mice relative to wild-type (*Tnfr^+/+^*) mice at baseline (air, moderated t-test) or after 24, 48, and 72 h of 0.3-ppm ozone (O_3_) exposure (two-way ANOVA). (**B**) In air-exposed basal lungs, the inhibition of interleukins (ILs) 1A and 17A were predicted to suppress TNFR-dependent lung genes (e.g., *Ccl5*, *S100a8*, *S100a9*, and *Serpina1*), leading to the inhibition of inflammatory cell chemotaxis. (**C**) After 24 h O_3_ exposure, a compensatory increase of the genes involved in immune cell activation and movement were manifest in *Tnfr^-/-^* lungs compared with *Tnfr^+/+^* mice. (**D**) After 48 h of O_3_ exposure, when lung injury and inflammation are greatest, modulation of potential upstream regulators including transforming growth factor (TGF)-β1 may change transcriptomes to suppress lymphocyte proliferation and eicosanoid synthesis and activate epithelial cell spreading/integrity in *Tnfr^-/-^* lungs. (**E**) *Tnfr^-/-^* mouse lungs after 72 h of O_3_ exposure had transcriptome changes to suppress the release of neurotransmitters and inhibit neurodegeneration. Gene or molecule colors indicate upregulation/activation (red or orange) or downregulation/inhibition (green or blue) in *Tnfr^-/-^* mice compared with *Tnfr^+/+^* mice after air or O_3_ exposure. Analyses were done using Ingenuity Pathway Analysis and GeneSpring software.

**Figure 3:**
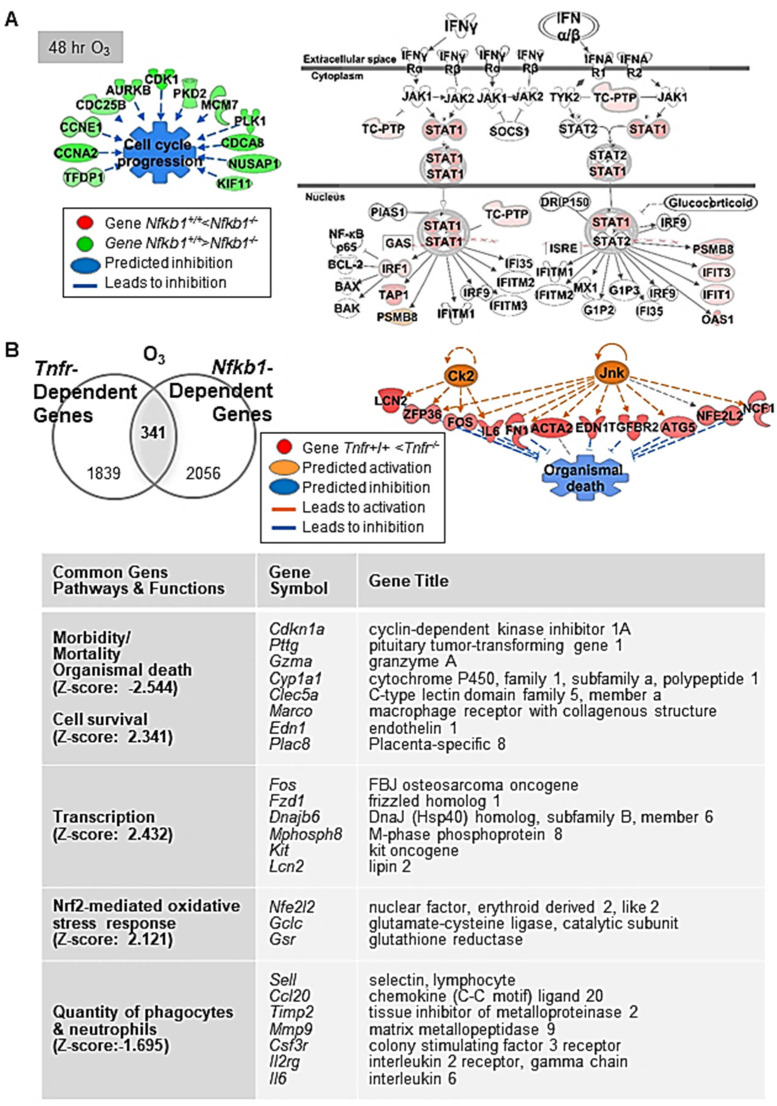
Nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) dependently regulated lung genes during ozone (O_3_)-induced lung injury development. (**A**) At 48 h O_3_ exposure, downregulation of multiple genes in the family of cyclin (e.g., *Ccnb1*), cell division cycle (e.g., *Cdca8*), and centromere protein (e.g., *Cenph*) in *Nfkb1*-deficient mice (*Nfkb1^-/-^*) compared with wild-type (*Nfkb1^+/+^*) mice was marked, suggesting suppressed cell proliferation and enhanced DNA damage checkpoint regulation pathways in *Nfkb1^-/-^* mice. In contrast, heightened interferon (IFN) signaling genes (e.g., *Irf1*, *Psmb8*, *Tap1*, and *Stat1*) and predicted activation of upstream regulators (e.g., IRF7 and IFN type I receptor) indicated an enhanced innate immunity in *Nfkb1^-/-^* mice than in *Nfkb1^+/+^* mice during O_3_-induced lung injury development. (**B**) Common differentially regulated genes between *Tnfr^+/+^* and *Tnfr^-/-^*, and *Nfkb1^+/+^* and *Nfkb1^-/-^* (*n* = 341) were determined by Venn diagram analysis. Transcriptome signatures of TNFR/NF-κB-axis mediated pulmonary O_3_ toxicity were predicted to modulate cell/organism death and survival, transcriptional regulation, oxidative stress, and inflammation (**B**). Gene or molecule colors for (**A**,**B**) indicate upregulation/activation (red/orange) or downregulation/inhibition (green/blue) in *Nfkb1^-/-^* mice compared with *Nfkb1^+/+^* mice after O_3_ exposure. Analyses were done using Ingenuity Pathway Analysis and GeneSpring software.

**Figure 4:**
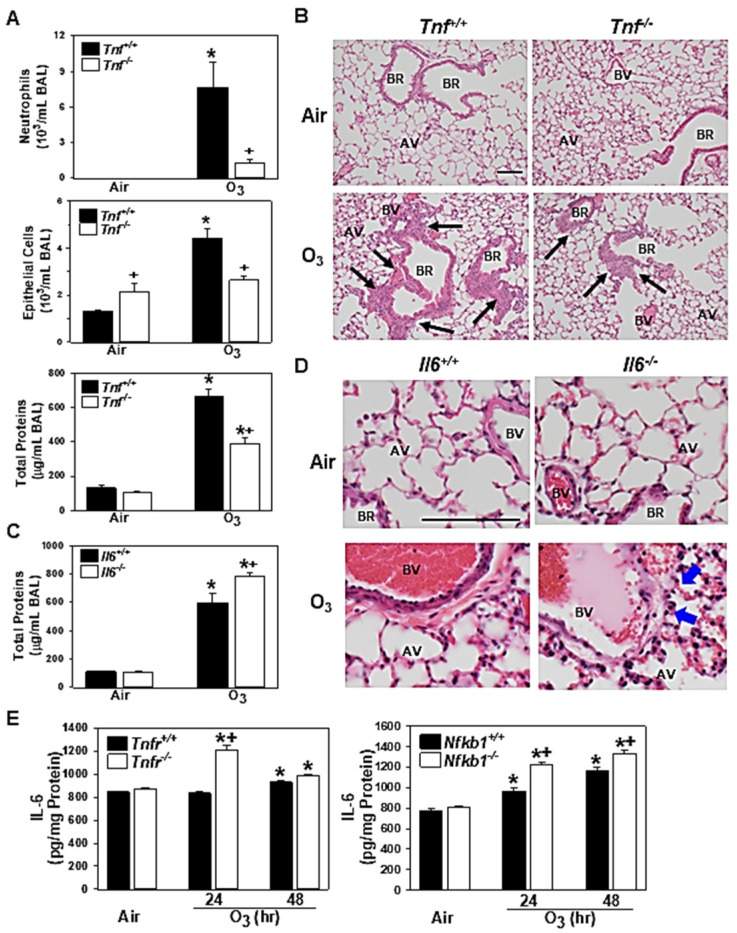
Functional roles of tumor necrosis factor (TNF) and interleukin 6 (IL-6) in pulmonary O_3_ pathogenesis. Effect of targeted disruption of *Tnf* (**A**) or *Il6* (**C**) was determined by bronchoalveolar lavage (BAL) analyses in gene knockout mice (*Tnfr^-/-^*, *Il6^-/-^*) and their wild-type mice (*Tnf^+/+^*, *Il6^+/+^*) after 48 h of exposure to air and 0.3-ppm O_3_. Data are presented as means ± S.E.M (*n* = 4–5 mice/group). Representative light photomicrographs of H&E-stained lung sections from *Tnf^+/+^* and *Tnfr^-/-^* mice, (**B**) and *Il6^+/+^* and *Il6^-/-^* mice (**D**) exposed to air or O_3_ (48 h). Black arrows depict bronchiolar/terminal bronchiolar epithelium under proliferation. Blue arrows depict protein exudation in perivascular regions. AV = alveoli. BV = blood vessel. BR = bronchiole or terminal bronchiole. Bars = 100 μm. TNFR- and NF-κB1-dependent level of lung IL-6 proteins determined by enzyme-linked immunosorbent assay (**E**). Data are presented as means + S.E.M (*n* = 3/group). *, significantly different from genotype-matched air control mice (*p* < 0.05). +, significantly different from O_3_-exposed corresponding wild-type (*Tnf^+/+^, Il6^+/+^*, *Tnfr^+/+^*, or *Nfkb1^+/+^*) mice (*p* < 0.05).

**Figure 5:**
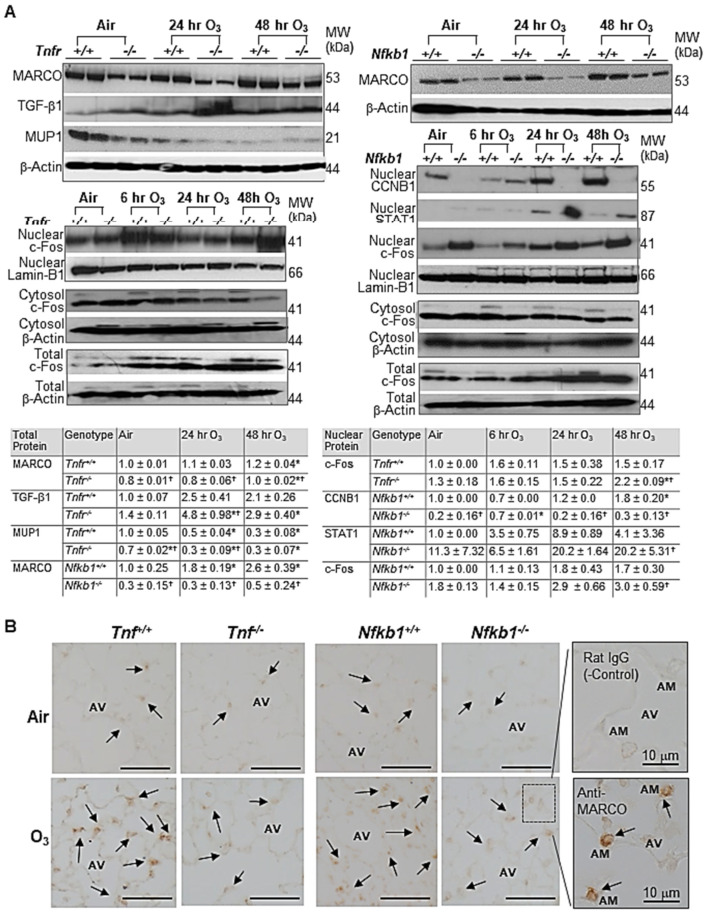
Microarray analysis validation of tumor necrosis factor receptor (TNFR)- and NF-κB1-dependent transcriptomics in response to ozone (O_3_). (**A**) Western blot analyses determined TNFR- and/or NF-κB1-dependent expression of a lung macrophage receptor with a collagenous structure (MARCO), transforming growth factor (TGF)-β1, major urinary protein 1 (MUP1), nuclear c-Fos, nuclear G2/mitotic-specific cyclin-B1 (CCNB1), and nuclear signal transducer and activator of transcription 1 (STAT1). β-Actin (for total and cytosol) and Lamin-B1 (for nuclear) levels detected as the internal controls. Representative digitized lot images are presented. Group mean ± S.E.M. presented for quantified digitized images (*n* = 4/group for total protein bands, *n* = 2/group for nuclear protein bands). * Significantly different from genotype-matched air control (*p* < 0.05). ^†^ Significantly different from exposure-matched wild-type mice (*p* < 0.05). (**B**) TNFR- and NF-κB1- dependent MARCO protein expression was localized on mouse lungs by an immunohistochemical method after air or O_3_ (48 h) exposure. Representative light photomicrographs of lung sections (*n* = 2–3/group) presented. Arrows depict MARCO staining on the plasma membrane and/or cytoplasm of alveolar macrophages (AMs) in the alveoli (AV). A box depicts representative images of magnified AMs in AV stained with rat IgG (negative control) or ant-MARCO antibody. Bars (unlabeled) = 50 μm.

**Table 1:** Representative lung genes time-dependently changed by ozone (O_3_) in C57BL/6J mice.

Gene Symbol	FC ^†^			Gene Title	Gene Ontology
	24 h	48 h	72 h		
*Retnla*	4.32	6.65	6.74	resistin like alpha	hormone activity
*Sprr1a*	2.26	4.47	5.56	small proline-rich protein 1A	cornified envelope/keratinization
*Lrg1*	2.29	3.20	4.12	leucine-rich alpha-2-glycoprotein 1	endothelial cell proliferation/Tgfbr binding
*Timp1*	3.40	4.45	3.94	tissue inhibitor of metalloproteinase 1	cell activation/extracellular matrix
*Tnc*	2.55	2.87	3.04	tenascin C	fibronectin binding/cell adhesion
*Areg*	1.49	2.42	2.65	amphiregulin	epidermal growth factor receptor signaling
*Lcn2*	1.51	3.21	2.38	lipocalin 2	immune system process
*Socs3*	1.91	2.45	2.32	suppressor of cytokine signaling 3	protein kinase inhibitor
*Ccl17*	1.78	2.46	2.30	chemokine (C−C motif) ligand 17	monocyte chemotaxis
*Tnfrsf12a*	1.50	2.12	2.21	tumor necrosis factor receptor superfamily, member 12a	apoptosis /cell adhesion/cell differentiation
*Mcm5*	1.21	1.83	2.13	minichromosome maintenance deficient 5, cell division cycle 46	DNA replication initiation
*Mt2*	3.25	2.84	1.97	metallothionein 2	metal ion binding
*Hist1h2ao*	−1.16	3.50	6.89	histone cluster 1, H2ao	chromatin organization
*Ccnb1*	−1.00	2.30	3.82	cyclin B1	mitotic cell cycle
*Ube2c*	1.00	2.10	3.39	ubiquitin-conjugating enzyme E2C	protein polyubiquitination
*Saa3*	1.81	2.33	1.81	serum amyloid A 3	acute-phase response
*Ch25h*	1.68	2.17	1.74	cholesterol 25-hydroxylase	lipid metabolic process/monooxygenase
*Cyp51*	1.70	2.03	1.72	cytochrome P450, family 51	lipid metabolic process/steroid biosynthetic process
*Mki67*	1.10	2.60	3.12	Ki 67 antigen	meiotic nuclear division
*Cdk1*	1.11	2.15	3.09	cyclin-dependent kinase 1	protein complex assembly/nucleotide binding
*Anln*	−1.10	2.05	2.48	anillin, actin binding protein	mitotic cytokinesis
*Top2a*	1.10	1.93	2.31	topoisomerase (DNA) II alpha	meiotic recombination intermediates
*Spp1*	1.05	2.23	2.20	secreted phosphoprotein 1	cytokine activity, extracellular
*Marco*	1.30	2.25	1.70	macrophage receptor with collagenous structure	immune system process/scavenger receptor
*Cdt1*	1.07	1.41	1.66	chromatin licensing and DNA replication factor 1	DNA replication checkpoint
*Thbs1*	2.55	2.41	1.67	thrombospondin 1	MAPK/ fibronectin binding activation
*Hspa1a*	3.62	2.32	2.58	heat shock protein 1A	telomere maintenance/ubiquitin ligase complex
*Sod2*	1.30	1.48	1.38	superoxide dismutase 2, mitochondrial	redox response
*Mup1*	−6.62	−11.08	−23.14	major urinary protein1	energy reserve metabolic process/insulin-activated receptor activity
*Igfbp3*	−1.68	−3.30	−3.86	insulin-like growth factor binding protein 3	cell growth/ fibronectin binding
*Serpina3k*	−2.08	−2.18	−2.22	serine (or cysteine) peptidase inhibitor, clade A, and member 3K	serine-type endopeptidase inhibitor
*Npr3*	−1.93	−2.82	−2.10	natriuretic peptide receptor 3	skeletal system development/adenylate cyclase
*Alb*	−1.67	−1.83	−1.87	albumin	transport/maintenance of mitochondrion location
*Thbs3*	−1.65	−2.19	−1.83	thrombospondin 3	cell adhesion/calcium ion binding
*Aox3*	−1.25	−1.15	−1.88	aldehyde oxidase 3	oxidation-reduction process
*Cyp1a1*	−1.02	−2.58	−1.70	cytochrome P450, family 1, subfamily a, polypeptide 1	monooxygenase activity
*Gzma*	−1.50	−1.64	−1.51	granzyme A	endopeptidase activity/cytolysis
*Myh11*	1.00	−1.22	−1.46	myosin, heavy polypeptide 11	muscle contraction/metabolic process

^†^ Fold change of lung genes over air controls after designated duration of 0.3 parts per million (ppm) O_3_ exposure. Negative values indicate decreased expressions and positive values indicate increased expressions. Bold values indicate significant FC. Extended list of the significantly changed genes by ozone (≥1.5 fold for at least one time point, individual moderated *t*-test, *p* < 0.01) is in Supplemental Table S1.

**Table 2:** Selected tumor necrosis factor receptor (TNFR)-dependent lung genes after air or ozone (O_3_) exposure.

Exposure	Gene Symbol	FD ^†^	Gene Title	Gene Ontology
Air	Mup *	−22.23	major urinary protein cluster (1–17)	energy reserve metabolic process, insulin-activated receptor activity
	Pttg1 *	−4.27	pituitary tumor-transforming gene 1	regulation of cell growth/DNA repair
	S100a8 *	−2.46	S100 calcium binding protein A8	leukocyte migration/calcium ion binding, calgranulin A
	Gzma *	−2.10	granzyme A	proteolysis
	*Dbp*	3.66	D site albumin promoter binding protein	transcriptional activator
	Cep104 *	1.92	centrosomal protein 104	protein binding
	*Nnt*	1.92	nicotinamide nucleotide transhydrogenase	NADPH regeneration/cell redox homeostasis
O_3_ (24|48|72 h)	*Zbtb16*	**−5.56**|1.00|−1.16	zinc finger and BTB domain containing 16	transcriptional repressor
	*Pdk4*	**−3.52**|−1.62|1.05	pyruvate dehydrogenase kinase, isoenzyme 4	mitochondrion acetyl-CoA biosynthetic process
	*Dnaja1*	**−2.44**|1.19|−1.16	DnaJ (Hsp40) homolog, subfamily A, member 1	ubiquitin ligase complex/DNA damage response
	Ccl5 *	**−1.20**|−1.95|−1.62	chemokine (C-C motif) ligand 5	chronic inflammatory response
	Rab6b *	−3.96|**−4.12**|−2.90	RAB6B, member RAS oncogene family	intra-Golgi vesicle-mediated transport
	H2-Q4	1.09|**−2.08**|−1.11	histocompatibility 2, Q region locus 4	antigen processing/presentation
	Hsph1 *	**−4.51**|**1.33**|−1.17	heat shock 105 kDa/110 kDa protein 1	nucleotide and protein binding
	Pttg1 *	−4.12|**−3.09**|**−1.84**	pituitary tumor-transforming gene 1	cellular response to DNA damage stimulus/heat shock protein binding
	*Igfbp2*	−**1.36**|**−1.47**|**−1.85**	insulin-like growth factor binding protein 2	regulation of cell growth/ response to stimulus
	*Egr1*	**4.07**|1.23|1.25	early growth response 1	transcription, DNA-templated
	*Nr4a1*	**3.72**|1.32|1.07	nuclear receptor subfamily 4, group A, member 1	endothelial cell proliferation/transcriptional activator
	*Cyr61*	**2.94**|1.10|1.04	cysteine rich protein 61	regulation of cell growth/integrin binding
	*Cd79a/b*	**2.89**|1.09|1.10	CD79A/B antigen	adaptive immune response
	*Fos*	**2.51**|1.06|1.09	FBJ osteosarcoma oncogene	regulation of transcription
	*Ch25h*	**2.32**|1.18|−1.02	cholesterol 25-hydroxylase	lipid metabolic process
	*Sprr1a*	**2.18**/1.35|−1.13	small proline-rich protein 1A	leukocyte migration
	S100a9 *	**2.34**|−1.58|−2.05	S100 calcium binding protein A9	leukocyte migration, calgranulin B
	Il6 *	**1.78**|1.17|−1.01	interleukin 6	neutrophil apoptotic process
	*Clca1*	1.13|**3.08**|1.26	chloride channel accessory 1	calcium ion transport
	*Nebl*	1.45|**2.23**|1.77	nebulette	stress fiber/cardiac muscle thin filament assembly
	Pira1 *	**2.23**|**2.03**|1.62	paired-Ig-like receptor A1	B cell homeostasis
	Chil4/3 *	**2.24**|**1.81**|1.48	chitinase-like 4/3	hydrolase/carbohydrate metabolic process
	*Timp1*	**1.79**|**1.70**|1.04	tissue inhibitor of metalloproteinase 1	negative regulation of peptidase
	*Fdps*	**1.59**|**1.76**|1.46	farnesyl diphosphate synthetase	lipid metabolic process
	*Lrp2*	**1.47**|**1.71**|1.28	low density lipoprotein receptor-related protein 2	receptor-mediated endocytosis/calcium ion binding
	*Il33*	**1.46**|**1.55**|1.36	interleukin 33	negative regulation of leukocyte migration
	*Dmkn*	1.20|**1.77**|**1.64**	dermokine	cell differentiation
	*Slc26a4*	**2.42**|**1.84**|**1.35**	solute carrier family 26, member 4	chloride transport

^†^ Fold difference of gene expression between *Tbfr^+/+^* and *Tnfr^-/-^* mice at baseline (air) and after 0.3 parts per million (ppm) O_3_ exposure. Negative values indicate a suppressed expression in *Tnfr^-/-^* compared with in *Tbfr^+/+^*, positive values indicate a heightened expression in *Tnfr^-/-^* compared with in *Tbfr^+/+^*. * Genes significantly varied between *Tnfr^+/+^* and *Tnfr^-/-^* mice both after air and O_3_ exposure. FD after O_3_ exposure in order of 24, 48, and 72 h (statistically significant changes are in bold). Full lists of the significantly varied genes between two genotypes are in Supplemental Table S3 (air; moderated *t*-test, *p* < 0.05) and S4 (O_3_; 2-way ANOVA, *p* < 0.05).

**Table 3:** Representative diseases and biological functions predicted to be affected by tumor necrosis factor receptor (TNFR)-dependent lung transcriptome changes in mice determined by Ingenuity Pathway Analysis (IPA).

Exposure	Diseases or Functions Categories	*p*-Value	Activation z-Score	Selected Associated Genes
Air	Peripheral vascular disease	9.79 × 10^−8^	1	*Alb Ccl5 Cyp1a1 Hsph1 Mmp3 Nnmt Nppa Npr3 Pde4b Rab4a S100a9 Serpina3 Stip1*
	Inflammatory response	2.63 × 10^−4^	−1.876	*Ccl5 Fgg Nfil3 Nr1d1 Nr1d2 Pde4b S100a8 S100a9 Serpina1 Serpina3 Spon2 Tnc*
24 h O_3_	Quantity of immune cells	2.23 × 10^−13^	1.041	*Abl1 Arid5b Bcl2l11 Blnk Cd22 Cd79a Cd79b Fes Il2rg Il6 Meis1 Pim1 Plcg2 Ptpn6 Sh3bp2 Spi1 Tp53*
	Immune response of leukocytes & phagocytes	5.22 × 10^−10^	2.161	*Ager Capg Ccr6 Cd38 Cd40 Cd44 Cd68 Ch25h Clec6a Cyp2s1 Dock2 Fas Fcgr1a Fn1 Grk6 Gsn Hgf Il1b Il33 Il6 Irf8 Itgb2 Lgals3 Map4k1 Pparg Rapgef3 Rgcc Rora S100a9 Scarb1 Sema4a Sh3bp2 Sirpa Socs1 Sphk1 Spi1 Tlr2 Trpv2*
	Lung permeability	3.83 × 10^−5^	−1.964	*Ccl11 Cd44 Hgf Il17a Nfe2l2 Timp2 Trpc1*
48 h O_3_	Lipid metabolism and transport	1.01 × 10^−6^	0.455	*Abcc6 Abcd1 Alb Bdnf Ces1 Ch25h Fdps Got2 Igf1 Npc1 Ptgs1 Sgms1 Slc25a13 Slco1a1 Slco1a4*
	Reactive oxygen species generation	6.32 × 10^−5^	−0.389	*Alb Casr Duoxa2 Edn1 Elane Hsd17b10 Itm2b Met Pink1, Pon1 Rac1 Sod1 Ubqln1*
	Epithelial cell spreading/shape change	1.11 × 10^−4^	2.113	*Bst1 Csf1r Flna Fn1 Gap43 Peak1 Prkch S1pr3 Tgfbi*
	Oxidation of hormones, lipids, and amino acids	1.43 × 10^−4^	−0.586	*Akr1c1 Alb Cyp1a1 Cyp1b1 Cyp2c8 Cyp3a5dao Hadh Hsd17b10 Ido1 Prodh*
	Eicosanoid synthesis/metabolism	5.48 × 10^−3^	−0.056	*Alb Alox12 Casr Clu Cotl1 Csf1 Cyp1b1 Edn1 Elavl1 Fads2 Fn1 Gpc1 Htr2b Igf1 Il1r2 Il33 Kit Mknk1 Ncam1 Nfkbia Npc1 Oprl1 Pla2g10 Pla2g2a Prkd1 Ptgs1 Rac1 S1pr3 Sod1 Stat5a*
72 h O_3_	Neurodegeneration	5.93 × 10^−5^	−1.179	*App Bdnf Clu Epor Ets2 Fgfr1 Grid2 Hpca Kcnma1 Mag Man2c1 Ndufs4 Nmnat1 Nos1 Nr4a3 Pax8 Plp1 Psap Scarb2 Serpinf2 Slc1a1 Slc1a3 Slc26a4 Sox10.*
	Efflux of amino acids	3.27 × 10^−4^	−1.949	*Adora2a Nos1 Alb Kncj9 Nos1 Slc1a1 Slc1a3 Slc22a13 Slco1a4 Ttr*

**Table 4:** Selected nuclear factor of kappa light polypeptide gene enhancer in B-cells p50 (NF-κB1)-dependent lung genes after air or ozone (O_3_) exposure.

Exposure	Gene Symbol	FD ^†^	Gene Title	Gene Ontology
Air	*Jchain*	−20.03	immunoglobulin joining chain	adaptive immune response
	*Trim12a*	−6.99	tripartite motif-containing 12A	metal ion binding
	*Cxcl13*	−4.26	chemokine (C-X-C motif) ligand 13	lymphocyte chemotaxis
	*Pcdhb3*	−3.33	protocadherin beta 3	cell adhesion
	*Marco*	−2.58	macrophage receptor with collagenous structure	immune system process
	*Reg3g*	25.77	regenerating islet-derived 3 gamma	MyD88-dependent toll-like receptor signaling pathway
	*Ifi44l*	8.28	interferon-induced protein 44 like	immune response
	*Saa3*	6.20	serum amyloid A 3	acute-phase response
	*Cd209a*	4.01	CD209a antigen	viral entry into host cell
	*Irf7*	3.34	interferon regulatory factor 7	immune system process
	*Ifit1*	2.32	interferon-induced protein with tetratricopeptide repeats 1	immune system process
	*Ccl5*	2.03	chemokine (C-C motif) ligand 5	positive regulation of defense response to virus by host
	*Cd14*	*1.61*	CD14 antigen	immune system process
48 h Ozone (O_3_)	*Psca*	−10.87	prostate stem cell antigen	actin binding
	*Fbp2*	−5.70	fructose bisphosphatase 2	carbohydrate metabolic process
	Pttg1 *	−2.81	pituitary tumor-transforming gene 1	cellular response to DNA damage stimulus/heat shock protein binding
	*Sprr1a*	−2.52	small proline-rich protein 1A	leukocyte migration
	*Ccnb1*	−2.44	cyclin B1	mitotic cell cycle
	*Hist1h2ao*	−2.42	histone cluster 1, H2ao	chromatin organization
	*Gclc*	−2.38	glutamate-cysteine ligase, catalytic subunit	glutathione metabolic process
	Dbp *	−2.27	D site albumin promoter binding protein	transcriptional activator
	*Cdk1*	−2.18	cyclin-dependent kinase 1	mitotic nuclear division
	*Ccl17*	−2.16	chemokine (C-C motif) ligand 17	chemotaxis
	S100a8 *	−2.46	S100 calcium binding protein A8	leukocyte migration/calcium ion binding, calgranulin A
	*Cdca8*	−1.98	cell division cycle associated 8	mitotic sister chromatid segregation
	*Edn1*	−1.96	endothelin 1	negative regulation of transcription from RNA polymerase II promoter
	*Ccl22*	−1.96	chemokine (C-C motif) ligand 22	chemotaxis
	*Marco*	−1.86	macrophage receptor with collagenous structure	immune system process/scavenger receptor
	Iigp1 *	7.39	interferon inducible GTPase 1	immune system process
	Nlrc5 *	5.08	NLR family, CARD domain containing 5	negative regulation of NF-kappa B transcription factor activity
	Gzmb *	5.07	granzyme B	T cell mediated cytotoxicity
	*Nkg7*	4.25	natural killer cell group 7 sequence	DNA binding
	Ifi47 *	4.24	interferon gamma inducible protein 47	defense response
	*Gbp2*	3.59	guanylate binding protein 2	cellular response to interferon-beta
	Oas1a *	3.10	2′-5′ oligoadenylate synthetase 1A	immune system process
	Stat1 *	3.08	signal transducer and activator of transcription 1	negative regulation of transcription from RNA polymerase II promoter
	Psmb9 *	2.80	proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)	immune system process
	Tap1 *	2.90	transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)	adaptive immune response
	Ncr1 *	1.74	natural cytotoxicity triggering receptor 1	defense response to virus

^†^ Fold difference of lung gene expressions between *Nfkb1^+/+^* (B6129PF2/J) and *Nfkb1^-/-^* (B6;129PNfkb1^tm1Bal^/J) mice at baseline (air) and after 48 h of 0.3-parts per million O_3_ exposure. Negative values indicate a lowered expression in *Nfkb1^-/-^* than in *Nfkb1^+/+^*, positive values indicate a heightened expression in *Nfkb1^-/-^* than in *Nfkb1^+/+^*. Full lists of the significantly varied genes between two negative values indicate genotypes determined by moderated *t*-test or two-way ANOVA (*p* < 0.05, ≥1.5 FD) are available in Supplemental Tables S5 and S6. * Genes significantly varied between *Nfkb1^+/+^* and *Nfkb1^-/-^* mice after air and O_3_ exposure.

**Table 5:** Potential NF-κB binding motifs on selected *Nfkb1*-dependently regulated lung genes after ozone (O_3_) exposure.

Accession	Gene Symbol	Gene Title	Position * & Motif Orientation	Binding Sequence
NM_028216	*Psca* ^†^	prostate stem cell antigen	−7506 F (chr15: 74537552/74537762)	AGGGATGCCC (74537547-74537556)
NM_010104	*Edn1* ^†^	endothelin 1	+5601 R (chr13: 42402568/42402446)	TGTGGAATCTCCTG (42402561-42402574)
NM_028149	*Fbxl20* ^†^	F-box and leucine-rich repeat protein 20	−7394 F (chr11: 98018224/98018324)	GGGGACTTCCCC (98018218-98018229)
			−8408 F (chr11: 98019575/98019338)	ATGGGACCCCCCGG (98019568-98019581)
NM_001025427	*Hmga1* ^†^	high mobility group AT-hook 17.2	−9191 R (chr17: 27684368/27701127)	AGGGACTTCCCT (27684362-27684373)
			+7600 F (chr17: 27700556/27701127)	GGGGCTTCCT (27700551-27700560)
			+8603 R (chr17: 27702173/27702130)	GCGGAGCCCC (27702168-27702177)
NM_011121	*Plk1* ^†^	polo-like kinase 1	−11380 F (chr7: 129291587/129291572)	GGGGAGCTCC (129291582-129291591)
			+8579 R (chr7: 129311120/129311530)	GGGGGTTCTCCA (129311114-129311125)
NM_016671	*Il27ra* ^†^	interleukin 27 receptor, alpha	−516 R (chr8: 86566513/86566990)	GGGACTTCCCG (86566507-86566518)
NM_016974	*Dbp*	D site albumin promoter binding protein	+712 R (chr7: 52961056/52955496)	GGGGGGCCCC (52961051-52961060)
			−2500 R (chr7: 52957884/52958102)	GGGGACCCCC (52957879-52957888)
			−5106 R (chr7: 52955545/52955496)	CGGGAGCCCC (52955540-52955549)
NM_017376	*Tef* ^†^	NM_017376.2	na R (chr15: 81642127/na)	GGGGGTTCTCCA (81642121-81642132)
NM_026785	*Ube2c*	ubiquitin-conjugating enzyme E2C	2452 R (chr2: 164597717/164597881)	GGGGTTTTTCCA (164597711-164597722)
NM_011332	*Ccl17*	chemokine (C-C motif) ligand 17	−2620 F (chr8: 97331526/97331749)	GGGGAGTTTCCA (97331520-97331531)
			−3542 R (chr8: 97330838/97330827)	TGGGGACCTTCCA (97330832-97330844)
NM_009137	*Ccl22*	chemokine (C-C motif) ligand 22	−506 F (chr8: 97269386/97268984)	GGGGACTTTACA (97269380-97269391)
NM_011369.2	*Shcbp1*	Shc SH2-domain binding protein 1	+287 F (chr8: 4779209/4779247)	GGGAATGTCC (4779204-4779213)
NM_001286404	*Ghrl*	ghrelin	na R (chr6: 113659936/na)	GGGGCTGCCC (113659931-113659940)

DECODE database search for NF-κB1/NF-κB binding consensus sequence (5′-GGGRNYYYCC-3′ or 5′-GGAATTYCCC-3′; R is purine A/G, Y is a pyrimidine T/C, N is any nucleotide) validated by chromatin immunoprecipitation (ChIP)-qPCR from −20 kb to + 10 kb relative to the transcription start site (SAbiosciences.com, http://www.sabiosciences.com/chipqpcrsearch.php?species_id=1&factor=NF-kappaB1&gene=HSPA1A&nfactor=n&ninfo=n&ngene=n&B2=Search (accessed on 30 July 2021), * NCBI Mus musculus Build Number: 37 Version 1. ^†^ Common regulated genes by TNFR and NF-κB1. FC = fold change. FD = fold difference in *Nfkb1^-/-^* mice vs. *Nfkb1^+/+^* mice. F = forward. R = reverse. na = not available. †Common differentially regulated genes in *Tnfr^-/-^* and *Nfkb1^-/-^* lungs.

## Data Availability

Microarray data (Gene Expression Omnibus accession numbers: GSE166399, GSE166398) are deposited in a public database repository. Data is contained within the article or supplementary material.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox10091489/s1.

How the deposited data were processed for this re-analysis (not part of the article)

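Lung RNA was measured on Affymetrix MOE430A arrays, 1 mouse to an array. There were 24 arrays in 8 groups of 3 male mice, made of 2 genotypes (Tnfr+/+ of the strain C57BL/6J, and Tnfr-/-, which lack both TNF receptors) in filtered air or after 24, 48 or 72 h of 0.3 ppm O3. Each array was assigned to its group from the sample labels, which matched the groups that the paper describes. The mice of a group were separate animals, and the 3 Tnfr+/+ air arrays served as the control of all 3 Tnfr+/+ comparisons with O3.

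The authors deposited 1 intensity for each of 22644 probe sets on a linear scale. According to the submitters' processing notes these intensities were made with the MAS5 algorithm in Affymetrix Expression Console, and the values show that each array had been scaled to a common level. The later steps that the methods name, a filter at the 20th percentile, quantile normalization and division by the mean of the Tnfr+/+ air arrays, were not in the deposited intensities. The total signal per array was between 14877000 and 16057700 and the median between 213 and 247. For arrays of this kind the number of arrays, 3 in a group, limits the precision of a difference. The 2 arrays of any pair correlated across probe sets with r between 0.899 and 0.962, and no 2 arrays held identical values.

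The intensities were quantile normalized over the 24 arrays, set to 1 where lower, and taken to log2. Between 0.0883% and 0.296% of an array's values lay below 1. The 64 control probe sets entered no test. Probe sets at or above the 20th percentile of the array in at least 1 of the 24 arrays were kept, 20537 in all, with 11597 genes. One linear model with a mean for each of the 8 groups was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, so that all groups shared 1 estimate of the spread, with 16 residual and 2.38 prior degrees of freedom. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg over the probe sets kept). The study's p values, under 0.01 for O3 against air and under 0.05 between the genotypes, were applied to the same fit without adjustment. Below, the study's threshold stands for these unadjusted p values. For the genotypes after O3 the methods also name a Benjamini-Hochberg False Discovery Rate test, which this threshold leaves out. The comparisons were O3 against air at each time in each genotype, Tnfr-/- against Tnfr+/+ lungs in air and at each time, and the interaction of genotype and O3 at each time.

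Probe sets were named through the annotation of the array, in which 20338 had 1 gene (20309 of them matched to a current gene by Entrez ID), 691 had several and 1551 were not listed. Only those with 1 gene were named. Of the genes and gene clusters that the article names, 20 are not analysed here. A gene was represented by its probe set with the highest mean log2 value over the 24 arrays. The genes named in each of the 7 main comparisons were the 10 with the largest rise and the 10 with the largest fall among called genes whose higher group mean was at or above the median of all probe sets and whose groups did not overlap, every gene that the article names for that comparison, Tnfrsf1a and Tnfrsf1b, and members of the gene lists as examples in order of adjusted p. The values in Tables 1 and 2 of the article had been seen when this rule was written.

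The samples, comparisons, gene lists, thresholds and alternatives were set before the data were examined, apart from the 3 alternatives named below. There were 39 such lists. Of these, 19 held genes of a process (mitosis and cell division, DNA replication, DNA damage response and repair, cholesterol biosynthesis, NRF2 antioxidant response, acute phase and inflammatory mediators, chemokines, NF-kB target genes, xenobiotic metabolism, heat shock proteins and co-chaperones, extracellular matrix and tissue repair, TGF-beta target genes, p53 target genes, interferon response, antigen presentation, immediate early genes, circadian clock genes, glucocorticoid-induced genes and eicosanoid synthesis enzymes) and 20 held markers of a cell type or tissue (neutrophils, alveolar macrophages, B cells, plasma cells, T cells, NK and cytotoxic cells, alveolar type 1 cells, alveolar type 2 cells, club cells, ciliated cells, goblet cells, endothelial cells, fibroblasts, smooth muscle cells, cardiac muscle, skeletal muscle, liver, red blood cells, adipose tissue and thymus). A further 12 lists were taken from Table 3, which the study chose on these samples. Each list was tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 51 lists of a comparison, and again with a correlation estimated for the list. The fry test asked whether the genes of a list moved on balance one way, or in either direction. The number of members called was counted over all probe sets kept and again adjusted over the list alone.

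Each result was computed again with the values as deposited, with cyclic loess, with no filter and a stricter filter (the 40th percentile in at least 3 arrays), with a pseudocount of 16 in place of the floor, over only the arrays of the groups compared, with a trended and robust eBayes, with array quality weights, with the replicate number as a block, and without each array in turn. Where they applied, the methods' t-test, a two-way ANOVA, a fold change of at least 1.5, the mean of all probe sets of a gene, and probe sets other than those ending in _x_at or _s_at were used. The 3 alternatives that follow were chosen after seeing the data. They were the counts without genes near Tnfrsf1a and Tnfrsf1b, the counts of every comparison without Tnfr+/+ O3 72 h replicate 1, and the methods' t-test together with a fold change of at least 1.5. The arrays of each comparison were also split in other ways, all 10 splits of 6 arrays into 3 and 3, and 100 random splits for the interactions and for the genes changed at all 3 times.

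The steps were tested on simulated data built on the comparison of Tnfr+/+ lungs after 72 h of O3 with air, over 20656 probe sets of which 200 were changed. Limma called 15 of the 50 changed 1.5-fold, 33 of those changed 2-fold, 45 of those changed 3-fold and 50 of those changed 4-fold, and 2 that were not changed. A list of 40 genes shifted by 0.5 on the log2 scale had a camera p of 5.1e-32, and 0 of 51 other lists passed with camera at an adjusted p under 0.05. In the measured data 154 tests of lists lost their call with an estimated correlation. The simulated result therefore does not show how often camera calls unchanged lists there. In a comparison left unchanged, limma called 0. Coordinates came from the gene table of the reference and served only to find the genes within 10 Mb of Tnfrsf1a and Tnfrsf1b. The pathway predictions that the study made with IPA were not repeated, and the gene lists stand beside them.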

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

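The tests of liver RNA, of receptor loss at 72 h, of the clock phases and of DNA of another strain elsewhere in the genome were chosen only after the results were seen. The change with O3 differed between the genotypes for 3 genes, by the interaction of genotype and O3. At 24 h the log2 change of Egr1, an immediate early transcription factor, was higher in Tnfr-/- lungs by 2.00 (standard error 0.27, adjusted p = 0.0055), and that of AA545190, a transcript with no assigned function here, by 3.22 (standard error 0.37, adjusted p = 0.0013). Egr1 passed under every alternative run (adjusted p from 0.0014 to 0.032), and AA545190 under each one that kept it except over only the arrays of the groups compared (adjusted p = 0.11, range 5.3e-06 to 0.11). At 72 h the change of Pttg1, the securin that inhibits sister chromatid separation, was higher in Tnfr-/- lungs by 1.66 (standard error 0.23, adjusted p = 0.016). Its call ended over only the arrays compared, with the mean of its probe sets and with another of its probe sets (adjusted p = 0.75, 0.42 and 0.15), and its adjusted p was 0.073 without Tnfr+/+ air replicate 2, 0.075 without Tnfr+/+ O3 72 h replicate 1, 0.057 without Tnfr+/+ O3 72 h replicate 2 and 0.094 without Tnfr-/- O3 72 h replicate 2 (range 0.0022 to 0.75).

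Limma called 2, 0 and 1 probe sets for the interaction at 24, 48 and 72 h, and 1131 had an unadjusted p under 0.05 at 48 h. The count at 24 h became 4 without Tnfr+/+ air replicate 3, Tnfr+/+ O3 24 h replicate 2 or Tnfr-/- O3 24 h replicate 1 and 5 without Tnfr-/- air replicate 1. That at 48 h was 1 without Tnfr+/+ air replicate 2 or Tnfr-/- air replicate 2 and 3 without Tnfr+/+ O3 48 h replicate 1, and that at 72 h 0 without Tnfr+/+ air replicate 2, Tnfr+/+ O3 72 h replicates 1 or 2 or Tnfr-/- O3 72 h replicate 2, 2 without Tnfr+/+ O3 72 h replicate 3 or Tnfr-/- O3 72 h replicate 1 and 3 without Tnfr+/+ air replicate 3, Tnfr-/- air replicate 2 or Tnfr-/- O3 72 h replicate 3. Of 100 random splits of the 12 arrays, the real one included, 11 at 24 h and 17 at 72 h gave as many calls. The highest of the other splits had 46 and 547 calls. At 48 h the real count is 0, which all 100 reach (the highest other had 14), so that this says nothing. These splits also exchange arrays between the genotypes and between air and O3, so that those effects enter them, and they do not decide whether chance gives the calls.

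As lists, 3 groups of genes from Table 3 had higher changes with O3 at 24 h in Tnfr-/- than in Tnfr+/+ lungs, and the study chose these lists on the same samples. It chose the first for genotype differences in air and the other 2 for genotype differences at 24 h, which both enter this interaction. The choice by itself favors this direction, so that the p values are no independent evidence of it. The list for the inflammatory response had a median interaction of 0.39 (camera's adjusted p = 4.0e-04, adjusted p = 0.048 with an estimated correlation, range over the alternatives 6.4e-05 to 0.053, the highest with fry in either direction), and 0 of 10 members passed with limma (3 above 0 when adjusted over the list alone, and 4 above and 0 below 0 at an unadjusted p under 0.05). The list for the quantity of immune cells had 0.58 (adjusted p = 9.5e-06, adjusted p = 0.0498 with an estimated correlation, range 3.3e-06 to 0.0498), and 0 of 15 members passed with limma (7 above and 1 below 0 when adjusted over the list alone, and 7 above and 1 below 0 at an unadjusted p under 0.05). The list for the immune response of leukocytes and phagocytes had 0.41 (adjusted p = 8.7e-06, adjusted p = 0.024 with an estimated correlation, range 6.8e-07 to 0.024), and 0 of 37 members passed with limma (4 above 0 when adjusted over the list alone, and 10 above and 3 below 0 at an unadjusted p under 0.05). A430005L14Rik, a gene that the article does not discuss, was higher in Tnfr-/- than in Tnfr+/+ lungs in air, by 0.88 (standard error 0.15, adjusted p = 0.022). Its call in air ended over only the arrays of the groups compared (adjusted p = 0.13), and its adjusted p was 0.12 without Tnfr+/+ air replicate 1, 0.069 without Tnfr+/+ air replicate 2, 0.055 without Tnfr-/- air replicate 1, 0.13 without Tnfr-/- air replicate 2 and 0.10 without Tnfr-/- air replicate 3 (range 6.8e-04 to 0.13).

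Liver transcripts were higher in Tnfr+/+ air lungs, with a lower mean in Tnfr-/- air for 34 of 35 markers and a mean log2 signal of the list of 6.71 to 7.39 in the 3 Tnfr+/+ air arrays against 6.04 to 6.69 in the other 21. With the values as deposited the median difference, Tnfr-/- minus Tnfr+/+, was -0.69, which argues against quantile normalization as the whole cause. RNA of liver in these whole-lung samples, for which no sort was used, may be a source, and stays open because 2 of the 10 brightest markers were at least 1.5-fold lower in Tnfr-/- air (among them Alb, -1.62, but not Rbp4, -0.10, or Cyp2e1, -0.54) while the median signal of these 10 in Tnfr-/- air, 183, would hide an added signal of 49.8, the median difference over the list, a limit set after the count was seen. A loss of liver transcripts with the receptors stays open as well, since the median difference at 72 h was -0.069 but the list was lower after 72 h of O3 than in air in Tnfr+/+ lungs (median -0.53, camera's adjusted p = 4.6e-05, and adjusted p = 0.058 with an estimated correlation), which could hide it. The explanations from liver RNA and from receptor loss cannot be told apart with these arrays.

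Of 303 genes within 10 Mb of Tnfrsf1a or Tnfrsf1b, 5 were called between the genotypes in at least 1 of the 4 comparisons (A430005L14Rik, Vamp3, Spsb1 and Clcn6 on chromosome 4 and Ptpn6 on chromosome 6), against 131 of 11272 others. DNA of the 129 donor strain around the targeted alleles may contribute, and stays open at an odds ratio of 1.43 (95% interval 0.452 to 3.45, Fisher's exact test, two-sided p = 0.41, adjusted p = 0.63). Probe sets that bind the 129 sequence poorly stay open too, since 4 of 7 further probe sets of these genes differed the same way, 57.1% with an exact binomial interval of 18.4 to 90.1%, which was computed after the share was seen and holds values on both sides of 50%. Of the 5 genes called in all 4 comparisons, 3 lie outside these windows (Pttg1 on chromosome 11, Rab6b on chromosome 9 and Nnt on chromosome 13), and Nnt, of which C57BL/6J carries a deletion, was higher in Tnfr-/- lungs by 1.23 in air, so that DNA of another strain elsewhere in the genome may also contribute. An effect of receptor loss on these genes was not tested.

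For 9 clock genes of the phase of Dbp (with Tef, Hlf, Nr1d1, Nr1d2, Per1, Per2, Per3 and Bhlhe41) and 5 of the phase of Arntl (with Npas2, Clock, Cry1 and Nfil3), the median differences, Tnfr-/- minus Tnfr+/+, had opposite signs in 4 of 4 comparisons. They were 0.68 and -0.98 in air, 0.06 and -0.82 at 24 h, 0.19 and -0.62 at 48 h, and 0.83 and -0.95 at 72 h. Within a genotype the medians of O3 minus air at 24, 48 and 72 h were -0.70 and 0.37, -0.55 and 0.13 and -0.08 and -0.12 in Tnfr-/- lungs and -0.24 and 0.11, -0.15 and -0.23 and -0.16 and -0.39 in Tnfr+/+ lungs. Lungs taken at different times of the day and a clock of another phase in Tnfr-/- mice both predict the difference between the genotypes, and cannot be told apart because the time of day at which the lungs were taken is not given in the sources used here.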

How the results depend on the processing

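The counts without Tnfr+/+ O3 72 h replicate 1 in every comparison and those of the methods' t-test with a 1.5-fold change were chosen only after the results were seen, as was the count without genes near Tnfrsf1a and Tnfrsf1b. Over all alternatives, 315 counts stayed within 1.5 times their value and 134 did not. For the lists taken as the main result of a comparison, 309 tests kept their direction and their side of the threshold, 10 lost the call and 1 gained it. Of other lists described at the head of a result, those of the glucocorticoid-induced genes and of the neutrophils at 24 h, of smooth muscle at 48 h and of alveolar macrophages at 72 h in Tnfr+/+ lungs lost the call with an estimated correlation (adjusted p = 0.18, 0.11, 0.075 and 0.058), as did those of the glucocorticoid-induced genes at 24 h and of the TGF-beta target genes at 48 h between the genotypes (adjusted p = 0.097 and 0.076). For the other lists in all these were 12872, 599 and 381, with 6 reversed, and for the named genes 10625, 1159 and 88, with 4 reversed. A change of sign where neither value passed was counted as the same. Signal over background limits the probe sets with low values, on which the filters and the pseudocount act. At a pseudocount of 16 the only count to move was that of the genotypes in air, to 33 from 18. The mean of all probe sets and the probe sets not ending in _x_at or _s_at gave values for genes and lists only, and AA545190 was not among the probe sets that the stricter filter kept.

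Over only the arrays of the groups compared, which leaves fewer degrees of freedom, limma called 0, 24 and 14 probe sets in Tnfr+/+ lungs at 24, 48 and 72 h of O3 (1218 at 24 h at an unadjusted p under 0.05), 28, 15 and 0 between the genotypes at these times (1191 at 72 h at an unadjusted p under 0.05), 29 and 222 in Tnfr-/- lungs at 24 and 72 h, and 1, 7 and 0 as interactions (891 at 72 h at an unadjusted p under 0.05). At the study's threshold there were 539 at 48 h and 637 at 72 h, with 38 up and 10 down at all 3 times. With array quality weights the calls were 34 and 449 in Tnfr+/+ lungs at 24 and 48 h, 99, 428, 106 and 20 between the genotypes in air and at the 3 times (2390 in air at the study's threshold), 660, 2448 and 1697 in Tnfr-/- lungs, and 4, 3 and 2 as interactions. The stricter filter, which tests fewer probe sets, gave 28 between the genotypes in air, 315 at 24 h and 1 for the interaction at 24 h. The trended and robust eBayes gave 33 in air and 2 for the interaction at 72 h. For the weights and eBayes counts the cause was not tested.

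With the methods' t-test, which estimates the spread of each probe set from 6 arrays, 0, 0 and 2 probe sets passed after Benjamini-Hochberg in Tnfr+/+ lungs and 2, 8, 0 and 0 between the genotypes in air and at the 3 times. At an unadjusted p under 0.05 there were 1240 at 24 h and 1942 at 48 h in Tnfr+/+ lungs. At the study's threshold it gave 295, 536 and 687 in Tnfr+/+ lungs, 27 up and 7 down at all 3 times, and 1728, 2951, 2078 and 1153 between the genotypes. A fold change of at least 1.5 lowered the study's counts between the genotypes to 797, 1562, 1127 and 1200 and those down at all 3 times to 11. With both, there were 114, 291 and 405 in Tnfr+/+ lungs, 502, 1113, 826 and 484 between the genotypes, and 21 up and 1 down at all 3 times. A two-way ANOVA with the air arrays gave 131, 37 and 15 probe sets at 24, 48 and 72 h, and over the 18 O3 arrays 502 with a genotype effect.

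Leaving out 1 array of the groups compared gave 6 to 17, 134 to 172 and 294 to 767 calls in Tnfr+/+ lungs and 12 to 27, 48 to 147, 14 to 31 and 12 to 74 between the genotypes in air and at the 3 times. At the study's threshold it gave 223 to 390 at 24 h in Tnfr+/+ lungs, 1475 to 3284 between the genotypes at 72 h, and 47 to 103 up and 12 to 25 down at all 3 times. In Tnfr-/- lungs it gave 108 to 186, 356 to 534 and 416 to 692 calls at 24, 48 and 72 h, and for the interactions 2 to 5, 0 to 3 and 0 to 3. At an unadjusted p under 0.05 the counts behind a 0 were 937 to 1324 at 48 h and 890 to 1686 at 72 h. Without Tnfr+/+ O3 72 h replicate 1, which stands apart from the other arrays, the counts of comparisons that do not hold it were 28 and 358 in Tnfr+/+ lungs at 24 and 48 h (435 at the study's threshold at 24 h), 42, 359 and 68 between the genotypes in air and at 24 and 48 h, 365, 1222 and 1165 in Tnfr-/- lungs, and 4 and 1 as interactions at 24 and 48 h.

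The heat shock list at 48 h in Tnfr+/+ lungs (median -0.31) lost its call with an estimated correlation, with fry and over only the arrays compared (adjusted p = 0.30, 0.12 and 0.070). With 1 array left out its median was -0.44 to -0.21, and the call was lost at -0.31 without Tnfr+/+ air replicate 1 (adjusted p = 0.13), -0.25 without Tnfr+/+ air replicate 2 (adjusted p = 0.051) and -0.25 without Tnfr+/+ O3 48 h replicate 3 (adjusted p = 0.080). With an estimated correlation the calls were also lost for the TGF-beta target genes at 72 h (median 0.26, adjusted p = 0.092), and between the genotypes for the acute phase list at 24 h (median 0.17, adjusted p = 0.15) and for cholesterol biosynthesis at 48 h (median 0.29, adjusted p = 0.11). The acute phase list had medians of 0.062 to 0.20 with 1 array left out, and lost the call at 0.062 without Tnfr-/- O3 24 h replicate 1 (adjusted p = 0.052). The p53 target genes at 72 h (median 0.055) gained a call with fry in either direction (adjusted p = 9.3e-04). The direction was reversed with the values as deposited for the club cell markers between the genotypes at 72 h (median -0.16) and in the interaction at 72 h (median 0.058, test direction down), and for the alveolar type 2 markers in both (medians -0.25 and -0.22). It was reversed with probe sets not ending in _x_at or _s_at for Fkbp11 at 72 h in Tnfr+/+ lungs (-0.041), for Lss at 72 h in Tnfr-/- lungs (-0.35) and for Ctse between the genotypes at 48 and 72 h (-0.10 and -0.31). Leaving out 1 array gave medians of -0.051 to 0.99 for the adipose markers at 48 h in Tnfr+/+ lungs, the lowest without Tnfr+/+ O3 48 h replicate 2, and of -0.33 to 0.21 for the cardiac muscle markers at 24 h, the lowest without Tnfr+/+ air replicate 2 (adjusted p = 0.0060). Over all alternatives the adjusted p was 3.8e-04 to 0.30 for the heat shock list, 3.6e-20 to 0.092 for the TGF-beta target genes, 4.2e-09 to 0.15 for the acute phase list, 4.9e-07 to 0.11 for cholesterol biosynthesis, 9.3e-04 to 0.997 for the p53 target genes and 0.0060 to 0.93 for the cardiac muscle markers. For the losses and reversals of these lists and genes the cause was not tested.

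The arrays share replicate numbers across groups, but the numbers did not pair them. Over 28 pairs of groups, 0 had every correlation of same-numbered arrays (as deviations from the group means) above 0.1, the median r was 0.0046, and in 2 pairs every array correlated best with its own number. With the replicate block limma called 14, 228 and 591 probe sets in Tnfr+/+ lungs and 25, 192, 31 and 37 between the genotypes in air and at the 3 times, all within 1.5 times the counts without it. It ended 34 calls of named genes and made 1.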

Differences from the paper's values

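The methods' t-test with a 1.5-fold change was chosen only after the values were seen. The paper's folds of Tables 1 and 2 were set beside those of the probe set with the highest mean of each gene, and the probe set behind each of the paper's folds is not named in its text. Of 185 folds, 66 differed by more than the replicate SD or in sign (40 of 96 in Table 1 and 26 of 89 in Table 2). Across genes, which are not independent replicates, the log2 folds of the paper and those here had an r of 0.948 over both tables, of 0.943 over Table 1 alone and of 0.949 over Table 2 alone. Of the 126 folds of at least 1.5 in the paper, 125 had the same sign here, 78 of 78 in Table 1 and 47 of 48 in Table 2, where the exception was Chil4 at 48 h. Each fold that differed was computed under 17 alternatives set before the data were examined. Those that brought it within the error of the paper's fold are named, and the others did not.

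In Tnfr+/+ lungs after O3 (Table 1), Retnla had fold changes of 7.71 and 7.89 at 48 and 72 h, and the paper's are 6.65 and 6.74, reached at 48 h with the values as deposited or cyclic loess or without Tnfr+/+ O3 48 h replicate 2, and at 72 h under none. Lrg1 had fold changes of 3.13, 4.71 and 6.45 at 24, 48 and 72 h, and the paper's are 2.29, 3.2 and 4.12, reached at 72 h with array quality weights or without Tnfr+/+ O3 72 h replicate 1, and at 24 h and 48 h under none. Timp1 had fold changes of 5.33, 6.41 and 5.71 at 24, 48 and 72 h, and the paper's are 3.4, 4.45 and 3.94, reached at 24 h with array quality weights or without Tnfr+/+ air replicate 2, at 48 h with a pseudocount of 16 or array quality weights or without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 48 h replicate 1 and at 72 h with a pseudocount of 16 or array quality weights or without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 72 h replicate 2. Socs3 had a fold change of 3.27 at 48 h, and the paper's is 2.45, reached with the mean of all probe sets. Ccl17 had fold changes of 2.25, 2.91 and 3.18 at 24, 48 and 72 h, and the paper's are 1.78, 2.46 and 2.3, reached at 24 h with a pseudocount of 16 or without Tnfr+/+ air replicate 1 or Tnfr+/+ O3 24 h replicate 2, and at 48 h and 72 h under none. Tnfrsf12a had fold changes of 2.34, 3.85 and 4.59 at 24, 48 and 72 h, and the paper's are 1.5, 2.12 and 2.21, reached under none. Mcm5 had a fold change of 1.07 at 24 h, and the paper's is 1.21, reached without Tnfr+/+ air replicate 3 or Tnfr+/+ O3 24 h replicate 3. Ube2c had fold changes of 2.67 and 4.96 at 48 and 72 h, and the paper's are 2.1 and 3.39, reached at 48 h without Tnfr+/+ air replicate 2, and at 72 h under none. Saa3 had a fold change of 2.22 at 24 h, and the paper's is 1.81, reached under none. Ch25h had fold changes of 2.49, 2.93 and 2.49 at 24, 48 and 72 h, and the paper's are 1.68, 2.17 and 1.74, reached at 24 h without Tnfr+/+ air replicate 3, at 48 h with a pseudocount of 16 or without Tnfr+/+ air replicate 3 or Tnfr+/+ O3 48 h replicates 1 or 3 and at 72 h without Tnfr+/+ air replicate 3 or Tnfr+/+ O3 72 h replicate 1. Cyp51 had fold changes of 2.47 and 2.23 at 48 and 72 h, and the paper's are 2.03 and 1.72, reached at 72 h with the mean of all probe sets, and at 48 h under none. Mki67 had fold changes of -1.14 and 4.10 at 24 and 72 h, and the paper's are 1.1 and 3.12, reached at 24 h without Tnfr+/+ O3 24 h replicate 3 and at 72 h without Tnfr+/+ air replicate 1 or Tnfr+/+ O3 72 h replicate 3. Cdk1 had fold changes of 7.01 and 18.6 at 48 and 72 h, and the paper's are 2.15 and 3.09. The paper's were reached at 48 h with a pseudocount of 16 or without Tnfr+/+ O3 48 h replicates 1 or 2, and at 72 h under none. The air signal of Cdk1 lay below the 20th percentile of each of the 3 arrays, so its folds are against a low signal. Anln had fold changes of 1.00, 2.81 and 3.82 at 24, 48 and 72 h, and the paper's are -1.1, 2.05 and 2.48, reached at 24 h with the values as deposited, cyclic loess, a pseudocount of 16 or array quality weights or without Tnfr+/+ air replicates 2 or 3 or Tnfr+/+ O3 24 h replicates 1 or 2, at 48 h with the values as deposited or a pseudocount of 16 or without Tnfr+/+ air replicates 2 or 3 or Tnfr+/+ O3 48 h replicates 1 or 2 and at 72 h without Tnfr+/+ air replicate 2. Top2a had a fold change of 3.03 at 72 h, and the paper's is 2.31, reached without Tnfr+/+ O3 72 h replicate 3. Marco had fold changes of 4.10 and 2.42 at 48 and 72 h, and the paper's are 2.25 and 1.7, reached under none. Igfbp3 had a fold change of -2.51 at 48 h, and the paper's is -3.3, reached under none. Alb had a fold change of -3.87 at 72 h, and the paper's is -1.87, reached without Tnfr+/+ air replicate 2. Thbs3 had fold changes of -2.62 and -1.92 at 48 and 72 h, and the paper's are -2.19 and -1.83, reached at 72 h with cyclic loess, a pseudocount of 16 or array quality weights or without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 72 h replicate 1, and at 48 h under none. Cyp1a1 had a fold change of -5.16 at 48 h, and the paper's is -2.58, reached with a pseudocount of 16 or array quality weights or without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 48 h replicates 2 or 3. Myh11 had a fold change of -2.72 at 72 h, and the paper's is -1.46, reached with the mean of all probe sets or without Tnfr+/+ air replicates 1 or 3.

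Between the genotypes (Table 2), Pttg1 had a fold change of -8.24 in air, and the paper's is -4.27, reached under none. Gzma had a fold change of -3.10 in air, and the paper's is -2.1, reached without Tnfr-/- air replicate 2. Nnt had a fold change of 2.34 in air, and the paper's is 1.92, reached with array quality weights or without Tnfr+/+ air replicate 2. Zbtb16 had a fold decrease of 14.6 at 24 h, and the paper's is 5.56, reached with a pseudocount of 16 or the mean of all probe sets or without Tnfr-/- O3 24 h replicate 1. Pttg1 had a fold change of -9.27 at 24 h, and the paper's is -4.12, reached under none. Pttg1 had fold decreases of 4.80 and 2.61 at 48 and 72 h, and the paper's are 3.09 and 1.84, reached under none. Egr1 had a fold change of 5.01 at 24 h, and the paper's is 4.07, reached under none. Ccn1 had a fold change of -1.04 at 72 h, and the paper's is 1.04, reached with array quality weights, the mean of all probe sets or probe sets not ending in _x_at or _s_at or without Tnfr-/- O3 72 h replicate 1. Cd79b had fold changes of -1.07 and -1.14 at 48 and 72 h, and the paper's are 1.09 and 1.1, reached at 48 h without Tnfr+/+ O3 48 h replicates 1 or 2 or Tnfr-/- O3 48 h replicate 3, and at 72 h under none. Fos had fold changes of 2.95, -1.03 and -1.16 at 24, 48 and 72 h, and the paper's are 2.51, 1.06 and 1.09, reached at 24 h without Tnfr+/+ O3 24 h replicate 2 or Tnfr-/- O3 24 h replicate 1, at 48 h without Tnfr+/+ O3 48 h replicate 1 or Tnfr-/- O3 48 h replicate 2 and at 72 h without Tnfr+/+ O3 72 h replicate 1. Chil4 had fold changes of 1.56, -1.11 and -1.46 at 24, 48 and 72 h, and the paper's are 2.24, 1.81 and 1.48, reached at 24 h without Tnfr-/- O3 24 h replicate 2 and at 48 h without Tnfr+/+ O3 48 h replicate 1, and at 72 h under none. Chil3 had fold changes of 1.54, 1.37 and 1.14 at 24, 48 and 72 h, and the paper's are 2.24, 1.81 and 1.48, reached at 48 h without Tnfr+/+ O3 48 h replicate 2 and at 72 h without Tnfr+/+ O3 72 h replicate 3, and at 24 h under none. Timp1 had a fold change of -1.07 at 72 h, and the paper's is 1.04, reached under none. Fdps had a fold change of 1.73 at 24 h, and the paper's is 1.59, reached under none. Lrp2 had a fold change of 1.53 at 24 h, and the paper's is 1.47, reached with cyclic loess, a pseudocount of 16, array quality weights or the mean of all probe sets or without Tnfr+/+ O3 24 h replicate 3 or Tnfr-/- O3 24 h replicates 1 or 2. Il33 had a fold change of 1.35 at 48 h, and the paper's is 1.55, reached without Tnfr+/+ O3 48 h replicate 1 or Tnfr-/- O3 48 h replicate 1. Dmkn had a fold change of 1.29 at 24 h, and the paper's is 1.2, reached without Tnfr+/+ O3 24 h replicate 1 or Tnfr-/- O3 24 h replicate 1. Slc26a4 had a fold change of 1.14 at 72 h, and the paper's is 1.35, reached without Tnfr+/+ O3 72 h replicates 1 or 3 or Tnfr-/- O3 72 h replicates 1 or 2. The paper gives a fold for Cd79a and Cd79b together and another for Chil4 and Chil3 together, and each was set beside both genes.

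Counts here are of probe sets at an unadjusted p under 0.01 for O3 in Tnfr+/+ lungs and under 0.05 between the genotypes, from limma's moderated test. The paper gives the same p values. For O3 its methods name a t-test and the legend of Figure 1A a moderated t-test. For the genotypes after O3 its methods name a two-way ANOVA with a Benjamini-Hochberg test for the multiple comparisons. The counts between the genotypes after O3 may therefore rest on unlike thresholds. The note to Table 1 also names a 1.5-fold change for the full list, which was not asked for here. Figure 1A counts lung genes, so its unit differs from the probe sets counted here. A count of genes at this threshold was not made. At 72 h of O3, 1614 probe sets passed in Tnfr+/+ lungs and the paper's count is 805 (Figure 1A), and the counts within 1.5 times of it were 637 with only the arrays compared, 1130 with a 1.5-fold change added, 687 with the methods' t-test and 1180 without Tnfr+/+ air replicate 3. At all 3 times 23 probe sets were lower and the paper's count is 45, and 32 with array quality weights was the only count within 1.5 times of it. Among probe sets at the threshold, 27.4% passed at 2 or 3 times and the paper's share is 18%, which it words as more than 2 time points. At all 3 times the share here was 4.60%. The share at 2 or 3 times was within 1.5 times of the paper's at 26.9% with the values as deposited, 26.8% with no filter, 26.0% with only the arrays compared, 19.0% with the methods' t-test, 26.6% without Tnfr+/+ O3 24 h replicate 2, 26.7% without Tnfr+/+ O3 24 h replicate 3, 24.2% without Tnfr+/+ O3 48 h replicate 1, 24.2% without Tnfr+/+ O3 48 h replicate 2, 23.9% without Tnfr+/+ O3 48 h replicate 3, 25.3% without Tnfr+/+ O3 72 h replicate 2 and 23.2% without Tnfr+/+ O3 72 h replicate 3, and at 21.6% with the methods' t-test and a 1.5-fold change, chosen after the values were seen.

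At 24 h of O3, 1452 probe sets were higher and 1433 lower in Tnfr-/- lungs, and the paper's counts are about 790 and about 610 in Figure 2A, read by eye. For the higher ones the counts within 1.5 times were 837 with a 1.5-fold change added, 1127 without Tnfr+/+ O3 24 h replicate 2, 1157 without Tnfr-/- O3 24 h replicate 1 and 1058 without Tnfr-/- O3 24 h replicate 2, and for the lower ones 725 with a 1.5-fold change added. With the methods' t-test and a 1.5-fold change, chosen after the values were seen, 602 were higher and 511 were lower, also within 1.5 times. At 48 h of O3, 1179 probe sets were higher and 1033 lower in Tnfr-/- lungs, and the paper's counts are about 580 and about 540 in Figure 2A, read by eye. For the higher ones the counts within 1.5 times were 649 with a 1.5-fold change added and 782 without Tnfr-/- O3 48 h replicate 2, and for the lower ones 478 with a 1.5-fold change added and 792 without Tnfr-/- O3 48 h replicate 2. With the methods' t-test and a 1.5-fold change, chosen after the values were seen, 512 were higher, also within 1.5 times. At 72 h of O3, 1193 probe sets were higher and 1079 lower in Tnfr-/- lungs, and the paper's counts are about 270 and about 420 in Figure 2A, read by eye. For the higher ones the count within 1.5 times was 279 with the two-way ANOVA over the 18 O3 arrays, and for the lower ones 500 with a 1.5-fold change added and 619 with the methods' t-test. With the methods' t-test and a 1.5-fold change, chosen after the values were seen, 246 were higher, also within 1.5 times. The ANOVA over the 18 O3 arrays gives 1 genotype effect over all 3 times of O3, so that its count is not one for 72 h alone. The other alternatives left each of these counts more than 1.5 times from the paper's. Among the genes with a direction in the article, the methods' t-test with a 1.5-fold change drops 36 of 47, 28 of 55 and 30 of 62 in Tnfr+/+ lungs at 24, 48 and 72 h and 20 of 43, 45 of 57 and 40 of 46 between the genotypes at these times. Of those that passed the unadjusted threshold in the main fit, it drops 9 of 20, 14 of 41 and 20 of 51 in Tnfr+/+ lungs. Between the genotypes it drops 7 of 29, 12 of 24 and 3 of 9 of them.

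Of the genes for which the article gives a direction in a table, figure or its text, 45 of 47, 55 of 55 and 61 of 62 had that direction here in Tnfr+/+ lungs at 24, 48 and 72 h of O3, and 14 of 14, 42 of 43, 49 of 57 and 34 of 46 between the genotypes in air and at 24, 48 and 72 h. limma called 7, 30 and 43 of those in the first comparisons and 3, 16, 3 and 2 in the second, and called 0 in the opposite direction in any of the 7. In the opposite direction, apart from folds given before, were Malat1 at 72 h of O3 in Tnfr+/+ lungs (-0.05), which the article gives as higher, and between the genotypes Erbb2 (-0.06) at 24 h, given as higher, Zmiz1 (0.21) and Pla2g2a (0.05) at 48 h, given as lower, and at 72 h App (-0.02), Lamc1 (-0.01) and Slc1a3 (-0.06), given as higher, and Epor (0.29), Kcnj9 (0.50), Bdnf (0.21) and Chrnb3 (0.16), given as lower. For these the adjusted p was 0.65 or more. Zbtb16 at 48 h is counted among the opposite ones, with a log2 fold change of -0.23, though Table 2 gives it no change. For lipid metabolism the article states that Fdps, Got2 and Sgms1 were lower in Tnfr-/- lungs at 48 h. Here Sgms1 had a log2 fold change of 0.90 (adjusted p = 0.11), higher at an unadjusted p under 0.05. Fdps had 0.94 (adjusted p = 0.38) and Got2 0.01 (adjusted p = 0.98). Table 2 of the article gives Fdps as higher in Tnfr-/- lungs.

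The article describes the genotype difference as more marked at 24 and 48 h than at 72 h. Here 2885, 2212 and 2272 probe sets had an unadjusted p under 0.05 at 24, 48 and 72 h. The count at 72 h became 1475 without Tnfr+/+ O3 72 h replicate 1, and another split of the 72 h arrays gave 2304. The values of the genotypes did not overlap in 23.1%, 19.0% and 13.0% of the probe sets, where chance gives 10%. With the methods' t-test the counts were 2951, 2078 and 1153, and limma called 206, 34 and 33. At an unadjusted p under 0.01, 20, 41 and 51 of the article's genes passed in Tnfr+/+ lungs. At one under 0.05, 11, 29, 24 and 9 passed between the genotypes. Some genes named in the article that limma did not call here were called under an alternative. At 24 h of O3 these were Saa3 with the stricter filter, the trended and robust eBayes or array quality weights, Cyp51 with the trended and robust eBayes or array quality weights, Sprr1a and Tnc with array quality weights and Socs3 with the mean of all probe sets or probe sets not ending in _x_at or _s_at. At 48 h of O3 these were Npr3 with the values as deposited, cyclic loess, the stricter filter, a pseudocount of 16, the trended and robust eBayes or the mean of all probe sets, Thbs1 and Mcm6 with the stricter filter, the trended and robust eBayes, array quality weights or the mean of all probe sets, Igfbp3 with the stricter filter, a pseudocount of 16, only the arrays compared, the trended and robust eBayes or array quality weights, Cdk1 and Cks2 with array quality weights or without Tnfr+/+ O3 48 h replicate 3 and Mcm4 and Ccl2 with array quality weights. At 72 h of O3 these were Cyp4b1 with cyclic loess or the trended and robust eBayes, Mcm3 with the stricter filter, the trended and robust eBayes, array quality weights, the replicate block, the mean of all probe sets or probe sets not ending in _x_at or _s_at or without Tnfr+/+ O3 72 h replicate 1, Foxo3 with the stricter filter, the trended and robust eBayes or the mean of all probe sets, Fhl1 with the trended and robust eBayes, Il33 with array quality weights or without Tnfr+/+ O3 72 h replicate 1, Vps37a with array quality weights or the mean of all probe sets, Thbs1 without Tnfr+/+ O3 72 h replicate 1 and Sdc2 without Tnfr+/+ O3 72 h replicate 3. Between the genotypes in air these were Alb with the stricter filter, a pseudocount of 16, the trended and robust eBayes, array quality weights or the mean of all probe sets or without Tnfr+/+ air replicate 3 or Tnfr-/- air replicate 3, Nnmt with a pseudocount of 16, Gzma, Rab4a and Tnc with array quality weights and Apoa1 with the mean of all probe sets. Between the genotypes at 24 h these were Map4k1 with the values as deposited, the stricter filter, a pseudocount of 16, the trended and robust eBayes, array quality weights or the mean of all probe sets or without Tnfr+/+ O3 24 h replicate 1, Blnk and Fes with the stricter filter or array quality weights, Cd68 with the stricter filter, the trended and robust eBayes or array quality weights and Lrp2 with array quality weights. Between the genotypes at 48 h these were Lrp2, Slc26a4 and Pink1 with array quality weights and Fads2 with array quality weights or without Tnfr+/+ O3 48 h replicate 1. Between the genotypes at 72 h these were Igfbp2 with the trended and robust eBayes or without Tnfr+/+ O3 72 h replicate 3 and Fgfr1 without Tnfr+/+ O3 72 h replicate 3.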

Other observations

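The genes of Tnfr-/- lungs named here, and the comparison for which each list is given, were chosen only after the results were seen, and no test was. In Tnfr-/- lungs, inflammatory mediators and genes of tissue repair were higher as lists with O3 than in air at each of the 3 times, and genes of cell division at the later ones. Of the acute phase and inflammatory mediators, 8, 9 and 9 of 26 rose at 24, 48 and 72 h (15, 17 and 16 adjusted over the list alone), with medians of 0.62, 0.60 and 0.66 and camera's adjusted p = 8.4e-19, 4.8e-17 and 8.7e-16 (adjusted p = 1.7e-04, 3.0e-04 and 3.2e-04 with an estimated correlation). Among them Lrg1, a secreted glycoprotein of the acute phase, rose by 2.90 (standard error 0.22, adjusted p = 4.7e-07) at 24 h and by 2.87 and 2.58 at 48 and 72 h, and Lcn2, a neutrophil protein that binds iron carriers, rose by 1.71, 2.49 and 1.96. Among extracellular matrix and repair genes, 5, 9 and 10 of 29 rose at 24, 48 and 72 h (8, 11 and 11 adjusted over the list alone), with medians of 0.20, 0.26 and 0.34 and camera's adjusted p = 1.3e-05, 8.5e-08 and 2.8e-07 (adjusted p = 0.0064, 0.0020 and 0.0027 with an estimated correlation). Timp1, an inhibitor of metalloproteinases, rose by 3.08 (standard error 0.22, adjusted p = 3.9e-07) at 24 h, 3.29 at 48 h and 2.37 at 72 h, and Tnc, a matrix protein, by 2.83, 2.88 and 2.51. Of the chemokines, 2, 3 and 3 of 24 rose at 24, 48 and 72 h (5, 4 and 4 adjusted over the list alone), with medians of 0.48, 0.26 and 0.44 and camera's adjusted p = 5.7e-07, 0.0010 and 2.0e-04 (adjusted p = 0.0046, 0.033 and 0.027 with an estimated correlation), led by Ccl17 (1.47, 2.00 and 1.44). Among genes of cholesterol biosynthesis, 6, 9 and 5 of 19 rose at 24, 48 and 72 h (12, 14 and 6 adjusted over the list alone), with medians of 0.53, 0.72 and 0.37 and camera's adjusted p = 5.8e-11, 2.0e-14 and 3.0e-06 (adjusted p = 0.0060, 0.0020 and 0.041 with an estimated correlation), with Cyp51 at 1.47, 1.52 and 1.01.

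For mitosis and cell division in Tnfr-/- lungs, 0 of 40 passed at 24 h with limma (1 rose when adjusted over the list alone, and 7 were higher and 3 lower at an unadjusted p under 0.05, camera's adjusted p = 0.19), 25 rose at 48 h and 34 at 72 h (32 and 36 adjusted over the list alone, medians 1.40 and 1.92, camera's adjusted p = 4.3e-38 and 9.9e-61, and adjusted p = 3.6e-04 and 3.2e-05 with an estimated correlation). Ccna2, cyclin A2, rose by 1.63 (standard error 0.19, adjusted p = 4.6e-05) at 48 h and 2.42 at 72 h. In DNA replication, 0 of 42 passed with limma (7 rose when adjusted over the list alone, and 10 were higher and 0 lower at an unadjusted p under 0.05) at 24 h, and 19 and 18 rose at 48 and 72 h (29 and 29 adjusted over the list alone), with camera's adjusted p = 1.3e-05, 4.3e-25 and 3.6e-27 at the 3 times (adjusted p = 0.020, 6.7e-05 and 3.2e-05 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, rose by 2.11 (standard error 0.20, adjusted p = 6.9e-06) at 48 h and 2.48 at 72 h. Markers of alveolar macrophages were measured beside these, and 1 of 14 rose and 13 did not pass (3 rose when adjusted over the list alone) at 24 h, 4 of 14 rose and 10 did not pass (6 rose when adjusted over the list alone) at 48 h and 4 of 14 rose and 10 did not pass (4 rose when adjusted over the list alone) at 72 h (camera's adjusted p = 0.0502, 7.2e-07 and 1.7e-04, adjusted p = 0.44, 0.033 and 0.12 with an estimated correlation). As a list, the call at 24 h was made only without Tnfr-/- air replicates 1 or 2 or Tnfr-/- O3 24 h replicate 3 (adjusted p down to 0.012). Of the immediate early genes, 6 of 27 rose at 24 h (13 adjusted over the list alone), with camera's adjusted p = 1.1e-12 (adjusted p = 0.0098 with an estimated correlation), and among them Egr1 rose by 1.94 (standard error 0.19, adjusted p = 2.4e-05). At 48 and 72 h, 2 and 1 of them rose (2 and 1 adjusted over the list alone, camera's adjusted p = 0.032 and 0.98, and adjusted p = 0.41 and 0.99 with an estimated correlation), and as a list the call at 48 h ended without Tnfr-/- air replicates 2 or 3 (adjusted p up to 0.13).

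Limma called 226, 787 and 814 probe sets in Tnfr-/- lungs at 24, 48 and 72 h, and the highest counts among the other splits of the arrays were 1, 1 and 1. The count at 24 h became 108 without Tnfr-/- O3 24 h replicate 1, 117 without Tnfr-/- air replicate 3, 125 without Tnfr-/- air replicate 2 and 132 without Tnfr-/- O3 24 h replicate 2, the count at 48 h 356 without Tnfr-/- O3 48 h replicate 2, 403 without Tnfr-/- air replicate 3, 514 without Tnfr-/- air replicate 2, 516 without Tnfr-/- O3 48 h replicate 3 and 524 without Tnfr-/- air replicate 1, and the count at 72 h 416 without Tnfr-/- air replicate 3, 447 without Tnfr-/- O3 72 h replicate 2, 478 without Tnfr-/- O3 72 h replicate 3, 488 without Tnfr-/- air replicate 1 and 535 without Tnfr-/- air replicate 2. The 3'/5' ratios of the control probe sets were lower after O3 than in air in these lungs, 1.28 to 1.43 in air against 1.03 to 1.22, 1.01 to 1.13 and 0.890 to 1.08 at 24, 48 and 72 h for Gapdh and 1.20 to 1.27 against 1.01 to 1.16, 1.03 to 1.10 and 1.02 to 1.09 for actin. Across 11597 genes, which are not independent replicates, the log2 changes with O3 in the 2 genotypes, which share no arrays, correlated with r = 0.126, 0.373 and 0.418 at the 3 times.

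In the interaction of genotype and O3, where a value above 0 is a higher change in Tnfr-/- lungs, some of the fixed lists also passed with camera, and each lost the call with an estimated correlation. At 24 h, of the B cell markers 0 of 15 passed with limma (9 above and 0 below 0 when adjusted over the list alone, 9 above and 1 below 0 at an unadjusted p under 0.05), with a median interaction of 0.95 and camera's adjusted p = 3.4e-09 (adjusted p = 0.064 with an estimated correlation), and of the immediate early genes 1 of 27 passed with limma (7 above and 0 below 0 when adjusted over the list alone, 10 above and 0 below 0 at an unadjusted p under 0.05), with a median interaction of 0.54 and camera's adjusted p = 5.6e-08 (adjusted p = 0.070 with an estimated correlation). Of the genes that glucocorticoids induce 0 of 19 passed with limma (1 above and 5 below 0 when adjusted over the list alone, 1 above and 7 below 0 at an unadjusted p under 0.05), with a median interaction of -0.75 and camera's adjusted p = 9.8e-06 (adjusted p = 0.10 with an estimated correlation), and of the heat shock proteins 0 of 23 passed with limma (0 above and 3 below 0 when adjusted over the list alone, 0 above and 4 below 0 at an unadjusted p under 0.05), with a median interaction of -0.33 and camera's adjusted p = 1.2e-04 (adjusted p = 0.14 with an estimated correlation). At 48 h, of the heat shock proteins 0 of 23 passed with limma (2 above and 0 below 0 when adjusted over the list alone, 7 above and 0 below 0 at an unadjusted p under 0.05), with a median interaction of 0.58 and camera's adjusted p = 7.0e-11 (adjusted p = 0.051 with an estimated correlation), and of the liver markers 0 of 35 passed with limma (0 above and 0 below 0 when adjusted over the list alone, 8 above and 1 below 0 at an unadjusted p under 0.05), with a median interaction of 0.44 and camera's adjusted p = 5.0e-05 (adjusted p = 0.070 with an estimated correlation). At 72 h, of the liver markers 0 of 35 passed with limma (1 above and 0 below 0 when adjusted over the list alone, 7 above and 1 below 0 at an unadjusted p under 0.05), with a median interaction of 0.62 and camera's adjusted p = 1.2e-07 (adjusted p = 0.070 with an estimated correlation).

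Of the markers of tissues around the lung and of rarer cells, few members passed singly. Between the genotypes in air, of the cardiac muscle markers 0 of 17 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 3 lower at an unadjusted p under 0.05), with a median of -0.38 and camera's adjusted p = 9.6e-04 (adjusted p = 0.56 with an estimated correlation), a call that ended without Tnfr-/- air replicate 3 or Tnfr+/+ air replicates 1 or 3 (adjusted p up to 0.29). At 24 h 0 of 17 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 6 lower at an unadjusted p under 0.05), with a median of -0.62 and camera's adjusted p = 1.6e-04 (adjusted p = 0.39 with an estimated correlation), and at 72 h 0 of 17 passed with limma (2 fell when adjusted over the list alone, and 0 were higher and 6 lower at an unadjusted p under 0.05), with a median of -0.49 and camera's adjusted p = 5.2e-04 (adjusted p = 0.53 with an estimated correlation), a call that ended without Tnfr+/+ O3 72 h replicate 1 (adjusted p = 0.080). Of the skeletal muscle markers at 72 h, 0 of 12 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 3 lower at an unadjusted p under 0.05), with a median of -0.43 and camera's adjusted p = 0.22. Between the genotypes at 48 h, of the adipose tissue markers 0 of 12 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 4 lower at an unadjusted p under 0.05), with a median of -0.91 and camera's adjusted p = 3.0e-04 (adjusted p = 0.32 with an estimated correlation), a call that ended without Tnfr+/+ O3 48 h replicate 2 (adjusted p = 0.63), and of the thymus markers 0 of 10 passed with limma (2 fell when adjusted over the list alone, and 0 were higher and 4 lower at an unadjusted p under 0.05), with a median of -0.76 and camera's adjusted p = 4.2e-04 (adjusted p = 0.18 with an estimated correlation), a call that ended without Tnfr+/+ O3 48 h replicate 2 (adjusted p = 0.21). At the same time, of the goblet cell markers 0 of 7 passed with limma (3 rose when adjusted over the list alone, and 4 were higher and 0 lower at an unadjusted p under 0.05), with a median of 0.86 and camera's adjusted p = 0.0018 (adjusted p = 0.24 with an estimated correlation), and of the genes of the interferon response 0 of 27 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 4 lower at an unadjusted p under 0.05), with a median of -0.27 and camera's adjusted p = 9.7e-04 (adjusted p = 0.57 with an estimated correlation), a call that ended without Tnfr+/+ O3 48 h replicate 2 (adjusted p = 0.097). Of the club cell markers at 72 h between the genotypes, 0 of 13 passed with limma (0 passed when adjusted over the list alone, and 4 were higher and 0 lower at an unadjusted p under 0.05), with a median of 0.20 and camera's adjusted p = 0.0075 (adjusted p = 0.53 with an estimated correlation), a call that ended without Tnfr+/+ O3 72 h replicate 1 (adjusted p = 0.15), and this direction was reversed with the values as deposited (median -0.16).

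In Tnfr+/+ lungs, of the alveolar type 2 markers at 48 h of O3, 1 of 14 rose and 13 did not pass (1 rose when adjusted over the list alone), with a median of 0.12 and camera's adjusted p = 0.084. Of the fibroblast markers, 1 of 14 fell and 13 did not pass (4 fell when adjusted over the list alone), with a median of -0.31 and camera's adjusted p = 0.063, a call that was made only without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 72 h replicate 1 (adjusted p down to 0.010) at 72 h. Of the plasma cell markers at 72 h, 1 of 8 rose and 7 did not pass (2 rose when adjusted over the list alone), with a median of 0.13 and camera's adjusted p = 0.11, and of the red blood cell markers at 48 h, 0 of 9 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 1 lower at an unadjusted p under 0.05), with a median of -0.44 and camera's adjusted p = 0.0501, a call that was made only without Tnfr+/+ air replicate 2 or Tnfr+/+ O3 48 h replicate 2 (adjusted p down to 0.019). At 24 h between the genotypes, of the alveolar type 1 markers 0 of 12 passed with limma (4 fell when adjusted over the list alone, and 0 were higher and 4 lower at an unadjusted p under 0.05), with a median of -0.31 and camera's adjusted p = 7.4e-04 (adjusted p = 0.013 with an estimated correlation), and of the ciliated cell markers 0 of 11 passed with limma (0 passed when adjusted over the list alone, and 0 were higher and 2 lower at an unadjusted p under 0.05), with a median of -0.32 and camera's adjusted p = 0.0075 (adjusted p = 0.11 with an estimated correlation). In cholesterol biosynthesis at 24 h between the genotypes, 0 of 19 passed with limma (1 rose when adjusted over the list alone, and 6 were higher and 1 lower at an unadjusted p under 0.05), with a median of 0.31 and camera's adjusted p = 0.0013 (adjusted p = 0.16 with an estimated correlation). At 48 h, of the genes of DNA replication 0 of 42 passed with limma (0 passed when adjusted over the list alone, and 12 were higher and 0 lower at an unadjusted p under 0.05), with a median of 0.24 and camera's adjusted p = 4.1e-07 (adjusted p = 0.048 with an estimated correlation), and of the smooth muscle markers 0 of 12 passed with limma (2 rose when adjusted over the list alone, and 3 were higher and 0 lower at an unadjusted p under 0.05), with a median of 0.39 and camera's adjusted p = 3.0e-04 (adjusted p = 0.22 with an estimated correlation). At 72 h, of the NK and cytotoxic cell markers 0 of 11 passed with limma (1 fell when adjusted over the list alone, and 0 were higher and 5 lower at an unadjusted p under 0.05), with a median of -0.56 and camera's adjusted p = 0.0030 (adjusted p = 0.53 with an estimated correlation), a call that ended without Tnfr-/- O3 72 h replicate 2 or Tnfr+/+ O3 72 h replicate 3 (adjusted p up to 0.069), and of the T cell markers 1 of 12 fell and 11 did not pass (3 fell when adjusted over the list alone), with a median of -0.57 and camera's adjusted p = 0.0075 (adjusted p = 0.53 with an estimated correlation), a call that ended without Tnfr+/+ O3 72 h replicate 3 (adjusted p = 0.069).

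With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. In Tnfr+/+ lungs at 24, 48 and 72 h the real split gave 17, 241 and 636 calls and the highest of the other splits 2, 1 and 4. Between the genotypes in air and at the 3 times the real counts were 18, 206, 34 and 33 and the highest others 0, 2, 1 and 3. At the study's threshold the real splits gave 354, 930, 1614, 1421, 2885, 2212 and 2272 over these comparisons in the same order and the highest others 242, 553, 649, 1152, 1210, 1106 and 2304. With 1 array left out, the count of calls in Tnfr+/+ lungs at 24 h became 6 without Tnfr+/+ O3 24 h replicate 2, 7 without Tnfr+/+ air replicate 2 and 9 without Tnfr+/+ O3 24 h replicate 3. The count at 48 h became 134 without Tnfr+/+ air replicate 2 and 140 without Tnfr+/+ O3 48 h replicate 2, and that at 72 h 294 without Tnfr+/+ air replicate 3, 341 without Tnfr+/+ air replicate 2 and 419 without Tnfr+/+ air replicate 1. Between the genotypes it became 48 without Tnfr-/- O3 24 h replicate 1, 63 without Tnfr-/- O3 24 h replicate 2, 84 without Tnfr+/+ O3 24 h replicate 2, 85 without Tnfr+/+ O3 24 h replicate 1 and 113 without Tnfr+/+ O3 24 h replicate 3 at 24 h. At 48 h it became 14 without Tnfr-/- O3 48 h replicates 1 or 2 and 16 without Tnfr-/- O3 48 h replicate 3, and at 72 h 12 without Tnfr-/- O3 72 h replicate 2, 16 without Tnfr-/- O3 72 h replicate 1 and 74 without Tnfr+/+ O3 72 h replicate 3. At the study's threshold the count in Tnfr+/+ lungs at 24 h became 223 without Tnfr+/+ O3 24 h replicate 2 and that between the genotypes at 72 h 1475 without Tnfr+/+ O3 72 h replicate 1. Random splits of the 12 Tnfr+/+ arrays seldom gave as many probe sets at the study's threshold at all 3 times. For those up, 2 of 100 splits gave as many as the real 78 (highest other 94), and for those down 3 of 100 gave as many as the real 23 (highest other 28). With 1 array left out, the count up became 47 without Tnfr+/+ O3 24 h replicate 2 and the count down 12 without Tnfr+/+ O3 24 h replicate 2 and 13 without Tnfr+/+ air replicate 2.

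For the lists, camera's unadjusted p in the real split and the lowest in the other splits stand in that order. In Tnfr+/+ lungs at 24 h they were 2.1e-06 and 0.0014 for the NRF2 antioxidant response and 1.7e-13 and 0.0043 for the acute phase and inflammatory mediators. At 48 h they were 2.9e-33 and 2.2e-12 for mitosis, 5.1e-17 and 1.8e-05 for DNA replication, 1.9e-09 and 4.7e-05 for cholesterol biosynthesis and 0.0056 and 1.1e-05 for the heat shock proteins. At 72 h they were 1.6e-44 and 2.6e-11 for mitosis, 9.0e-23 and 1.1e-06 for DNA replication, 1.2e-08 and 1.4e-06 for xenobiotic metabolism, 1.5e-04 and 0.0041 for extracellular matrix and tissue repair, 0.0026 and 0.011 for the TGF-beta target genes and 0.97 and 0.16 for the p53 target genes. Between the genotypes they were 3.7e-14 and 2.1e-05 for the immediate early genes and 0.0016 and 0.022 for the acute phase list at 24 h, and 1.9e-06 and 1.1e-04 for cholesterol biosynthesis and 0.054 and 0.078 for the enzymes of eicosanoid synthesis at 48 h. These splits too are too few for a share under 0.05.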
